# The UBP5 histone H2A deubiquitinase counteracts PRCs-mediated repression to regulate Arabidopsis development

**DOI:** 10.1038/s41467-023-44546-8

**Published:** 2024-01-22

**Authors:** James Godwin, Mohan Govindasamy, Kiruba Nedounsejian, Eduardo March, Ronan Halton, Clara Bourbousse, Léa Wolff, Antoine Fort, Michal Krzyszton, Jesús López Corrales, Szymon Swiezewski, Fredy Barneche, Daniel Schubert, Sara Farrona

**Keywords:** Epigenomics, Epigenetics, Gene regulation

## Abstract

Polycomb Repressive Complexes (PRCs) control gene expression through the incorporation of H2Aub and H3K27me3. In recent years, there is increasing evidence of the complexity of PRCs’ interaction networks and the interplay of these interactors with PRCs in epigenome reshaping, which is fundamental to understand gene regulatory mechanisms. Here, we identified UBIQUITIN SPECIFIC PROTEASE 5 (UBP5) as a chromatin player able to counteract the deposition of the two PRCs’ epigenetic hallmarks in *Arabidopsis thaliana*. We demonstrated that UBP5 is a plant developmental regulator based on functional analyses of *ubp5*-CRISPR Cas9 mutant plants. UBP5 promotes H2A monoubiquitination erasure, leading to transcriptional de-repression. Furthermore, preferential association of UBP5 at PRC2 recruiting motifs and local H3K27me3 gaining in *ubp5* mutant plants suggest the existence of functional interplays between UBP5 and PRC2 in regulating epigenome dynamics. In summary, acting as an antagonist of the pivotal epigenetic repressive marks H2Aub and H3K27me3, UBP5 provides novel insights to disentangle the complex regulation of PRCs’ activities.

## Abstract (web summary)

The authors demonstrate that UBIQUITIN SPECIFIC PROTEASE 5 (UBP5) is a major H2Aub deubiquitinase that antagonises H3K27me3, leading to transcriptional de-repression and controlling development in *Arabidopsis*.

## Introduction

Histones that form the nucleosome, i.e. basic units of the chromatin, are marked by an array of covalent marks, especially on histone amino terminal tails but also on globular domains. Histone marks impact chromatin structure, modify its packaging and act as an anchor for chromatin-related proteins, transcription factors and other components of the transcriptional machinery^1^. Therefore, different systems evolved in the eukaryotic nuclei to act as ‘writers’, able to deposit covalent chemical groups on specific histone residues, ‘readers’, which can directly bind and help to interpret histone marks, and ‘erasers’, actively removing histone post-translational modifications. The orchestration of histone modifying enzymes allows for a highly dynamic chromatin regulation crucial to control nuclear structure and transcription^2^. Two important histone modifications that are well conserved between plants and animals are the trimethylation on the lysine 27 of the histone H3 (H3K27me3)^3^ and the monoubiquitination of the histone H2A that in plants mostly occurs on the lysine 121 (H2Aub)^4^.

H3K27me3 and H2Aub are deposited, both in plants and animals, by two major types of Polycomb repressive complexes (PRCs), respectively PRC2 and PRC1. PRC2 is a four-core subunit complex in which the catalytic component is a SET (Su(var), Enhancer of zeste, Trithorax) domain histone methyltransferase (HMT)^5,6^. Analyses in different plant genomes showed that PRC2 decorates approximately 20–25% of euchromatic genes with H3K27me3, which switches them off in response to internal and external cues^7,8^. In plants, PRC1 is formed by E3 ligases and other auxiliary proteins^5,9^. Both PRCs maintain an intricate relationship in which members of the two complexes can directly interact, have common associated proteins, and share target genes. This is also reflected in their activities as H3K27me3 can precede H2Aub (i.e. hierarchical model) or oppositely follows this modification on the chromatin. Furthermore, both marks can independently regulate different set of genes^7,9^.

In animals, H2AK119ub can be erased by the Polycomb Repressive-Deubiquitinase (PR-DUB) complex^10^. This complex contains a DUB protein of the ubiquitin carboxy-terminal (UCH) family, which does not have an obvious orthologous in plants^11^. Indeed, the PR-DUB has not been described in plants so far, but two proteins of the UBIQUITIN PROTEASE (UBP) family, UBP12 and UBP13 redundantly mediate H2A deubiquitination^12,13^ and interact with LIKE HETEROCHROMATIN PROTEIN 1 (LHP1)^12^, a H3K27me3 reader and interactor of both PRC2 and PRC1 components^7,9^. UBP12/13 regulate a similar set of genes with PRC2 and PRC1^13^.

To develop their activities, PRCs require a complex network of protein-protein interactions^7^. We and others recently demonstrated that PWWP-DOMAIN INTERACTOR OF POLYCOMBS1 (PWO1) is a key regulator of PRC2 activity, able to interact with the HMTs of the PRC2 complex^14^ and to form part of the PEAT complex (PWO/PWWP-EPCRs (ENHANCER OF POLYCOMB RELATED)-ARIDs (AT-RICH INTERACTION DOMAIN-CONTAINING)-TRBs (TELOMERIC REPEAT BINDING)) involved in heterochromatin dynamics^15^. Still, we are far from understanding the molecular impact of the PWO1-PRC2 interaction.

Here we show that UBP5 regulates plant development and affects both H3K27me3 and H2Aub marks as well as the expression of a set of PRC2 target genes in *Arabidopsis thaliana* (Arabidopsis). Telobox and GAGA motifs, previously related to PRC2 recruitment^16,17^, are among the most enriched signatures of UBP5 binding to the chromatin. The vast majority of UBP5 direct target genes showed either hyper-marking or de-novo marking by H2Aub in *ubp5* plants, altogether indicating that UBP5 acts as an eraser of this epigenetic mark. Thus, our data uncovers UBP5 as a new regulator of PRCs’ activities, directly controlling H2Aub deubiquitination and affecting H3K27 trimethylation to regulate gene expression.

## Results

### UBP5 interacts with PRC2 and PWO1

We had identified the UBIQUITIN PROTEASE 5 (UBP5) protein as the most abundant interactor co-immunoprecipitated with Arabidopsis PWWP-DOMAIN INTERACTOR OF POLYCOMBS1 (PWO1)^18^. Furthermore, data mining of proteins in co-immunoprecipitation (co-IP) experiments with PEAT components also identified UBP5^15^. Therefore, we aimed to understand the link between UBP5, PWO1 and PRC2. Firstly, to elucidate the sub-cellular localisation of UBP5, transient inducible expression was performed using the β-estradiol–inducible *35S* promoter (*i35S*) fused to an *UBP5-GFP* (*i35S::UBP5-GFP*) construct in *Nicotiana benthamiana* (*N*. *benthamiana*) and found that UBP5 is exclusively nuclear, localises all over the nucleoplasm in a diffused way but not in the nucleolus (Fig. 1a). Further, we analysed the possibility of an interaction between UBP5 and PWO1 *in planta*. Using a similar approach, we co-expressed *PWO1-GFP* and *UBP5-mCherry* fusion proteins in *N*. *benthamiana*. It is noteworthy that, as previously shown for CLF^14,18^, co-expression of both proteins modified UBP5 localisation recruiting it to PWO1-containing nuclear speckles. To a lower extent, co-localisation of both proteins was also observed all over the nucleoplasm (Fig. 1b)^14,18^, but the formation of speckles was never observed when *UBP5-GFP* was expressed alone (Fig. 1a). PWO1-UBP5 association in the speckles was demonstrated by Foster resonance energy transfer with acceptor photobleaching (FRET-APB). FRET-APB efficiencies for co-expressed samples within the speckles were significantly higher than the negative controls (PWO1-GFP and UBP5-GFP expressed without donor mCherry construct) (Fig. 1c), which may indicate a preferential association within the speckles and/or higher contact probability between the two proteins within the speckles. Yeast two-hybrid (Y2H) assays not only confirmed the interaction of UBP5 with PWO1 but also revealed its interaction with the PRC2 HMT subunit SWINGER (SWN) ΔSET (SWN clone lacking the SET domain^19^); (Fig. 1d). *In planta* interaction between SWNΔSET and UBP5 was further confirmed using co-IP assays in *N. benthamiana* (Fig. 1e). Therefore, our protein-protein interaction results suggest that UBP5 is an interactor of PWO1-PRC2 and thus may play a role in PRC-mediated regulation of gene expression. Furthermore, Y2H assays showed interaction of UBP5 with EMBRYONIC FLOWER 2 (EMF2), another PRC2 component^20^, which further confirms the PRC2-UBP5 connection (Fig. 1d).

**Fig. 1:**
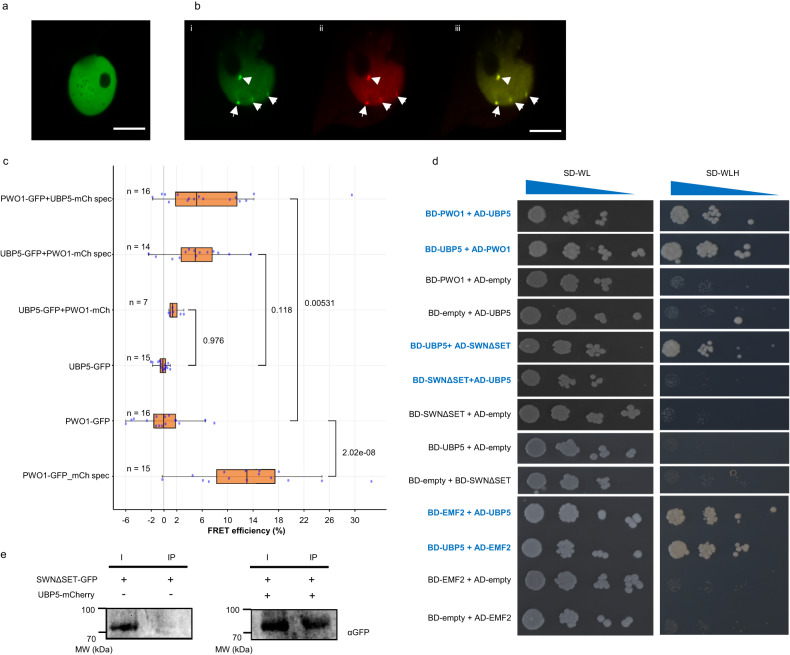
UBP5 is a nuclear protein that interacts with PRC2 and colocalises with PWO1. **a** Localisation of UBP5 in the nucleus of *N. benthamiana* epidermal cells. Data represent results of three independent experiments, scale bar indicates 10 µm. **b** Transient and inducible expression of *i35S::UBP5-GFP* and *i35S::PWO1-mCherry* in *N. benthamiana* epidermal cells by co-transformation (i, *i35S::UBP5-GFP;* ii, *i35S::PWO1-mCherry;* iii, overlay). Arrows indicate speckles. Data represent results of three independent experiments, scale bar indicates 10 µm. **c** FRET-APB measurements for nuclei exemplified in **b**, with a distinction for speckle (spec) and non-speckle localisation. *i35S::PWO1-GFP-mCherry* measurements in speckles were used as positive control. The respective average efficiency per nuclei (n) is given in the plot. For box plot, the middle line represents the median; the upper and lower lines are the first and third quartile (Q1 and Q3); the whiskers indicate the upper and lower limits of data spread by subtracting 1.5* interquartile range (IQR) from Q1 and adding 1.5* IQR to Q3.Statistical significance was calculated using one-way ANOVA and the *p*-values are indicated in the figure. Error bars correspond to SE. **d** Y2H analyses confirm UBP5-PWO1 interaction and show UBP5-SWN and UBP5-EMF2 interactions. Yeast cells containing the different construct combinations on selective medium for plasmids (-WL; -Tryptophan, Leucine) or for reporter gene activation (-WLH; -Tryptophan, Leucine, Histidine). Serial dilutions were used. BD, GAL4-DNA binding fusion; AD, GAL4-DNA activation domain fusion. SWNΔSET, SWN construct lacking the SET domain. **e** Co-IP analyses confirming SWN-UBP5 interaction. IP was performed with anti-mCherry antibody and proteins were detected by western blot with anti-GFP. I, 5% input; IP, immunoprecipitation. Two biological replicates were performed.

### UBP5 is an essential plant developmental regulator

To understand UBP5 molecular functions in Arabidopsis, we generated an *ubp5* deletion mutant line via the CRISPR/Cas9 system with two guide RNAs, which partially deleted both DUSP and UBP conserved domains (Supplementary Fig. 1a–c). The phenotypic analyses of *ubp5* mutant plants showed pleiotropic defects such as stunted growth due to the lack of apical dominance (Fig. 2a (i–iii)), shorter roots and hypocotyl length (Fig. 2a ii and 2b), floral architecture defects (Fig. 2a (v–vi)), fertilisation defects (Supplementary Fig. 1d) and poor pollen germination (Supplementary Fig. 1e). These results fit well with the fact that *UBP5* is expressed all over the plant (Supplementary Fig. 2a), suggesting that UBP5 acts as a developmental regulator at different stages of the plant life cycle. Stable transformation of *UBP5pro::gUBP5-eGFP* was able to fully rescue the developmental pleotropic phenotypes of *ubp5* (Fig. 2a (iv), 2b) and confirmed UBP5 nuclear localisation (Supplementary Fig. 2b). qRT-PCR analyses further showed no significant difference in the relative expression of *UBP5* between the wild-type background Col-0 and the complementation line *UBP5pro::gUBP5-eGFP;ubp5* (Supplementary Fig. 3a, b). 

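RNA from whole seedlings of the wild-type accession Col-0 and of the *ubp5* deletion line was sequenced 12 days after germination, with 4 biological replicates of each. The method is a 3' RNA-seq in which the poly(A) end of each transcript is primed with a barcoded oligo(dT) that also carries a unique molecular identifier, a random tag that marks copies of one molecule made by PCR. The authors trimmed the reads, mapped them with STAR to TAIR10, kept reads with a single mapping position, and deposited for each library the number of distinct tags per Araport11 gene on the sense strand, without normalization. Each library lists 37336 genes, of which 24406 had a count in at least 1 library. Total counts ranged from 2572842 to 2997743 in the Col-0 libraries (median 2687134) and from 1440510 to 2595285 in the *ubp5* libraries (median 2100966), so the *ubp5* libraries were on the whole shallower. Between 20509 and 21580 genes were detected per library. Every pair of replicates differed by more than counting noise (chi-square per degree of freedom from 1.61 to 9.05), so no library was counted as a copy of another. In a principal component analysis the first component held 44.4% of the variance and separated the genotypes, and the second held 15.6% and set Col-0 replicate 1 apart from the other libraries. Library sizes were normalized with edgeR's TMM method, genes with too few counts were left out by edgeR's expression filter, and the 15649 genes that remained were tested. A gene was called when its adjusted p-value was under 0.05 and its log2 fold change was at least 1 in size, which are the thresholds of the paper. The choice between this test and DESeq2, which the paper used, and the filter on low counts both change how many genes are called.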

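The targeted gene was read first as a check of the labels. *UBP5* (AT2G40930) had 47, 57, 32 and 51 counts in the 4 Col-0 libraries and 14, 13, 6 and 16 in the 4 *ubp5* libraries. Scaled to library size as CPM, this was 17.4 ± 4.33 in Col-0 and 5.89 ± 1.53 in *ubp5* (SD, n = 4 each), a log2 fold change of -1.53 (standard error 0.25, adjusted p = 0.00236 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the predicted cut sites of the guides, the deletion lies upstream of the 3' end that the method counts, and the transcript was lower but still detected in all 4 mutant libraries. With each library left out in turn, its log2 fold change stayed between -1.67 and -1.39. Over all tested genes, 299 were called higher and 459 lower in *ubp5*. The 4 *ubp5* values lay entirely above the 4 Col-0 values for 275 of the 299 genes and entirely below for 436 of the 459 (1.43% of unselected genes would separate in that direction by chance). The called genes were selected for a difference between these same groups, so their separation is a description and not a test. The count moved most when no fold-change threshold was set, to 719 higher and 992 lower genes. Among the called genes whose groups did not overlap, the smallest p-values of the higher genes belonged to *PDF1.2*, AT3G29631, *PDF1.3*, *BIP3* and AT1G52000. *PDF1.2* (AT5G44420) rose from 28.8 ± 14.4 to 1206 ± 346 CPM (SD, n = 4), a log2 fold change of 5.38 (standard error 0.33), and *PDF1.3* (AT2G26010) from 17.6 ± 11.2 to 749 ± 190 CPM, a log2 fold change of 5.40 (standard error 0.38). These 2 genes are members of one gene family whose similar sequences make the split of reads between them uncertain. AT1G52000 rose from 12.8 ± 4.44 to 123 ± 14.5 CPM. *BIP3* (AT1G09080) had at most 3 counts in Col-0 and between 38 and 71 in *ubp5*, at least 23.7-fold higher against a floor of 3 counts. On the lower side the 5 genes were *ADCL* (AT5G57850), AT1G68260, AT4G17486, AT1G23960 and AT4G22490. AT4G17486 fell from 47.0 ± 1.69 to 5.66 ± 1.58 CPM, a log2 fold change of -3.00 (standard error 0.17), and AT1G23960 from 57.6 ± 4.00 to 7.77 ± 1.98 CPM, a log2 fold change of -2.88 (standard error 0.17). The 10 genes had adjusted p-values of 5.30e-06 or smaller in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.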

Transcriptional analyses of *ubp5* seedlings showed that 345 genes were up-regulated, and 478 genes were down-regulated (Fig. 2c; Supplementary data 1). 

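*SAMBA* (AT1G32310, chromosome 1, 11653500 to 11654833 in TAIR10.1) fell from 14.3 ± 4.05 CPM in Col-0 to 1.79 ± 1.55 CPM in *ubp5* (SD, n = 4), a log2 fold change of -3.01 (standard error 0.42, adjusted p = 0.000781 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *UPP* (AT3G53900, chromosome 3, 19956590 to 19959075) fell from 32.1 ± 5.35 to 14.4 ± 1.73 CPM, a log2 fold change of -1.14 (standard error 0.17, adjusted p = 0.00107 in edgeR). *GAF1* (AT5G59980, chromosome 5, 24147099 to 24149942) was counted rarely, at 6.04 ± 1.36 CPM in Col-0 and 1.65 ± 1.22 CPM in *ubp5*, with a log2 fold change of -1.89 (standard error 0.47, adjusted p = 0.0222 in edgeR). *GC4* (AT2G46180, chromosome 2, 18967269 to 18971409) fell from 11.2 ± 1.51 to 3.49 ± 0.666 CPM, a log2 fold change of -1.65 (standard error 0.25, adjusted p = 0.00120 in edgeR). *ACT1* (AT2G37620, chromosome 2, 15778941 to 15781561) fell from 13.6 ± 2.96 to 6.62 ± 2.53 CPM, a log2 fold change of -1.02 (standard error 0.27, adjusted p = 0.0306 in edgeR). Every *ubp5* library was lower than every Col-0 library for each of the 5 genes (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 against 4 allow). Adjusted over these 5 genes alone, the edgeR p-values lay between 3.02e-05 and 0.00244. The paper chose the genes from its own calls on the same libraries, so this narrower adjustment shows no stability. Apart from these libraries, the paper also measured the 5 genes by RT-qPCR in 3 biological replicates. Without *ubp5* replicate 2, only 3 of the 5 were still called: the adjusted p of *GAF1* became 0.069 and that of *ACT1* 0.094 in edgeR. *ACT1* lost its call in 5 of the 8 fits that each left out 1 library.

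**Figure D1:**
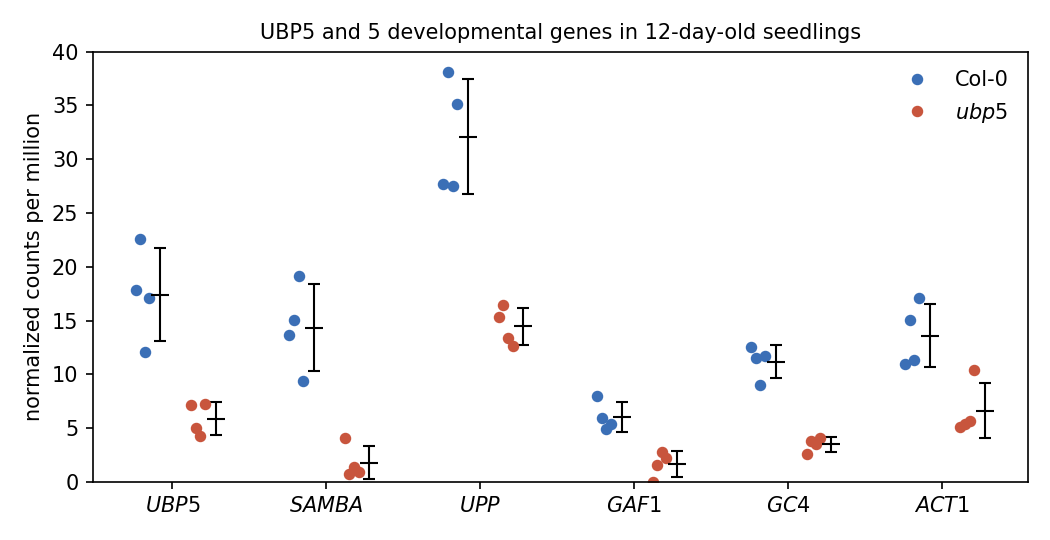
Normalized CPM (vertical axis) of *UBP5* and the 5 developmental genes in each of the 4 Col-0 and 4 *ubp5* libraries (points), with the mean and SD of each group (bars). All 4 *ubp5* points lie under the 4 Col-0 points for each gene, most closely for *ACT1*, whose highest *ubp5* library reaches 10.4 CPM.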

Mis-regulation of developmental genes including *SAMBA*^21^, *URACIL PHOSPHORIBOSYLTRANSFERASE* (*UPP*)^22^, *GAMETOPHYTE DEFECTIVE 1* (*GAF1*)^23^, *GOLGI CANDIDATE 4* (*GC4*)^24^ and *ACTIN 1* (*ACT1*)^25^ may explain some of the observed *ubp5* mutant phenotypes (Supplementary Fig. 4a–e; Supplementary data 2). Gene Ontology (GO) analyses identified that genes associated with biotic and abiotic stress responses terms were significantly enriched among all *ubp5* mis-regulated genes (Fig. 2d). 

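The source data of Fig. 2d name 129 genes that can be read from the enriched terms, and 117 of them had enough counts to be tested here. Of these, 58 were called higher and 56 lower in *ubp5*. The directions differed between terms. Of the 13 tested genes of the cellular response to phosphate starvation, 1 was called higher and 12 lower. Of the 32 tested genes of the response to bacterium, 21 were called higher and 11 lower, and of the 37 tested genes of the immune response, 24 were called higher and 12 lower. For terms with long gene lists only the first 40 genes could be read. The genes were listed because the paper called them on the same libraries, so the high share of calls says nothing about enrichment, which was not tested here.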

Consistently with previous studies showing that PRC2-associated components do not only regulate expression of genes related to plant development^13,26–28^. Therefore, our phenotypic and transcriptomic data highlight UBP5 key role in regulating Arabidopsis development and a possible dual role in regulating stress responses that will require further investigation.

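Supplementary data 2 lists 82 misregulated genes assigned to developmental processes, of which 68 had enough counts to be tested. In *ubp5*, 25 of them were called higher and 41 lower. With each library left out in turn, between 53 and 62 of the listed genes were called. The list was drawn from the paper's calls on these libraries, and the measurement here is of their direction. From the mutant's phenotypes together with these changes in transcript levels, the paper concludes that UBP5 has a key role in development, and it proposes a second role in stress responses that it leaves to further work.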

**Fig. 2:**
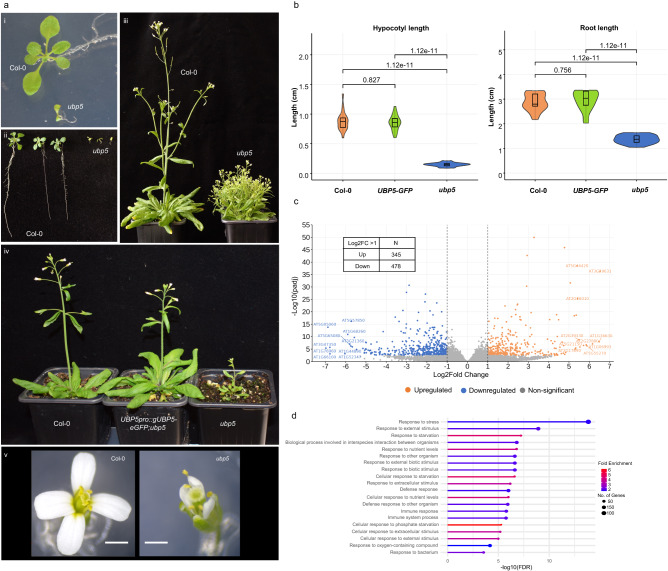
UBP5 is an essential plant developmental regulator. **a** Phenotypic characterisation of *ubp5* mutant line: i, smaller seedlings; ii, shorter primary roots; and iii) stunted and bushy growth (Note: in iii *ubp5* plant was 2 weeks older than the *Col-0* plant) compared to Col-0 plants; iv, complementation of *ubp5* mutant phenotypes in 4-week-old Arabidopsis plants (an *UBP5pro*::*gUBP5-eGFP* construct was used for the complementation of *ubp5*); v, floral phenotype of Col-0 and vi, *ubp5*. Scale bar *=* 2.5 mm. **b** Violin cum box plot showing hypocotyl and root length of Col-0, *UBP5-GFP* (complementation line) and *ubp5* measured 10 days after germination. The values were obtained from twenty independent seedlings (*n* = 20). The violin plots show the distribution pattern of data and are overlaid with boxplots. For box plots, the middle line represents the median; the upper and lower lines are the first and third quartile (Q1 and Q3); the whiskers indicate the upper and lower limits of data spread by subtracting 1.5* interquartile range (IQR) from Q1 and adding 1.5* IQR to Q3. Statistical significance was calculated with one-way ANOVA and Tukey HSD and *p*-values are indicated. **c** Volcano plot of the misregulated genes between Col-0 vs *ubp5*. Genes with a p adjusted value (padj) lower than 0.05 are coloured. Up and down-regulated DEGs are shown in orange and blue colour dots respectively. The non-significant DEGs are represented as grey dots. The genes with Log2FC <1 or Log2FC < –1 (False Discovery Rate (FDR) < 0.05) were considered for further analysis and '*n*' denotes the number of genes. FDR values are derived from DESeq2 by adjusting *p*-values using Benjamini-Hochberg method. **d** Functional categorisation of *ubp5* misregulated (both upregulated and downregulated) genes based in ShinyGO v0.75 analysis. GO analysis of *ubp5* misregulated genes based on biological process (FDR < 0.05).

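Several of the genes named in the volcano plot were near 0 in one genotype, and their fold changes are lower bounds set by a floor of 3 counts per library. *ADCL* (AT5G57850) had between 69 and 102 counts in the Col-0 libraries and at most 3 in the *ubp5* libraries, at least 21.2-fold lower (log2 fold change of -5.62, standard error 0.37). AT5G05060 was at least 27.7-fold lower, AT1G68260 at least 14.2-fold lower and AT3G21360 at least 5.52-fold lower. In AT5G05060, Col-0 replicate 3 had 54 counts where the other Col-0 libraries had between 123 and 149. In the other direction, *JAL23* (AT2G39330) was at least 11.0-fold higher, *AGO5* (AT2G27880) at least 5.74-fold higher, *AGO9* (AT5G21150) at least 5.21-fold higher and AT1G06993 at least 4.33-fold higher. AT3G29631 had 0.905 ± 0.600 CPM in Col-0 and 84.6 ± 24.6 CPM in *ubp5* (SD, n = 4). All of these genes had adjusted p-values of 0.000655 or smaller in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the remaining labelled genes, *MAF5*, *HSD2*, AT1G76960, AT1G66100, AT1G52347, AT1G44890, AT1G36630, AT5G55270 and *SDC* did not pass the expression filter and were not tested. When the filter was removed, edgeR's adjusted p for these 9 genes lay between 7.50e-05 and 0.0160. *HSD2*, AT1G76960, AT1G66100 and AT1G52347 varied widely within Col-0. For example, AT1G66100 had 88 counts in Col-0 replicate 3 and between 2 and 13 in the other Col-0 libraries.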

### UBP5 deubiquitinates H2A

UBP5 was shown to be involved in de-ubiquitination of hexa-ubiquitin substrates both in vivo and in vitro^29^ and other UBP family members have been linked to the histone monoubiquitination removal^12,30,31^. In addition, the existence of the interaction between UBP5, PRC2 components and PWO1 made us speculate that UBP5 may contribute to PRC-mediated histone monoubiquitination dynamics. Therefore, we analysed different histone marks abundance in *ubp5* and Col-0 seedlings by western blot (WB) assays and, in good agreement with UBP5 acting in H2Aub removal, we found that H2Aub bulk levels were more than 3-fold higher in *ubp5* (Fig. 3a). To gain insight into the affected loci, we profiled the genome-wide distribution of H2Aub in *ubp5* and Col-0 seedlings using ChIP-seq. Our H2Aub data in Col-0 seedlings showed a good overlap with previous published data (Supplementary Fig. 5) and, when compared to Col-0 seedlings, we observed a large increase in the number of genes marked by H2Aub in *ubp5* (21,017 in *ubp5* instead of 15,615 genes in Col-0; Supplementary data 3-4), which includes genes that differentially gained H2Aub in *ubp5* (*n* = 6201, called from now on de-novo marked genes; Fig. 3b), hence UBP5 is necessary to erase H2Aub in several thousands of genes. We then decided to conduct a comprehensive analysis on the H2Aub marked genes common to Col-0 and *ubp5* (*n* = 14816) and identified three different scenarios: genes that showed lower H2Aub levels in *ubp5* compared to Col-0 plants (*n* = 7150, hypo-marked genes), genes with higher H2Aub signal in *ubp5* compared to Col-0 (*n* = 3055, hyper-marked genes) and genes with non-significant differences between *ubp5* and Col-0 (*n* = 4611, unchanged genes) (Fig. 3c; Supplementary data 5).

**Fig. 3:**
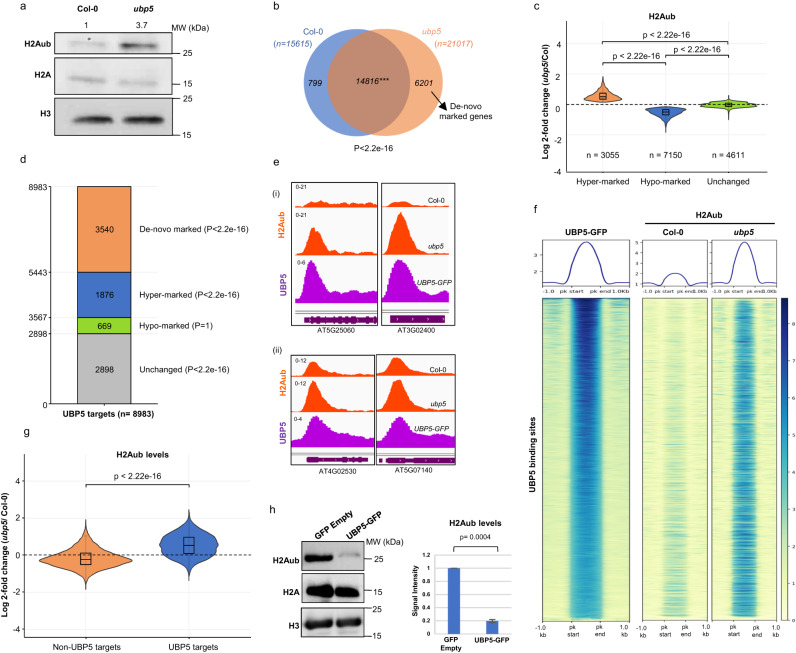
UBP5 acts as a H2A deubiquitinase. **a** Western blot analysis of H2Aub and H2A in Col-0 and *ubp5* seedlings. Histone H3 is used as a loading control. Numbers above blots denote relative H2Aub levels determined by ImageJ. Three independent experiments yielded consistent results. **b** Venn diagram illustrates overlap between H2Aub marked genes in Col-0 and *ubp5*, *n* = no. of genes. The genes are considered as marked when an overlapping H2Aub peak is present in at least two biological replicates based on MACS3 peak calling (*q* < 0.05 and score >30). Super exact test was conducted. **c** H2Aub levels in genes overlapping between Col-0 and *ubp5* (*n* = 14816) from Fig. 2B were categorised into hyper/hypo-marked and unchanged. Violin plots overlaid with boxplots show the distribution pattern of data. Displaying median (middle line), first and third quartiles (Q1 and Q3), with whiskers indicating data spread (1.5*IQR from Q1 and Q3). Statistical significance was tested using the Kruskal-Wallis test followed by Dunn’s post hoc analysis. **d** Bar chart shows the number of H2Aub hyper-, hypo-, de-novo- and unchanged-H2Aub marked genes represented within UBP5 target genes. Significance tested using Super Exact test. **e** IGV browser views of representative UBP5 target loci of (i) de-novo marked genes in *ubp5* and (ii) H2Aub hyper-marked genes in *ubp5*. **f** Heatmaps showing H2Aub distribution on genomic sequences targeted by UBP5, clustered based on higher to lower enrichment (top to bottom). **g** Average signal of H2Aub levels at non-UBP5 targets in Col-0 and *ubp5*. The violin cum box plots display median (middle line), first and third quartiles (Q1 and Q3), with whiskers indicating data spread (1.5*IQR from Q1 and Q3), two-sided Wilcoxon rank-sum test was performed. **h** H2A deubiquitination activity of UBP5. Transient expression of *i35S::UBP5-GFP* and *i35S::GFP* empty in *N. benthamiana* leaves. H2A deubiquitination was assessed by immunoblotting with α-H2Aub antibody; controls: α-H2A and α-H3 antibodies. Bar graph representing the relative H2Aub levels derived from band intensity. Error bars indicate SD between two biological replicates with two-tailed unpaired *t*-test, *p* values indicated above plot.

To test whether UBP5 could act in H2Aub removal in *cis*, we further analysed the genome-wide association of UBP5-GFP in our *UBP5pro:: gUBP5-eGFP;ubp5* line. Notably, UBP5 binding extends to a large part of the plant genome since the UBP5-GFP ChIP-seq profiling identified 8983 genes as direct UBP5 targets (Supplementary Fig. 6a–c; Supplementary data 6), which corresponds to ~27% of the total number of Arabidopsis genes according to TAIR 10 annotation^32^. More precisely, UBP5 directly targets 61% of hyper-marked genes, but only 9% of hypo-marked genes. In addition, among de-novo marked genes, 57% are also direct UBP5 targets. Therefore, a statistically significant number of UBP5 target loci gain the H2Aub mark in *ubp5* (1876 hyper-marked genes plus 3540 de-novo marked genes, 60% of UBP5 targets) (Fig. 3d), pointing the key role of UBP5 in regulating H2Aub removal. Importantly, there is a sharp co-localisation between UBP5 chromatin association and domains where the H2Aub mark was gained in *ubp5* (Fig. 3e (i–ii); Supplementary Fig. 6a and 7a, b; Supplementary data 5). This frequent co-occurrence strongly argues in favour of a direct role for UBP5 in H2Aub deubiquitination at its binding sites (Fig. 3f). Further supporting this observation, there is an anticorrelation between the intensity of UBP5 binding and the presence of the H2Aub mark in Col-0 plants (Fig. 3f). In addition, an increase in H2Aub levels in *ubp5* is more evident at UBP5 target genes than for other, non-targets, H2Aub marked genes, in which even a slight significant decrease in the mark is observed (Fig. 3g and Supplementary Fig. 7c). Furthermore, overall increase of H2Aub levels was restored to Col-0 levels in the *UBP5pro:: gUBP5-eGFP;ubp5* line (Supplementary Fig. 7d) and inducing the expression of the *i35S::UBP5-GFP* construct in the nuclei of *N. benthamiana* leaves strongly decreased H2Aub levels (Fig. 3h). To confirm these observations, selected UBP5 targets that are H2Aub hyper-marked in *ubp5* were further validated by ChIP–qPCR (Supplementary Fig. 7e). Overall, these results indicate that UBP5 acts in *cis* on the H2Aub mark by both maintaining H2Aub levels in a set of genes marked with this modification and erasing the H2Aub mark from a larger set of genes.

### UBP5 plays a role in transcriptional de-repression

Functional categorisation of UBP5 direct targets revealed that genes related to chromosome organisation, histone binding and chromatin binding were significantly over-represented (Supplementary Fig. 8a–c). In addition to UBP5 direct protein-protein interaction with PWO1 and SWN chromatin factors, we found that UBP5 is also able to bind the chromatin of several loci encoding PRC2 subunits such as *CLF*, *EMF2*, *VERNALIZATION 2* (*VRN2*), *FERTILIZATION-INDEPENDENT ENDOSPERM* (*FIE*) and *MULTICOPY SUPPRESSOR OF IRA* 1 (*MSI1*) as well as PRC1 subunit encoding gene *B LYMPHOMA Mo-MLV INSERTION REGION ONE HOMOLOG* (*BMI1B*) (Supplementary data 5). 

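Transcripts of the 5 PRC2 subunit genes were compared between the genotypes. *CLF* (AT2G23380) had 10.0 ± 2.41 CPM in Col-0 and 10.6 ± 1.80 CPM in *ubp5* (SD, n = 4), a log2 fold change of 0.06 (standard error 0.23), whose sign changed when Col-0 replicate 1 or *ubp5* replicate 1 was left out. *EMF2* (AT5G51230) had a log2 fold change of -0.26 (standard error 0.20), *VRN2* (AT4G16845) of -0.22 (standard error 0.17), *FIE* (AT3G20740) of -0.26 (standard error 0.21) and *MSI1* (AT5G58230) of 0.08 (standard error 0.13). The 4 *ubp5* values overlapped the 4 Col-0 values for all 5 genes. Adjusted p-values lay between 0.457 and 0.904 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes, and between 0.413 and 0.792 when adjusted over these 5 genes alone. None of the 5 was called, and 0 had an unadjusted p under 0.05. With standard errors between 0.13 and 0.23, changes of this size were not detectable at this depth.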

H2Aub mark was also gained in these genes (Supplementary data 5), although for most of the genes we did not observe transcriptional changes in *ubp5* under our analysed conditions. On the other hand, GO analyses of UBP5 target genes that gained the H2Aub mark in *ubp5* revealed a significant over-representation of genes involved in response to DNA damage and repair (Supplementary Fig. 8d).

At the genome-wide level, UBP5 binding to chromatin typically occurs at the proximity of the transcription start site (TSS) and the start of the coding region (Supplementary Fig. 6a). Analyses of UBP5 binding peaks showed that majority of these sites correspond to protein coding genes, particularly exons and 5’UTRs that respectively correspond to ~51% and ~23% of the binding sites (Supplementary Fig. 9). Hence, we evaluated the impact of UBP5 in the transcriptional output of its target genes by integrating our ChIP-seq and RNA-seq data. 

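To set the transcript changes beside the paper's ChIP-seq gene lists, its supplementary lists and source data were read as they are given there. The list of UBP5 targets could be read for chromosome 1 from AT1G01010 to AT1G74860, and the comparison was limited to the 3651 tested genes in that span, of which 1451 (39.7%) were targets. The same target list marked all 214 target genes and none of the 493 other genes of the source data of Fig. 4a. The H2Aub class of each target was read from the source data of Fig. 3d over the same span but for its last gene. For H2Aub and H3K27me3, the first 1997 genes of each hyper-marked and hypo-marked list were used, and the genes further down those lists were not used here as marked genes. Where they were tested, they count among the other genes in comparisons with all other genes. The hyper-marked and hypo-marked lists are not in order of gene identifier. The part that was read was taken to hold the genes with the lowest p for the change in the mark. It therefore need not stand for the whole, and results on it need not hold for genes further down. Overlaps were tested with Fisher's exact test (two-sided) against the tested genes of the span. The 9 main tests of these gene sets were adjusted together by the Benjamini-Hochberg method, and the adjusted value is given beside each p. The comparison of the targets with one another by H2Aub class is not among the 9.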

We found a clear link between UBP5 gene binding and repression, as a significant ~62% (296/478) of the genes downregulated in *ubp5* correspond to UBP5 targets, whereas only a few UBP5 target genes were upregulated (13/345 genes) (Fig. 4a). In addition, 52% of downregulated genes in *ubp5* (219/478) were both UBP5 targets and gained H2Aub in the mutant, but these two conditions were almost never found associated to upregulated genes (Fig. 4b, c). 

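In the span of chromosome 1 that could be read, 61 of the 115 genes called lower in *ubp5* (53.0%) were UBP5 targets, against 39.7% of all tested genes there (odds ratio 1.74, Fisher's exact test, two-sided, p = 0.00359, 0.00359 after Benjamini-Hochberg adjustment over 9 tests). Put the other way, 4.20% of the tested targets and 2.45% of the tested non-targets were called lower. Among the genes called higher, 5 of 74 (6.76%) were targets (odds ratio 0.107, Fisher's exact test, two-sided, p = 1.32e-10, adjusted 2.37e-10). The 5 genes, named after their values were seen, were AT1G06620, *ERD9*, *ATHSRP54A*, *ACC2* and AT1G65250, with log2 fold changes from 1.01 to 2.00. Of the paper's own called genes in this span, 67 of 121 lower genes and 6 of 76 higher genes were targets. The odds ratio for lower genes moved most without the filter on low counts, to 2.44.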

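Of the 115 genes called lower in the span, 47 (40.9%) were targets that were de-novo marked or hyper-marked with H2Aub, a class that made up 894 of 3650 tested genes (odds ratio 2.19, Fisher's exact test, two-sided, p = 9.32e-05, adjusted 0.00012 over 9 tests). By contrast, 3 of the 74 genes called higher belonged to it (odds ratio 0.127, Fisher's exact test, two-sided, p = 3.46e-06, adjusted 5.19e-06). These 3, *ACC2*, AT1G06620 and AT1G65250, were singled out after their values were seen.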

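Among the H2Aub hyper-marked genes read from the paper's list, 1400 were tested for a change in transcript, and among the hypo-marked genes 890. Of the hyper-marked genes, 85 were called lower and 4 higher in *ubp5*, so 95.5% of those called were lower. Of the hypo-marked genes, 12 were called lower and 37 higher, so 24.5% of those called were lower. Among the genes that were read, the direction of the call depended on the direction of the H2Aub change (odds ratio 62.1, Fisher's exact test, two-sided, p = 1.06e-18, adjusted 2.39e-18 over 9 tests). The 4 hyper-marked genes called higher, named after their values were seen, were AT1G06620, AT5G06190, AT2G14247 and *NRPC1*.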

More generally, *ubp5* related defects in transcription are associated to an increase in H2Aub (Fig. 4d). Figure 4e shows that downregulated genes in *ubp5* have a significant probability to have increased H2Aub levels, while non-significant changes are observed in *ubp5* upregulated genes. Nevertheless, an increase in H2Aub does not always result in transcriptional changes as a slight but still significant increase in H2Aub was generally observed in *ubp5*.

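Of the 894 tested targets that gained H2Aub, 844 (94.4%, 95% Clopper-Pearson confidence interval 92.7 to 95.8%) were not called in either direction. At the adjusted p-value alone, without a fold-change threshold, 106 of them passed. Among the hyper-marked genes that were read from the list, whether targets or not, 1311 of the 1400 tested (93.6%) were not called. Genes with changes smaller than these libraries can resolve are counted among those not called.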

**Fig. 4:**
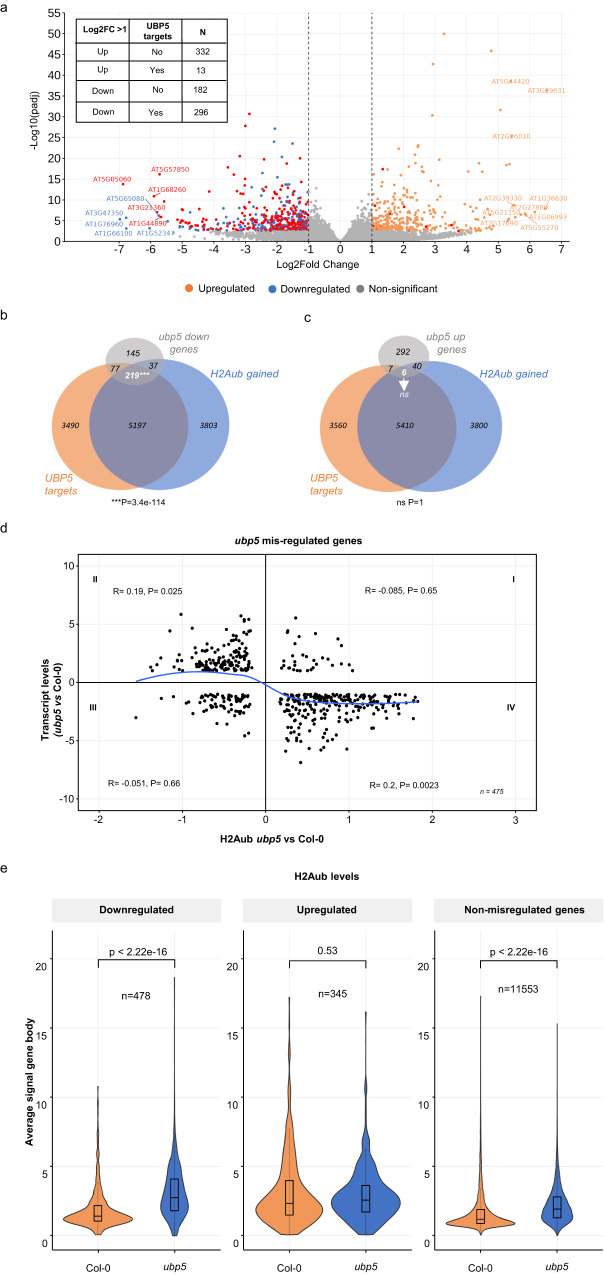
UBP5 mediates transcriptional de-repression. **a** Volcano plot representing the UBP5 target genes which were downregulated and upregulated in *ubp5*. Up- and down-regulated DEGs are shown in orange and blue color dots respectively. Non-significant genes are shown as grey dots and UBP5 target genes as red dots. FDR < 0.05 and FDR values are derived from DESeq2 package by adjusting *p*-values using Benjamini-Hochberg method. **b** & **c** Venn diagrams showing overlap between UBP5 targets, H2Aub gained genes (hypermarked + de-novo) in *ubp5* and (**b**) downregulated or (**c**) upregulated genes in *ubp5* mutant. Super exact test was performed to check the statistical significance (*** represents significance with the *p* value = 3.4e-114, ns signifies non-significance). **d** Scatter plot showing the correlation between H2Aub and gene expression changes between Col-0 and *ubp5* plants. The x-axis shows Log2FC levels of H2Aub marked genes (FDR < 0.05) and y-axis shows expression in Log2FC of misregulated genes in *ubp5* as determined by DESeq2 (>1 fold variation, FDR < 0.05). For each quadrant, the correlation coefficient (R) along with the significance (*p*-values) are shown. The blue curve shows trend-line from LOWESS smoother function. Quadrant IV shows higher correlation between low expressed genes and hyper-marking of H2Aub. **e** Violin cum box plots represents the average signal of H2Aub at gene body for downregulated, upregulated genes and non-misregulated genes in Col-0 and *ubp5*. The violin plots show the distribution pattern of data and are overlaid with boxplots. For box and whiskers plots the middle line represents the median; the upper and lower lines are the first and third quartile (Q1 and Q3); the whiskers indicate the upper and lower limits of data spread by subtracting 1.5* interquartile range (IQR) from Q1 and adding 1.5* IQR toQ3. Statistical significance was calculated with two-sided Wilcoxon rank sum test, *p*-values are indicated above the plot.

Taken together, our transcriptomic and epigenomic data suggest a role of UBP5 in relieving H2Aub-mediated repression, thereby promoting gene expression. Therefore, UBP5 seems to be predominantly involved in H2Aub erasure, which, at least for a significant set of its targets genes, results in transcriptional de-repression.

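The tested targets were also compared with one another by their H2Aub class. Of the de-novo marked targets 26 of 620 were called lower (4.19%), of the hyper-marked 21 of 274 (7.66%), of the unchanged 12 of 465 (2.58%) and of the hypo-marked 2 of 91 (2.20%). Targets that gained H2Aub were called lower more often than those that did not, at 5.26% against 2.52% (odds ratio 2.15, Fisher's exact test, two-sided, p = 0.0106, not adjusted). For the removal of H2Aub by UBP5 the paper also draws on western blots, ChIP-qPCR and induced expression of UBP5 in *N. benthamiana* leaves. With the overlap of binding, H2Aub gain and lower transcript levels, it proposes that this removal relieves repression at a set of the targets.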

### UBP5-mediated H2A deubiquitination prevents deposition of H3K27me3

To explore whether UBP5 is targeted to chromatin in a sequence-specific manner, we analysed sequence motifs at UBP5 binding sites using MEME-ChIP^33^ and identified a significant over-representation of GAGA and Telobox motifs (Fig. 5a). Notably, GAGA elements recognised by transcription activators/repressors and Telobox motifs typically recognised by TRBs are involved in recruiting PRC2^17,34,35^. These results thus suggest the existence of sequence-specific mechanisms commonly recruiting UBP5 and PRC activity.

**Fig. 5:**
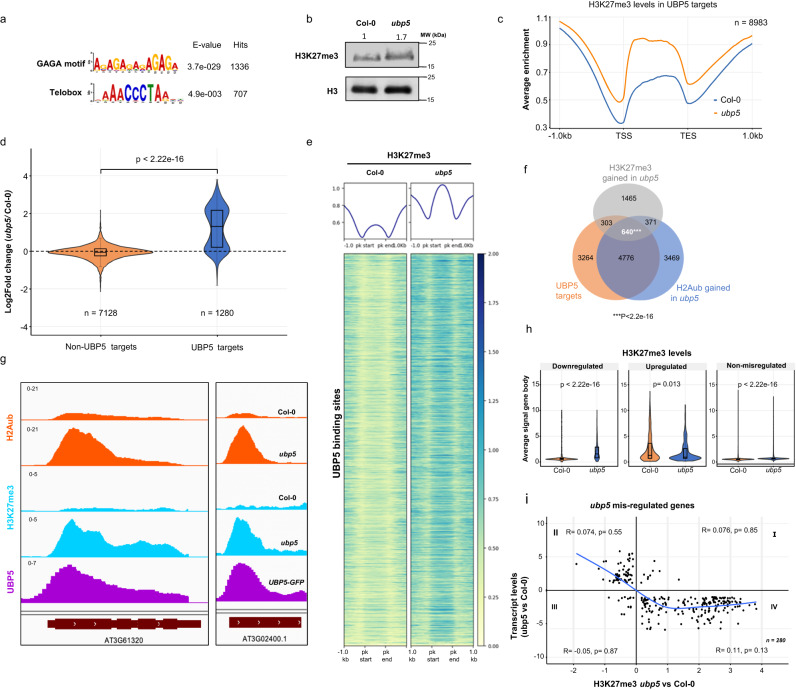
UBP5-mediated H2Aub deubiquitination prevents deposition of H3K27me3. **a** Motif enrichment analysis of UBP5 target genes. The sequence logos, accuracies and hits of the best motifs found by MEME-ChIP. **b** H3K27me3 levels in *ubp5* seedlings, Histone H3 used as a loading control. Numbers above blots indicate relative H3K27me3 levels. Three independent experiments were performed. **c** Metagene plot of average H3K27me3 enrichment over the UBP5 target genes. **d** H3K27me3 ChIP seq signal in *ubp5*/Col-0 between UBP5 targets and non-UBP5 targets. Violin overlaid boxplots display median (middle line), first and third quartiles (Q1 and Q3), with whiskers indicating data spread (1.5*IQR from Q1 and Q3). Statistical significance was determined by two-sided Wilcoxon rank sum test. **e** Heatmap showing the distribution of H3K27me3 on UBP5 binding sites for Col-0 and *ubp5*. UBP5 binding peaks are clustered based on higher to lower enrichment (top to bottom). **f** Venn diagram representing the overlap between UBP5 targets, H2Aub and H3K27me3 gained genes in *ubp5* (FDR < 0.05). Super exact test is performed to test the overlap (*** represents significant overlap with *p* < 2.2e-16). **g** IGV browser snapshots of representative UBP5 target genes in which H2Aub and H3K27me3 are gained in the *ubp5* mutant. **h** Average signal of H3K27me3 at gene body for downregulated, upregulated and non-misregulated genes. Median (middle line), first and third quartiles (Q1 and Q3), with whiskers indicating data spread (1.5*IQR from Q1 and Q3). Statistical significance was determined by two-sided Wilcoxon rank sum test. **i** Scatter plot shows correspondence between H3K27me3 levels and gene expression changes between Col-0 and *ubp5* plants. The x-axis shows Log2FC levels of H3K27me3 marked genes by DESeq2 analysis (FDR < 0.05), y-axis shows expression of misregulated genes in *ubp5* (Log2FC > 1, FDR < 0.05). Blue curve shows trend-line from LOWESS smoother function, with Pearson correlation coefficient (R) and significance (*p* values) displayed. Quadrant IV shows significant enrichment of low expressed genes that have gained H3K27me3.

Therefore, to further unravel the relationship between UBP5 function and PRC2 activity, we analysed H3K27me3 bulk level by WB analysis and identified a 70% increase in its abundance in *ubp5* (Fig. 5b). We conducted ChIP-seq to further determine the genome-wide effects of UBP5 on H3K27me3. Our data showed a high overlap of H3K27me3 marked genes in Col-0 seedlings with previously published data^36^ (Supplementary Fig. 10a; Supplementary data 3). Differential analysis of our H3K27me3 genome-wide data revealed 2779 gaining the mark (i.e.hyper-marked) and 2349 H3K27me3 hypo-marked genes in *ubp5* (Supplementary Fig. 11a; Supplementary data 7). Notably, at UBP5 target genes average H3K27me3 level was higher in *ubp5* (Fig. 5c–e), while no increase was observed in non-UBP5 targets; instead, only a slight but statistically significant decrease was noted (Supplementary Fig. 11b, c). Further analyses of ChIP-seq data based on differential analysis showed that in 640 genes the following conditions concurred: i) H3K27me3 and ii) H2Aub gained in *upb5*, and iii) directly bound by UBP5 (Fig. 5f, g; Supplementary Fig. 10b), indicating that UBP5 not only erases H2Aub but also impairs the deposition of H3K27me3 at multiple sites. On the other hand, less than 4% of H3K27me3 hypo-marked genes were UBP5 targets (Supplementary Fig. 10c), suggesting that UBP5 may not play a direct role in H3K27me3 maintenance at these genes and therefore these changes might likely result from indirect effects in the regulation of H3K27me3 writers' or erasers' activity.

In agreement with a repressive role of H3K27me3 marking, average H3K27me3 levels in the gene body of *ubp5* downregulated genes was significantly higher than Col-0 levels, and there were no significant changes in the upregulated genes (Fig. 5h) and, similarly, there is a negative relationship between H3K27me3 and transcript levels in *ubp5* with almost all the down-regulated genes enriched with H3K27me3 (Fig. 5i). Nevertheless, as we have observed for H2Aub, gaining H3K27me3 does not always result in transcriptional changes as a subtle but significant H3K27me3 increase in non-misregulated *ubp5* genes was observed (Fig. 5h). 

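Of the 603 tested genes on the H3K27me3 hyper-marked list, 183 were called lower and 4 higher in *ubp5*, so 97.9% of those called were lower. Of the 548 tested hypo-marked genes, 9 were called lower and 76 higher (odds ratio 360.3 for the direction of the call, Fisher's exact test, two-sided, p = 1.05e-51, adjusted 9.48e-51 over 9 tests). The 4 hyper-marked genes called higher, named after their values were seen, were AT4G01895, *LCR67*, *GRP5* and AT1G14120. Over all 603 hyper-marked genes, called or not, the median log2 fold change was -0.61, and 83.9% had a negative value against 50.4% of the other 15046 tested genes (limma's camera test with an inter-gene correlation of 0.01, two-sided, p = 3.44e-34, adjusted 1.55e-33). When the correlation between genes was estimated from the data, the camera p was 2.40e-05.

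**Figure D2:**
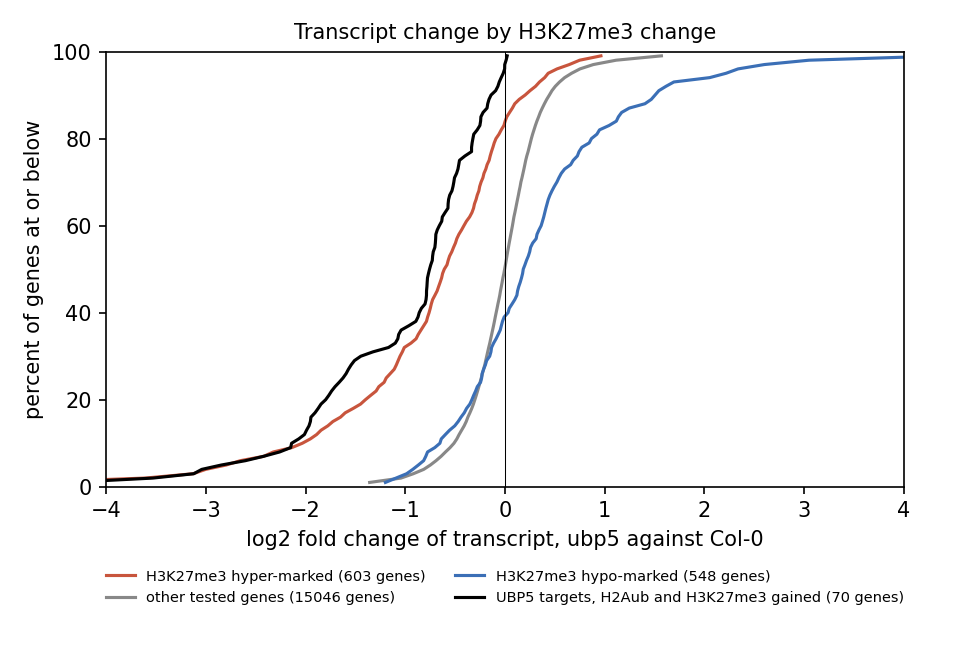
Share of genes (vertical axis, percent) at or below each log2 fold change of the transcript in *ubp5* against Col-0 (horizontal axis), for 603 H3K27me3 hyper-marked genes, the other 15046 tested genes, which include the 548 hypo-marked genes drawn as a line of their own and any hyper-marked genes further down the list than was read, and 70 UBP5 targets with both marks gained, which are also among the 603. The line of the hyper-marked genes lies to the left of the line of the other genes, with a median of -0.61.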

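Most of the tested H3K27me3 hyper-marked genes were not called: 416 of the 603, or 69.0%. The list was read to 1997 genes, most of which were not tested. This share and the shift in log2 fold change therefore hold for the tested genes only.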

In summary, the combined analysis of our transcriptomic and epigenomic data points towards the activity of UBP5 in de-repressing a set of its target genes by preventing H3K27me3 enrichment.

To understand how both H2Aub and H3K27me3 dynamics affect the transcriptional levels of genes we focussed on the set of genes which gained H2Aub in *ubp5*. In this set of genes, we analysed the transcriptional levels of H3K27me3/H2Aub marked genes in both Col-0 and *ubp5* and found that in both backgrounds, genes that are exclusively marked by H2Aub are more highly expressed than genes with the two marks or only H3K27me3, as previously shown (Zhou et al., 2017). 

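The lists of marked genes could be read in both genotypes only up to AT1G19740 on chromosome 1. A gene that gained H2Aub carries this mark in *ubp5*, so among such genes the class with H3K27me3 alone is empty there by definition (0 in this span). All marked genes were used instead, which is a different set from the paper's. In Col-0 the span held 1104 genes marked by H2Aub alone, 368 with both marks and 191 with H3K27me3 alone, and in *ubp5* 1551, 400 and 171. The median log2(CPM + 1) of the genes marked by H2Aub alone was 2.74 ± 0.08 in Col-0 and 3.01 ± 0.05 in *ubp5* (SD, n = 4 libraries, exact permutation test, two-sided, p = 0.0286), each with its own list. The direction of this difference depends on the lists: with the Col-0 list for both genotypes the values were 2.74 ± 0.08 and 2.63 ± 0.05 (exact permutation test, two-sided, p = 0.114), and with the *ubp5* list for both 3.10 ± 0.01 and 3.01 ± 0.05 (exact permutation test, two-sided, p = 0.0286), so it does not show a rise of the transcripts. With its own lists, the median gene of this class had between 10 and 19 counts per library. The median gene with both marks had 1 count in every library but *ubp5* replicate 3, where it had 0, and the median gene with H3K27me3 alone had 0 in every library.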

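The transcript levels of the classes with H3K27me3 were at the limit of what these libraries can show. The difference between the median log2(CPM + 1) of the H2Aub/H3K27me3 genes and of the genes with H3K27me3 alone was 0.46 ± 0.03 in Col-0 and 0.40 ± 0.27 in *ubp5* (SD, n = 4 libraries, exact permutation test, two-sided, p = 0.971). As the medians stand at 0 or 1 count, these values follow the size of each library, and no change in the difference was detected. At least 1 count was found for 52.2 to 54.6% of the H2Aub/H3K27me3 genes per Col-0 library and for 48.8 to 55.8% per *ubp5* library. With the Col-0 list for both genotypes these ranges were 52.2 to 54.6% and 45.7 to 53.3%, and with the *ubp5* list for both 54.8 to 57.3% and 48.8 to 55.8%, in libraries that were on the whole shallower in *ubp5*. Of the genes with H3K27me3 alone, 18.3 to 22.5% were detected per Col-0 library and 12.9 to 14.6% per *ubp5* library. These ranges, too, come from different lists: with the Col-0 list for both genotypes they were 18.3 to 22.5% and 16.8 to 21.5%, and with the *ubp5* list for both 13.5 to 15.8% and 12.9 to 14.6%. The sign of the change reversed, to 0.14, when genes with a mean under 10 counts were left out (exact permutation test, two-sided, p = 0.229), a setting that leaves 10 genes with H3K27me3 alone in Col-0 and 7 in *ubp5*.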

On the other hand, while in Col-0 plants there is a significant difference in transcriptional levels of H2Aub/H3K27me3 versus H3K27me3 marked genes, this difference is lost in *ubp5* with both categories showing similar repressive levels (Supplementary Fig. 10d). Hence, UBP5 may contribute to pose H2Aub/H3K27me3 marked genes in a more responsive chromatin structure. 

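In the readable span of chromosome 1, 142 UBP5 targets were listed with a gain of both H2Aub and, in the part of the H3K27me3 list that was read, H3K27me3, and 70 of them had enough counts to be tested. Their median log2 fold change was -0.76, and 97.1% had a negative value. Of the 70 genes, 26 were called lower and 0 higher in *ubp5*, and 44 were not called. They made up 22.6% of the genes called lower in the span and 1.92% of all genes tested there (odds ratio 23.1, Fisher's exact test, two-sided, p = 1.80e-22, adjusted 5.41e-22 over 9 tests).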

Overall, we thus conclude that in the subset of 640 genes, UBP5-mediated H2Aub deubiquitination prevents the deposition of H3K27me3 mark leading to a de-repressed chromatin environment (Fig. 6).

**Fig. 6:**
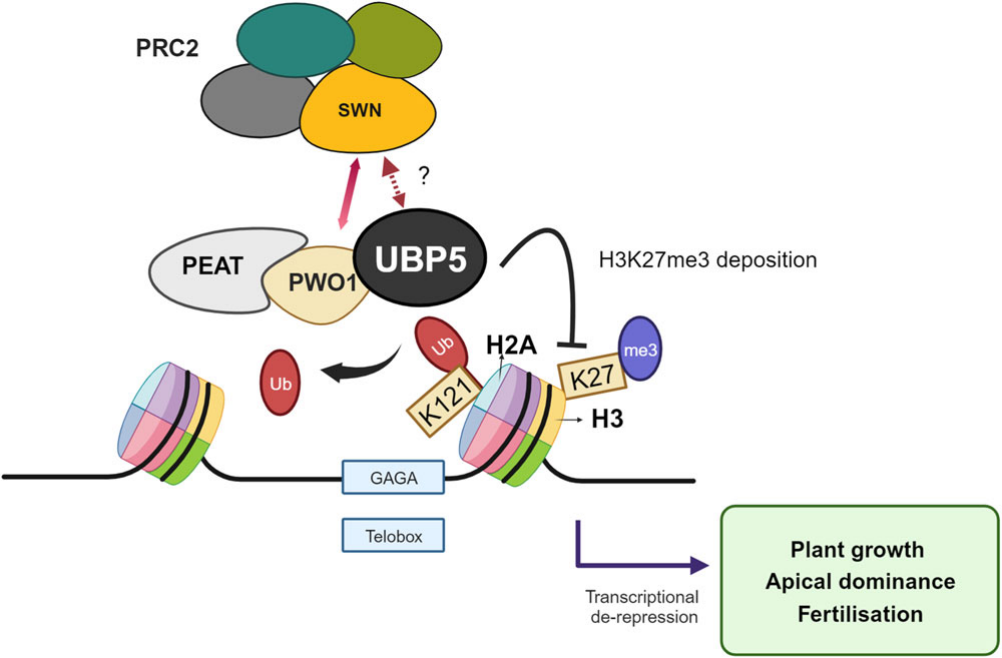
Working model for UBP5 function. UBP5 interacts with PWO1 (a PEAT complex subunit) and possibly with PRC2 through a direct interaction with SWN. UBP5 recruitment to chromatin associates with PRC2-related *cis*-elements (light blue boxes). UBP5 acts as a H2A deubiquitinase and prevents the deposition of H3K27me3, leading to transcriptional de-repression and changes in plant development. Created with BioRender.com.

## Discussion

PRC2 interactors play a key role in regulating its molecular activities and recruitment to chromatin^7^. For instance, we previously showed that PWO1 may mediate in providing PRC2 with the right chromatin environment to methylate H3^14^. In addition, PWO1 was proposed to form part of the PEAT complex^15^. Therefore, unravelling the protein interactors associated with epigenetic pathways can provide important clues to understand their possible crosstalk and activities. UBP5 was identified co-immunoprecipitating with all main components of PEAT^15^ and, more recently, in a paper by Zheng et al. that was published during the revision of our manuscript, its role as a PEAT component has been confirmed. Notably, UBP5 molecular activity depends on its interaction to PWO1 and nucleosomal DNA^37^. Here, we have shown that co-expression of *PWO1* and *UBP5* in *N. benthamiana* tethers UBP5 to nuclear speckles. Hence, it is tempting to speculate that PWO1-UBP5 interaction is required for its recruitment to specific chromatin regions. Furthermore, our results indicate that UBP5 and PWO1, two components of the PEAT complex, may also interact with PRC2^14^. In addition, UBP5 binding sites are enriched in Telobox motifs previously involved in PRC2 recruitment to the chromatin by TRBs^17^. Strikingly, TRBs also form part of PEAT^15^. Considering the evidence, a very intriguing hypothesis is that PRC2 and PEAT coordinate their activities to dynamically regulate chromatin (Fig. 6). Nevertheless, while the PWO1-UBP5 interaction was observed in plant extracts^18^ and has now been confirmed by our protein-protein interaction analyses, the UBP5-PRC2 binding has so far only been tested through heterologous systems (i.e. Y2H and co-IP in *N. benthamiana*). Hence, future *in planta* analyses will aid to confirm this interaction and to disentangle the complexity of UBP5’s interacting network.

UBP5 belongs to the UBP family, which is part of the conserved DUB superfamily. Several DUBs are involved in the regulation of chromatin and some of them especially in H2A deubiquitination^11^. For instance, Drosophila protein Calypso as well as its corresponding ortholog in humans, the tumour suppressor BRCA-1-associated protein 1 (BAP1), form part of a PR-DUB complex able to remove the H2AK119ub1 mark. Intriguingly, PR-DUB has been described as a type of PRC despite its opposite activity to PRC1. Therefore, it seems that a dynamic ubiquitination/deubiquitination counterbalance is key for maintaining PRCs’ activities and proper H2A ubiquitination levels over the genome^38–40^. The only proteins that have been related to H2A deubiquitination in Arabidopsis are the closely related UBP12 and 13 proteins, which were identified interacting with LHP1^12^, a protein that may act as an accessory protein in both PRC2 and PRC1^7^. UBP12 was shown to be involved in the repression of a subset of PRC2 targets mediating H3K27me3 deposition and to be actively involved in H2A deubiquitination^12^. However, UBP5 has a much broader impact on H2Aub than the one so far described for UBP12/13 (Supplementary Fig. 12). Furthermore, UBP12/13-mediated H2Aub removal prevents loss of H3K27me3^13^. In contrast, our data indicate a role of UBP5 in preventing H3K27me3 gain at specific loci (Fig. 6). Finally, the genes that are regulated by UBP12/13 (i.e. H2Aub gained genes in *ubp12/13*) and UBP5 direct targets show little overlap (Supplementary Fig. 12), suggesting that they act through independent mechanisms or at different genome domains. However, as UBP12/13 direct target genes have not been described so far, this conclusion needs to be cautiously considered as indirect results in *ubp12/13* epigenomic data cannot be discarded^13^.

UBP5 closest human orthologs are USP4, USP11 and USP15^11^. USP11 acts in both H2AK119 and H2BK120 deubiquitination and specifically deubiquitinates the histone variant γH2AX, which is key in homologous recombination^41^, although no epigenomic data is available for the activity of these human proteins. Our ChIP-seq profiling in seedlings identified that UBP5 is required for H2Aub deubiquitination at a majority of PRC1-regulated Arabidopsis genes, and, considering *ubp5* phenotypes, UBP5 may have additional effects on H2Aub epigenome at other developmental stages. H2Aub ChIP-seq profile also points to a dual role of UBP5 deubiquitination activity. In ~20% of genes showing a H2Aub gain in *ubp5*, UBP5 acts to maintain a certain level of H2Aub in the plant; while, in ~40% of this set of genes, UBP5 fully erases this histone mark (Fig. 3d). Overall, these results indicate that UBP5 acts in *cis* to maintain the right H2Aub level at target genes with two possible scenarios for each locus: this modification is either 1) erased by UBP5 in most cells and therefore not detected in Col-0 plants but only in *ubp5* (i.e. de novo marked genes) or 2) stably present in Col-0 seedlings but removed by UBP5 only in certain genome copies or in certain cells (i.e. H2Aub hyper-marked genes). Further studies will be required to fully understand how UBP5 discerns between these different scenarios. Most UBP5 targets gained H2Aub in *ubp5* plants (i.e., 60% of UBP5 targets). However, a striking number of non-UBP5 targets were hypomethylated suggesting that UBP5 also indirectly reshapes the nuclear space. Understanding direct and indirect UBP5’s impact on chromatin may help to discover new molecular mechanisms controlling epigenetic regulation.

Mirroring the meta-gene pattern of H2Aub in Arabidopsis^36^ (Fig. 3d), UBP5 predominantly binds to chromatin in the vicinity of TSSs and at the start of protein coding regions. Furthermore, our transcriptional analyses show that UBP5 target genes tend to be downregulated in the *ubp5* mutant. These results point to UBP5 acting as a transcriptional activator, as shown for H2A deubiquitination in animals^42^. 

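Over all tested genes of the readable span, called or not, the median log2 fold change was -0.07 for the 1451 targets and 0.02 for the 2200 non-targets. A negative value was found for 58.6% of the targets and 47.9% of the non-targets. Against the 2200 non-targets the 1451 targets were shifted down (limma's camera test with an inter-gene correlation of 0.01, two-sided, p = 0.000895, adjusted 0.00101).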

As UBP5 acts in histone deubiquitination, we favour the possibility of its active role in promoting transcriptional de-repression through the erasure of H2Aub as it has been proposed for other erasers (e.g. histone demethylases^43^). However, gain of H2Aub in *ubp5* is not always synonymous of changes in transcription in a comparable way as accessible chromatin is not always leading to activation^44^.

The relationship between H2A and H3K27me3 deposition has been addressed in plants and metazoans^45^, but much less is known about any possible crosstalk between the removal of these two marks. In line with the UBP5-PRC2 protein interaction identified here, UBP5 influences H3K27me3 levels at a majority of H3K27me3-marked genes (i.e., 5128 genes out of 7600 genes), ~20% of them corresponding to direct UBP5 target sites at the seedling stage (i.e., 1028 genes out of 5128 genes). For these genes, deposition of H2Aub plausibly precedes H3K27 trimethylation on the same nucleosome, as suggested for several PRC1/PRC2 target genes^46^, and hence UBP5-mediated H2A deubiquitination will prevent H3K27me3 deposition by PRC2 (Fig. 6), probably making chromatin more accessible in these loci and leading to de-repression. Although further investigation will be required to fully address the UBP5-PRC2 relationship, a sequential mechanism in which the putative interaction between UBP5 and SWN is needed for 1) removal of H2Aub and 2) prevention of H3K27me3 deposition could explain how in a set of PRC2 target genes the removal of both marks is coordinated (Fig. 6). If prevention of H3K27me3 deposition occurs through UBP5-direct impairment of SWN activity/recruitment/stability and/or requires the activity of demethylases are attractive hypotheses to test in the future. Our proposed functional model also fits well with evolutionary results linking the deposition of H3K27me3 to the ubiquitination of H2A in *Marchantia polymorpha*^47^. Despite all our results suggest an UBP5-PRC2 interaction, we should not forget that many UBP5 target genes that are enriched in H2Aub do not gain H3K27me3, indicating that UBP5 plays PRC2-independent functions uncoupling the removal of the two marks. This supports the possibility that PEAT can carry diverse activities or that different versions of PEAT can co-exist in the plant for a versatile chromatin regulation. In fact, Zheng et al. recently showed that PEAT is required for both H2A deubiquitination by UBP5, confirming our results, and H4K5 acetylation by HISTONE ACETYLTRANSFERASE OF THE MYST FAMILY (HAM) proteins^37^. Here, in addition to its H2A deubiquitination activity, we have demonstrated that UBP5 is able to antagonistically regulate H3K27me3 deposition and may interact with PRC2 components. Therefore, these different results may indicate the multi-functionality of PEAT to activate transcription. It also opens further fascinating questions about UBP5 alternative activities in the regulation of chromatin accessibility that we look forward to answering in future studies.

## Methods

### Plant materials and cultivation conditions

All *Arabidopsis thaliana* (Arabidopsis) lines used in this study were in the Columbia-0 (Col-0) ecotype background. For the generation of *ubp5* CRISPR-Cas9 mutant, double guide system of Cas9-directed mutagenesis was performed^48^ to delete a fragment size of 3361 bp from *UBP5* gDNA sequence (Supplementary Fig. 2A). sgRNAs were designed using CRISPR-P tool^49^. The P3-Cas9-mCherry vector for generating the *ubp5* line was kindly provided by Charles Spillane^48^. Deletion of the genomic fragment from *UBP5* was confirmed using Sanger sequencing (LGC genomics, Germany). Transgenic plants were developed by *Agrobacterium*-mediated gene transformation with floral dip method^50^. For genotyping, DNA extraction was done based on this described protocol^51^. Oligonucleotide primers used for CRISPR-Cas9 mutagenesis and genotyping are indicated in Supplementary Table 1. For the *UBP5pro::gUBP5-GFP;ubp5* line, a 1708-kb-upstream fragment and gene-body regions of *UBP5* without stop codon were amplified from genomic DNA of Col-0 with GW-compatible primers (Supplementary Table 1). *UBP5pro::gUBP5* was fused with a C-terminal GFP sequence in the (pGKGWG) vector^52^.

Sterilised seeds were sown on Murashige & Skoog medium (MS Base) supplemented with 1% Sucrose, 0.1% MES, 0.8% agar with pH adjusted to 5.6, stratified at 4 °C for three days and placed in a Percival tissue culture cabinet under a 16:8 h light: dark (21 °C/18 °C) regime until they were transferred to soil. Arabidopsis plants were grown on pots containing compost, vermiculite and perlite (5:1:1 proportion) with the same photoperiod under fluorescent lamps at 200 μmol m^−2^ s^−1^. For hypocotyl and root length measurements, Col-0 and *ubp5* seeds were sown on MS medium, and the plates were placed vertically in the growth chamber in LD conditions. Photographs were taken at the end of 10 days, hypocotyl and root length were measured using the Fiji image processing software.

### Yeast two hybrid assay

For yeast two hybrid assays, untransformed *Saccharomyces cerevisiae* AH109 cultures were grown at 28 °C, on solid or liquid Yeast Peptone Dextrose (YPD) media supplemented with adenine (80 mg/L). The *S. cerevisiae* AH109 competent cells were obtained as previously described^53^. Yeast was co-transformed using a heat shock method at 42 °C for 30 min^54^. For plating, 3 μL of culture were plated at the same concentration on drop-out media (minimal medium) in the absence of leucine and tryptophan (SD-L-W) or more restrictive media without histidine as well (SD-L-W-H) in serial dilutions. Yeast colony growth was analysed after 3 to 4 days growing at 28 °C. Both bait and prey empty vectors were used as negative controls.

### Co-immunoprecipitation assay

Modified versions of pMDC7 carrying the GFP or mCherry tags^55^ were used to insert the coding sequence of *UBP5* and *SWN∆SET* via Gateway cloning (Invitrogen). Vectors were transformed in *Agrobacterium tumefaciens* (Agrobacterium) GV3101 pMP90. For transient expression assays, the abaxial sides of leaves of 4/5-week-old *N. benthamiana* plants were infiltrated with transformed Agrobacterium cell culture suspension in log phase growth. Expression was induced by spraying 20 μM β-estradiol in 0.1% Tween onto infiltrated leaves 48 to 72 h after Agrobacterium infiltration. Fluorescence was monitored in leaf epidermis cells after a short induction period (4–6 h when fluorescence was visible) using an Olympus BX51 epifluorescence microscope. After 6 h from the second induction of β-estradiol, the samples were frozen in liquid N_2_. The samples were ground in a liquid N_2_ pre-cooled mortar followed by 20 min at 4 °C in a shaker in 10 mL of protein extraction buffer (10% glycerol, 150 mM NaCl, 2.5 mM EDTA, 20 mM Tris-HCl pH 8, 1% Triton and Complete® EDTA-free protease inhibitor cocktail (1 tablet/50 mL; Roche)). After resuspension, samples were filtered through two Miracloth (Calbiochem®) layers and centrifuge at 4 °C for 15 min at 4000 rpm. After centrifugation, the supernatants were transferred to a new 15 mL tube, and the extracts were taken, mixed with 3X Laemmli buffer (0.3 M Tris-HCl (pH 6.8); 10 % (w/v) SDS; 30% (v/v) glycerol; 0.6 M DTT; 0.01% (w/v) bromophenol blue) and heated at 95 °C for 5 min. Co-IPs were carried out by incubating the samples with 30 μL of protein A agarose bead slurry for 4 h at 4 °C in a rotating wheel and with anti-mCherry (Takara 632496, Dilution- 1:1,000). After 4 h incubation, a centrifugation at 4 °C at 500 g for 2 min was carried out to precipitate the beads. The beads were washed 3 times with protein extraction buffer, resuspended in 3× Laemmli buffer and denatured at 95 °C for 10 min. Proteins were loaded in 10% SDS-PAGE gels and transferred to a PVDF membrane. Membranes were developed with anti-GFP (Roche 11814460001, Dilution-1:1000).

### Subnuclear localisation and FRET assay

For subnuclear localization in *N*. *benthamiana*, estradiol-inducible pMDC7-derivatives plasmid vectors containing our coding sequences were transformed into Agrobacterium (GV3101 PMP90 strain with p19 silencing suppressor plasmid). FRET-APB assays were performed in *N. benthamiana* Agrobacterium-infiltrated with the corresponding estradiol-inducible pMDC7 vectors carrying the appropriate cDNAs. After infiltration (following the same protocol as described for co-IPs) and after 16-20 h after β-estradiol induction, leaf pieces were observed under a LSM780 (Zeiss) by excitation at 488 nm (argon laser) for eGFP and 551 nm (helium laser) for mCherry tagged proteins. FRET efficiency was calculated as the intensity increase in GFP fluorescence signal after photobleaching of the acceptor mCherry only using measurements with less than 10% GFP intensity fluctuations before acceptor bleaching^55^.

### Histone extraction and western blot

Nuclei were extracted from 1.5 g of 12 days after germination (DAG) seedlings using nuclei extraction buffer (0.4 M Sucrose, 10 mM Tris-HCl pH 8.0, 5 mM β-Mercaptoethanol, 10 mM MgCl_2_, 0.1 mM PMSF). Extracted nuclei were treated overnight with 0.4 N H_2_SO_4_ to obtain a histone-enriched extract. The extracted proteins were precipitated with 33% trichloroacetic acid and then washed 3 times with acetone, air-dried, and re-suspended in 100 μL 3X Laemmli buffer. The samples were boiled for 10 min, separated on 15% sodium dodecyl sulfate-polyacrylamide electrophoresis gels and transferred to a polyvinylidene difluoride membrane (Immobilon-P Transfer membrane, Millipore) by wet blotting in transfer buffer (25 mM Tris–HCl, 192 mM glycine, and 10% methanol). Primary and secondary antibodies used were anti-H2Aub antibody (Cell Signalling Technology D27C4, dilution- 1:2000), anti-H2A antibody (Active Motif 91325, dilution- 1:1000), anti-H3K27me3 antibody (Millipore 07-449, dilution- 1:5000), anti-H3 (Abcam ab1791, dilution- 1:5000), anti-mouse IgG (H+L) HRP conjugated (Chemicon International AP308P, dilution- 1:3000) and Anti-Rabbit IgG (whole molecule)–Peroxidase (Sigma Aldrich A9169, dilution- 1:63000). Chemiluminescence detection was done with SuperSignal West Pico or Femto (Thermo Fischer Scientific) following the manufacturer’s instructions.

### ChIP-qPCR, ChIP-seq and data analyses

Chromatin immunoprecipitations (ChIP) were carried out using 12-DAG seedlings. Chromatin was extracted from formaldehyde fixed tissue and fragmented using a Bioruptor® Pico (Diagenode) in fragments of 200–500 bp. Antibodies used for ChIP-qPCR in this study were H3K27me3 (Millipore 07-449) and H2Aub (Cell Signalling Technology D27C4). 30 μL/sample of Protein A Dynabeads (10002D) were used for preclearing before IP. The IP was performed with 60 μL/sample of Protein A Dynabeads and 5 μL of antibodies in the ChIP dilution buffer at 4 °C overnight. Following IP, chromatin was washed with four different wash buffers- Low Salt, High salt, LiCl and TE wash buffer sequentially. Then, the chromatin was eluted, and crosslinking was reversed overnight at 65 °C. After IP, DNA was eluted and purified using ultrapure phenol:chloroform:isoamyl alcohol (25:24:1) pH 8.05 followed by ethanol precipitation. Input DNA was diluted to 1:10, and 1 μL of IP DNA was used for quantitative PCR (qPCR). ChIP-qPCRs were carried out in a CFX96TM Real-Time PCR Detection System (Bio Rad) using TakyonTM No Rox SYBR MasterMix dTTP Blue (Eurogentec).

For ChIP-seq experiments, chromatin extraction and immunoprecipitation of histones were done in three biological replicates for H2Aub and two biological replicates for H3K27me3 at 12-DAG-old Col-0 and *ubp5* seedlings. Two IPs were carried out for each biological replicate using 100 μg of chromatin, quantified using Pierce BiCinchoninic Acid (BCA) assay kit (Thermo Fisher Scientific). After IP, DNA was eluted and purified. Library preparation and paired end sequencing was performed using DNA Nanoballs (DNB^TM^) sequencing technology from BGI (Sequencing method: DNBSEQ-G400_PE100). Reads were mapped using STAR v2.7.8a^56^ onto TAIR10 Arabidopsis with parameters align intron max as 1 and align ends type as EndToEnd. The organelle genomes were excluded from the mapped reads. Duplicated reads were removed using Picard tool MarkDuplicates option. Only uniquely mapped reads were retained for further analysis. Marked peaks for each IP were obtained using MACS3^57^ with parameters broad peak and q value cut off as 0.05. Browser tracks were obtained using the bamCoverage function by scaling with the parameter --normalizeUsing RPGC. Tracks were visualised using IGV v2.12.3^58^. Bedtools Utility Intersect^59^ was used to intersect the MACS3 peaks obtained from the biological replicates. The resulting peaks from the biological replicates were merged and annotated with TAIR10 gene coordinates. To determine gain or depletion of H2Aub or H3K27me3 marks, the number of reads mapping into the peak coordinates was calculated using Bedtools Utility Multicov and the peaks from all samples were grouped by gene-ID to obtain unique peak coordinates per marked gene using Bedtools Utility Groupby v2.26.0^59^. Differential enrichment of respective marks between samples were done using DESeq2 analysis^60^. The comparison between biological replicates of H2Aub and H3K27me3 are shown in Supplementary Fig. 13a, b.

### UBP5-GFP ChIP-seq and data analyses

UBP5-GFP ChIP was performed with the *UBP5pro::gUBP5-GFP;ubp5* line using a double crosslinking protocol^61^. Two biological replicates with 2 g each from 12-DAG seedlings were ground in liquid N_2_ to fine powder and resuspended in nuclei isolation buffer (60 mM HEPES pH 8.0, 1 M Sucrose, 5 mM KCl, 5 mM MgCl_2_, 5 mM EDTA, 0.6% Triton X-100, 0.4 mM PMSF, pepstatin and complete protease inhibitors (Roche)). Then, the samples were cross‐linked with 25 mM ethylene glycol bis succinimidyl succinate (EGS) by rotating for 20 min and with 1% formaldehyde by rotating for 10 min. The crosslinking of samples was stopped by 2 M glycine for 10 min at room temperature. The chromatin was isolated and sheared into 200–500 bp fragments by sonication. For IP, the sonicated chromatin was incubated with 20 μl of anti‐GFP antibody (Thermo Fisher #A11122) overnight at 4°C while gentle rotating. Followed by IP, eluted and purified DNA of two independent biological replicates along with input control without antibody was used for library preparation and paired end sequencing was performed using DNB^TM^ sequencing technology from BGI.

For UBP5-GFP ChIP-seq data analysis, raw data with adapter sequences or low-quality sequences was filtered using SOAPnuke software (BGI). The reads were mapped to the Arabidopsis genome (TAIR10) using Bowtie2 2.4.5^62^ with default parameters. Only uniquely mapped reads were retained for further analysis. Peaks were called using MACS3^57^. The peaks were converted to bigwig files using deepTools^63^. bamCoverage was done using RPGC normalisation. The intersections of common peaks between two biological replicates with FDR < 0.01 was obtained using Bedtools Utility Intersect v2.30.0^59^. Comparison between ChIP-seq replicates were shown in Supplementary Fig. 13a, b.

For DNA motifs analyses, we considered -500 bp to +250 bp from TSS for the UBP5 target genes using ‘getfasta’ function. We searched for enriched DNA motifs using the fasta file as a input for MEME-ChIP^33^ with discriminative mode using the negative control sequences wherein UBP5 targeting regions were removed.

### H2A deubiquitination assay

*N. benthamiana* plants were infiltrated with Agrobacterium strain GV3101 carrying appropriate binary vectors. Before infiltration, bacterial cells were pelleted and resuspended in MES buffer (10 mM MgCl2, 10 mM MES, 200 μM acetosyringone, pH 5.7) in the dark for 2 h at room temperature (RT). The suspended Agrobacterium cells were mixed with P19 silencing suppressor at an appropriate ratio to a final OD_600_ of 0.6, followed by infiltration in 6-week-old *N. benthamiana* leaves. After 24 h of infiltration, an induction was performed by spraying the leaves on their abaxial side with 50 μM of β-estradiol solution in 0.1% (v/v) Tween-20. Post induction, the transient expression of agroinfiltrated cells was examined under an Olympus BX51 epifluorescence microscope. Histone extraction was performed from the infiltrated leaves and immunoblotted using anti-H2Aub antibody (Cell Signalling Technology D27C4, dilution- 1:2000), and anti-H2A (Active Motif 91325, dilution- 1:1000) and anti-H3 (Abcam ab1791, dilution- 1:5000) as controls.

### RNA isolation, quantitative RT PCR

Total RNA was isolated from 12-DAG seedlings (Col and *ubp5*) using E.Z.N.A. Plant RNA Kit (OMEGA biotek) following manufacturer instructions. The RNA concentration was determined using the Nanophotometer (IMPLEN). RNA was examined by electrophoresis on a 1.2% agarose gel. For cDNA synthesis, RNA samples were subjected to DNAse treatment and cDNA synthesis was performed using (Thermo Scientific). Quantitative real time PCR (qRT-PCR) was performed in a CFX96^TM^ Real-Time PCR Detection System (Bio Rad) using TakyonTM No Rox SYBR MasterMix dTTP Blue (Eurogentec). Expression levels were normalised to the reference genes At5G25760 and At4G34270^64^. Relative enrichment was calculated using the 2^–ΔΔCT^ method^65^.

### RNA-seq library preparation, sequencing, and bioinformatics

For RNA-seq, RNA was extracted from 12-DAG seedlings with four biological replicates for each background (Col-0 and *ubp5*). Library preparation and RNA-seq was performed according to the protocol described recently^66^. 500 ng DNase-treated RNA was used for reverse transcription with 50 mM different barcoded oligo(dT) primers and SuperScript III (Thermo Fisher Scientific). Each reaction was pooled, pools were Ampure purified (1.5x beads to sample volumes) and then eluted. Second-strand synthesis was carried out using nick translation protocol (Krzyszton et al. 2022). Tagmentation reaction^67^ was performed using recovered dsDNA sample incubated with homemade Tn5 enzyme in a freshly prepared 2x buffer (20 mM Tris-HCl pH 7.5, 20 mM MgCl2, 50% DMF). Illumina indexing PCR was performed using the tagmented DNA. Libraries were sequenced on Illumina NextSeq 500 system using the paired-end mode to obtain 21 nt R1 (contain barcode and Unique Molecular Identifier (UMI)) and 55 nt R2 (contain mRNA sequences).

After quality control using fastqc, reads R1 and R2 were processed separately. In our oligo(dT) primers two parts of UMI are split by barcode sequence, therefore we transformed read R1 fastq file using awk command. Read R2 was trimmed to remove potential contamination with poly(A) tail using BRBseqTools v 1.6 Trim^68^. Reads were mapped using STAR v 2.7.8a^56^ to TAIR 10 genome with Araport11 genome annotation. Finally, the count matrix for each library and each gene was obtained using BRBseqTools (v 1.6) CreateDGEMatrix^68^ with parameters *-p UB -UMI 14 -s yes*, using Araport11 genome annotation and a list of barcodes. The differential gene expression analysis was done using the DESeq2^69^. 

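The calls made here with edgeR were set against the paper's list. Of the paper's higher genes 261 were also called higher here, and of its lower genes 376 were also called lower. Of those that were not, 74 higher and 99 lower genes had too few counts to pass edgeR's expression filter, and every one of them was called when the filter was removed. A further 10 higher and 3 lower genes were tested but did not pass. Conversely, 38 higher and 83 lower genes were called here only.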

Further, the genes were filtered based on log2 fold-change of ±1 and an adjusted *p*-value of less than 0.05 and categorised as upregulated, downregulated, and non-misregulated genes. GO enrichment analyses were performed in different gene set using ShinyGO tool v0.75^70^.

### Statistics and reproducibility

Statistical tests performed on experimental data and sample sizes are noted in figure legends. No statistical method was used to predetermine sample size. All data points are derived from biological replicates. Exact *p*-values for each pairwise comparisons are mentioned in the figures. Plants were placed randomly in the plant growth facility. No data were excluded from the analyses. No blinding was applied for sampling.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

### Source data

Source Data

## Data Availability

All data supporting the findings of this study are available within the manuscript and its supplementary files. All high-throughput sequencing data generated in this study have been deposited in GEO with accessions codes GSE217614 and GSE209707 and data lists are available in the Source Data file. Seeds of the *ubp5* CRISPR/Cas9 line are available under request. Source data are provided with this paper.

## References

[1] Lawrence M, Daujat S, Schneider R (2016). Lateral Thinking: How Histone Modifications Regulate Gene Expression. Trends Genet.

[2] Morgan, M. A. J. & Shilatifard, A. Reevaluating the roles of histone-modifying enzymes and their associated chromatin modifications in transcriptional regulation. *Nat. Genet.***52**, 1271–1281 (2020).10.1038/s41588-020-00736-433257899

[3] Wiles ET, Selker EU (2017). H3K27 methylation: a promiscuous repressive chromatin mark. Curr. Opin. Genet Dev..

[4] Barbour H, Daou S, Hendzel M, Affar EB (2020). Polycomb group-mediated histone H2A monoubiquitination in epigenome regulation and nuclear processes. Nat. Commun..

[5] Mozgova I, Hennig L (2015). The polycomb group protein regulatory network. Annu Rev. Plant Biol..

[6] Simon JA, Kingston RE (2009). Mechanisms of polycomb gene silencing: knowns and unknowns. Nat. Rev. Mol. Cell Biol..

[7] Godwin J, Farrona S (2022). The Importance of Networking: Plant Polycomb Repressive Complex 2 and Its Interactors. Epigenomes.

[8] Shen, Q., Lin, Y., Li, Y. & Wang, G. Dynamics of H3K27me3 Modification on Plant Adaptation to Environmental Cues. *Plants***10**, 1165 (2021).10.3390/plants10061165PMC822823134201297

[9] Merini W, Calonje M (2015). PRC1 is taking the lead in PcG repression. Plant J..

[10] Chittock EC, Latwiel S, Miller TC, Muller CW (2017). Molecular architecture of polycomb repressive complexes. Biochem Soc. Trans..

[11] March E, Farrona S (2017). Plant Deubiquitinases and Their Role in the Control of Gene Expression Through Modification of Histones. Front. Plant Sci..

[12] Derkacheva M (2016). H2A deubiquitinases UBP12/13 are part of the Arabidopsis polycomb group protein system. Nat. Plants.

[13] Kralemann LEM (2020). Removal of H2Aub1 by ubiquitin-specific proteases 12 and 13 is required for stable Polycomb-mediated gene repression in Arabidopsis. Genome Biol..

[14] Hohenstatt, M. L. et al. PWWP-DOMAIN INTERACTOR OF POLYCOMBS1 Interacts with Polycomb-Group Proteins and Histones and Regulates Arabidopsis Flowering and Development. *Plant Cell***30**, 117–133 (2018).10.1105/tpc.17.00117PMC581056629330200

[15] Tan LM (2018). The PEAT protein complexes are required for histone deacetylation and heterochromatin silencing. EMBO J..

[16] Deng, W. et al. Arabidopsis Polycomb Repressive Complex 2 binding sites contain putative GAGA factor binding motifs within coding regions of genes. *BMC genom.***14**, 593 (2013).10.1186/1471-2164-14-593PMC376668424001316

[17] Zhou, Y. et al. Telobox motifs recruit CLF/SWN–PRC2 for H3K27me3 deposition via TRB factors in Arabidopsis. *Nat. Genet.***50**, 638–644 (2018).10.1038/s41588-018-0109-929700471

[18] Mikulski, P. et al. The Chromatin-Associated Protein PWO1 Interacts with Plant Nuclear Lamin-like Components to Regulate Nuclear Size. *Plant Cell***31**, 1141–1154 (2019).10.1105/tpc.18.00663PMC653302330914470

[19] Chanvivattana, Y. et al. Interaction of Polycomb-group proteins controlling flowering in Arabidopsis. *Development***131**, 5263–5276 (2004).10.1242/dev.0140015456723

[20] Yoshida N (2001). EMBRYONIC FLOWER2, a novel polycomb group protein homolog, mediates shoot development and flowering in Arabidopsis. Plant Cell.

[21] Eloy NB (2012). SAMBA, a plant-specific anaphase-promoting complex/cyclosome regulator is involved in early development and A-type cyclin stabilization. Proc. Natl Acad. Sci. USA.

[22] Mainguet SE (2009). Uracil salvage is necessary for early Arabidopsis development. Plant J..

[23] Wang SQ, Shi DQ, Long YP, Liu J, Yang WC (2012). GAMETOPHYTE DEFECTIVE 1, a putative subunit of RNases P/MRP, is essential for female gametogenesis and male competence in Arabidopsis. PLoS One.

[24] Takahashi H (2010). MAG4/Atp115 is a golgi-localized tethering factor that mediates efficient anterograde transport in Arabidopsis. Plant Cell Physiol..

[25] An YQ, Huang S, McDowell JM, McKinney EC, Meagher RB (1996). Conserved expression of the Arabidopsis ACT1 and ACT 3 actin subclass in organ primordia and mature pollen. Plant Cell.

[26] Ramirez-Prado JS (2019). The Polycomb protein LHP1 regulates Arabidopsis thaliana stress responses through the repression of the MYC2-dependent branch of immunity. Plant J..

[27] Kleinmanns JA, Schatlowski N, Heckmann D, Schubert D (2017). BLISTER Regulates Polycomb-Target Genes, Represses Stress-Regulated Genes and Promotes Stress Responses in Arabidopsis thaliana. Front. Plant Sci..

[28] Shu, J. et al. Genome-wide occupancy of histone H3K27 methyltransferases CURLY LEAF and SWINGER in Arabidopsis seedlings. *Plant Direct***3**, e00100 (2019).10.1002/pld3.100PMC650885531245749

[29] Rao-Naik C, Chandler JS, McArdle B, Callis J (2000). Ubiquitin-specific proteases from Arabidopsis thaliana: cloning of AtUBP5 and analysis of substrate specificity of AtUBP3, AtUBP4, and AtUBP5 using Escherichia coli in vivo and in vitro assays. Arch. Biochem. Biophys..

[30] Sridhar VV (2007). Control of DNA methylation and heterochromatic silencing by histone H2B deubiquitination. Nature.

[31] Nassrallah A (2018). DET1-mediated degradation of a SAGA-like deubiquitination module controls H2Bub homeostasis. Elife.

[32] Berardini TZ (2015). The Arabidopsis information resource: Making and mining the “gold standard” annotated reference plant genome. Genesis.

[33] Machanick P, Bailey TL (2011). MEME-ChIP: motif analysis of large DNA datasets. Bioinformatics.

[34] Xiao, J. et al. Cis and trans determinants of epigenetic silencing by Polycomb repressive complex 2 in Arabidopsis. *Nat. Genet.*** 49**, 1546–1552 (2017).10.1038/ng.393728825728

[35] Zhou Y, Hartwig B, James GV, Schneeberger K, Turck F (2016). Complementary Activities of TELOMERE REPEAT BINDING Proteins and Polycomb Group Complexes in Transcriptional Regulation of Target Genes. Plant Cell.

[36] Zhou, Y. et al. H2A monoubiquitination in Arabidopsis thaliana is generally independent of LHP1 and PRC2 activity. *Genome Biol.***18**, 1–13 (2017).10.1186/s13059-017-1197-zPMC538909428403905

[37] Zheng, S. Y. et al. Dual roles of the Arabidopsis PEAT complex in histone H2A deubiquitination and H4K5 acetylation. *Mol. Plant***16**, 1847–1865 (2023).10.1016/j.molp.2023.10.00637822080

[38] Foglizzo M (2018). A bidentate Polycomb Repressive-Deubiquitinase complex is required for efficient activity on nucleosomes. Nat. Commun..

[39] Scheuermann JC (2010). Histone H2A deubiquitinase activity of the Polycomb repressive complex PR-DUB. Nature.

[40] Sahtoe DD, van Dijk WJ, Ekkebus R, Ovaa H, Sixma TK (2016). BAP1/ASXL1 recruitment and activation for H2A deubiquitination. Nat. Commun..

[41] Yu M (2016). USP11 Is a Negative Regulator to gammaH2AX Ubiquitylation by RNF8/RNF168. J. Biol. Chem..

[42] Vissers JH, Nicassio F, van Lohuizen M, Di Fiore PP, Citterio E (2008). The many faces of ubiquitinated histone H2A: insights from the DUBs. Cell Div..

[43] Lu F, Cui X, Zhang S, Jenuwein T, Cao X (2011). Arabidopsis REF6 is a histone H3 lysine 27 demethylase. Nat. Genet.

[44] Yin, X. et al. H2AK121ub in Arabidopsis associates with a less accessible chromatin state at transcriptional regulation hotspots. *Nat. Commun.***12**, 315 (2021).10.1038/s41467-020-20614-1PMC780439433436613

[45] Mozgova, I. & Hennig, L. The polycomb group protein regulatory network. *Annu. Rev. Plant Biol.***66**, 269–296 (2015).10.1146/annurev-arplant-043014-11562725621513

[46] Calonje, M. PRC1 Marks the Difference in Plant PcG Repression. *Mol. Plant.***7,** 459–471 (2014).10.1093/mp/sst15024177684

[47] Liu S (2021). H2A ubiquitination is essential for Polycomb Repressive Complex 1-mediated gene regulation in Marchantia polymorpha. Genome Biol..

[48] Dupouy G (2022). Plastid ribosome protein L5 is essential for post-globular embryo development in Arabidopsis thaliana. Plant Reprod..

[49] Lei Y (2014). CRISPR-P: a web tool for synthetic single-guide RNA design of CRISPR-system in plants. Mol. Plant.

[50] Clough SJ, Bent AF (1998). Floral dip: a simplified method for Agrobacterium-mediated transformation of Arabidopsis thaliana. Plant J..

[51] Edwards K, Johnstone C, Thompson C (1991). A simple and rapid method for the preparation of plant genomic DNA for PCR analysis. Nucleic Acids Res.

[52] Zhong S, Lin Z, Fray RG, Grierson D (2008). Improved plant transformation vectors for fluorescent protein tagging. Transgenic Res.

[53] Gietz RD, Schiestl RH (2007). Quick and easy yeast transformation using the LiAc/SS carrier DNA/PEG method. Nat. Protoc..

[54] Kawai S, Hashimoto W, Murata K (2010). Transformation of Saccharomyces cerevisiae and other fungi: methods and possible underlying mechanism. Bioeng. Bugs.

[55] Bleckmann A, Weidtkamp-Peters S, Seidel CA, Simon R (2010). Stem cell signaling in Arabidopsis requires CRN to localize CLV2 to the plasma membrane. Plant Physiol..

[56] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[57] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[58] Thorvaldsdottir H, Robinson JT, Mesirov JP (2013). Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief. Bioinform..

[59] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[60] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol..

[61] Bourbousse C, Vegesna N, Law JA (2018). SOG1 activator and MYB3R repressors regulate a complex DNA damage network in Arabidopsis. Proc. Natl Acad. Sci. USA.

[62] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[63] Ramirez F, Dundar F, Diehl S, Gruning BA, Manke T (2014). deepTools: a flexible platform for exploring deep-sequencing data. Nucleic Acids Res.

[64] Czechowski T, Stitt M, Altmann T, Udvardi MK, Scheible WR (2005). Genome-wide identification and testing of superior reference genes for transcript normalization in Arabidopsis. Plant Physiol..

[65] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods.

[66] Krzyszton M (2022). Single seeds exhibit transcriptional heterogeneity during secondary dormancy induction. Plant Physiol..

[67] Hennig BP (2018). Large-Scale Low-Cost NGS Library Preparation Using a Robust Tn5 Purification and Tagmentation Protocol. G3 (Bethesda).

[68] Alpern, D. et al. BRB-seq: ultra-affordable high-throughput transcriptomics enabled by bulk RNA barcoding and sequencing. *Genome Biol.***20**, 1-15 (2019).10.1186/s13059-019-1671-xPMC647405430999927

[69] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[70] Ge SX, Jung D, Yao R (2020). ShinyGO: a graphical gene-set enrichment tool for animals and plants. Bioinformatics.

# Supplementary material for: The UBP5 histone H2A deubiquitinase counteracts PRCs-mediated repression to regulate Arabidopsis development
**Source:** Nat Commun. 2024 Jan 22;15:667. doi: 10.1038/s41467-023-44546-8
**Supplement:** Supplementary file 1 — Supplementary Information

**The UBP5 histone H2A deubiquitinase counteracts PRCs-mediated repression to regulate Arabidopsis development**

**Godwin *et al.***

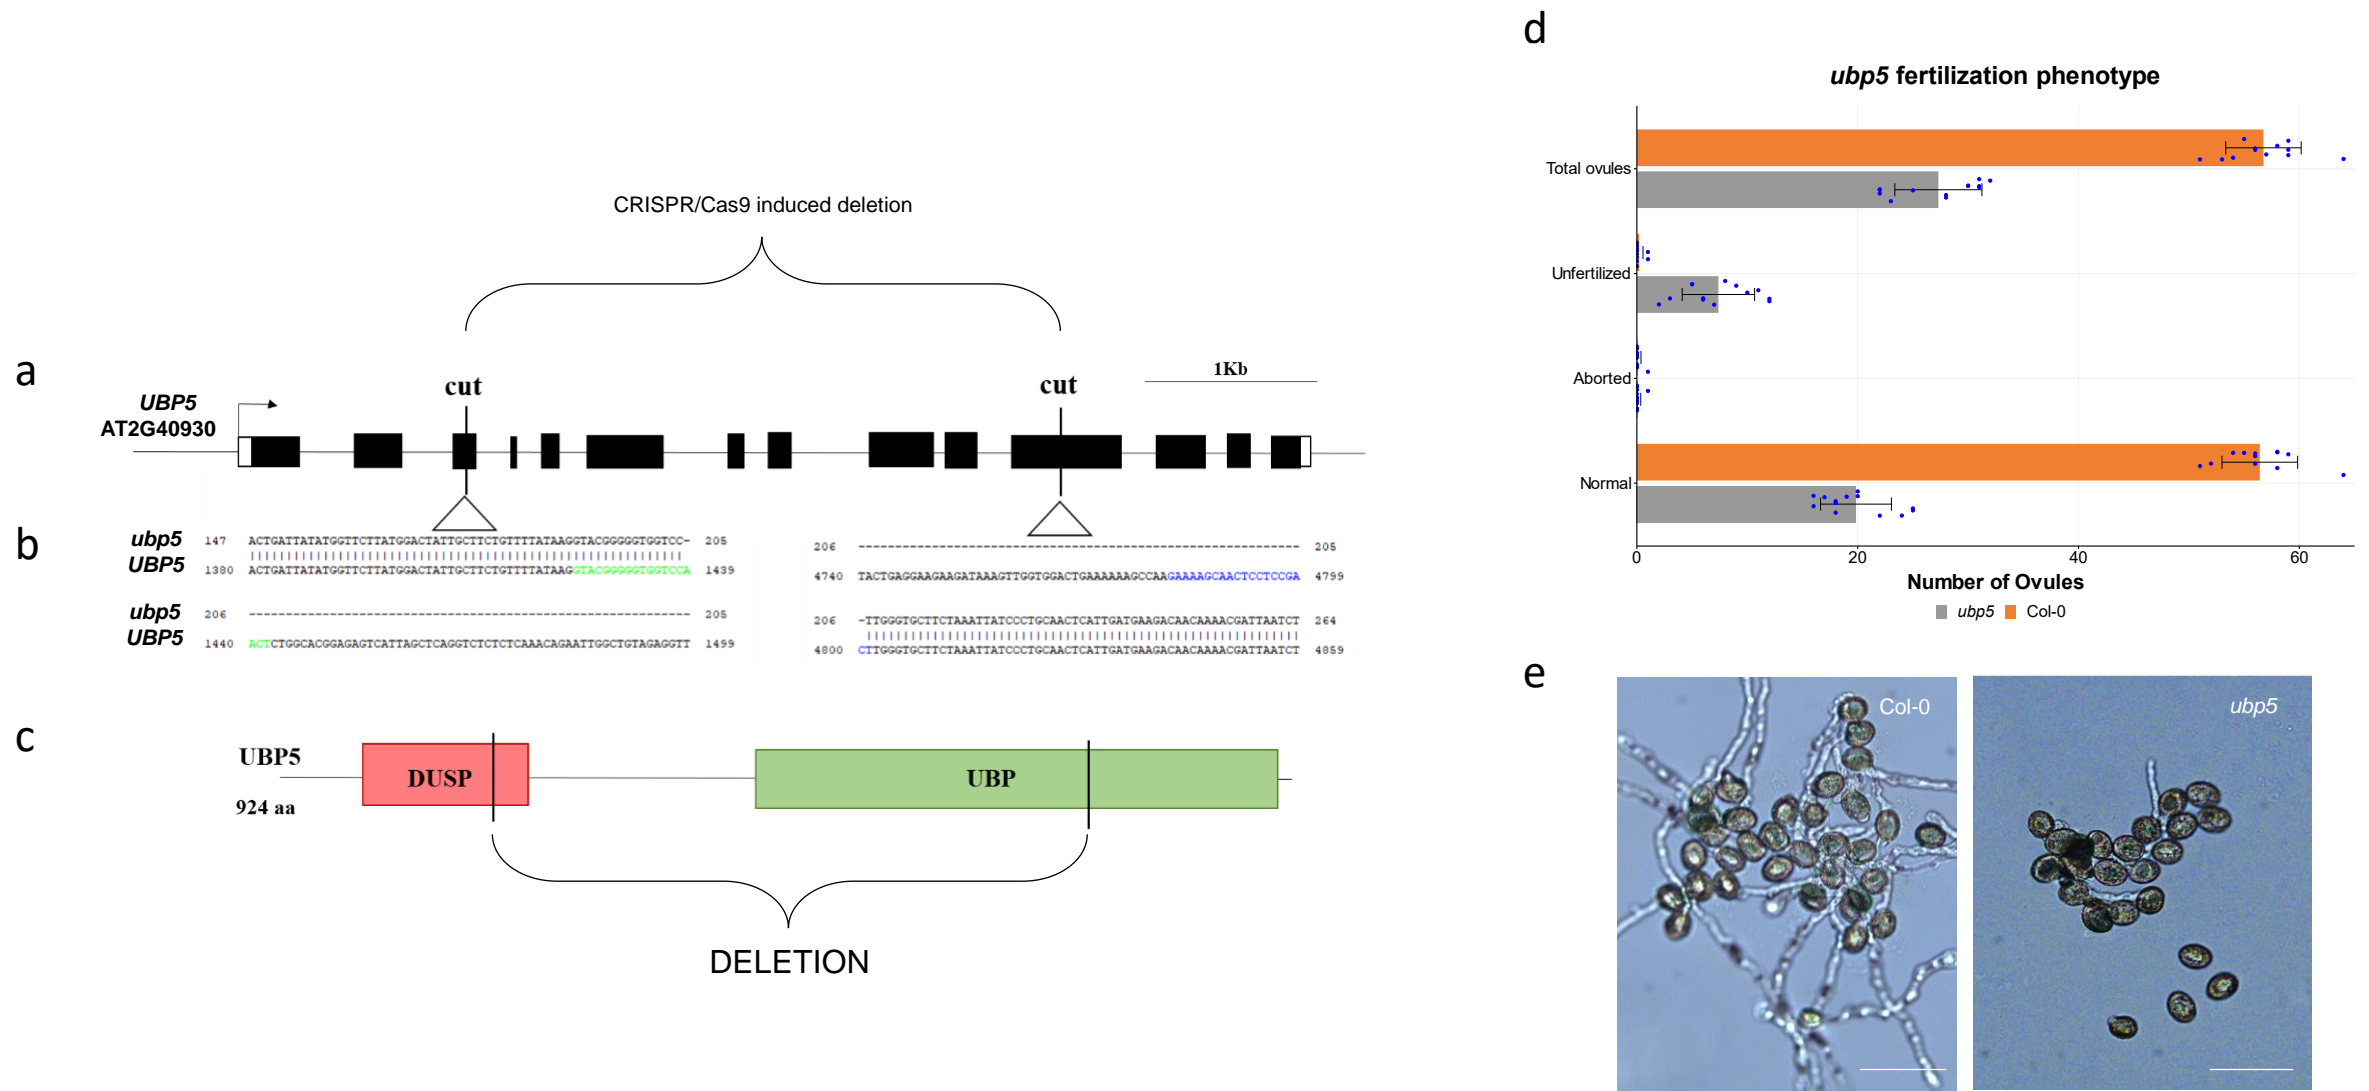

**Supplementary Figure 1. *ubp5* is a CRISPR/Cas9 induced deletion mutant with fertilisation defects.** a, Schematic representation of the *UBP5* (At2G40930) gene indicating the genomic region that was deleted by CRISPR/Cas9 in *ubp5* (black boxes, exons; white boxes, UTRs). b, Confirmation of the borders of the deletion in *ubp5* by sequencing. sgRNA regions marked respectively in green and blue. c, Schematic representation of the *UBP5* protein indicating the deleted region in the protein encoded by the *ubp5* allele. d, Fertilisation analyses of *ubp5*. Fertilised versus normal ovules, aborted and unfertilised ovules in siliques were counted under the microscope (n = 12 siliques were used for Col-0 and *ubp5*). Error bars represent the standard deviation (SD). e, In vitro pollen germination assays showing *ubp5* pollen germination defects. Pollen collected from Col-0 and *ubp5* plants. n=3 biological replicates. Scale bar 100  $\mu$ m.

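*UBP5* (AT2G40930) lies on the minus strand of chromosome 2 from 17076311 to 17082528 in TAIR10.1. The annotation gives it 2 transcripts, with 13 and 14 exons, and the exon numbers here are those of the transcript with 13 exons (17076311 to 17082469). The guide RNA sites given in the supplementary primer list were matched to the reference. The site of guide 20 (GAAAAGCAACTCCTCCGACT, 17077728 to 17077747, minus strand, PAM TGG) lies in exon 11 and occurs once in the genome, and the site that the primers of guide 6 match lies in exon 3. Cas9 is taken to cut 3 bases from the PAM, which puts the predicted cuts after position 17081088 in exon 3 and after position 17077730 in exon 11, both in coding sequence. The primers of guide 6 match the reference over 18 bases and those of guide 20 over 20, so the cut of guide 6 is placed by the reference site. The 3358 bp between the predicted cuts hold 1662 coding bases. The paper gives a slightly larger size for the deleted fragment. The 3' part that remains, from 17076311 to 17077730 (1420 bp), holds the end of the transcript at which the 3' RNA-seq counts reads.

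**Figure D3:**
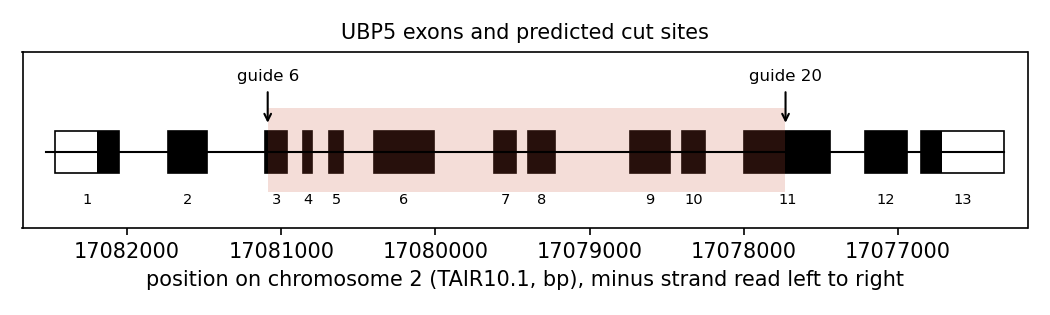
Map of *UBP5* on chromosome 2 (horizontal axis, position in TAIR10.1 in bp, drawn in the direction of transcription). Boxes are the exons of the transcript with 13 exons, filled where coding, arrows mark the predicted cuts of the guides in exons 3 and 11, and the shaded stretch of 3358 bp lies between them.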

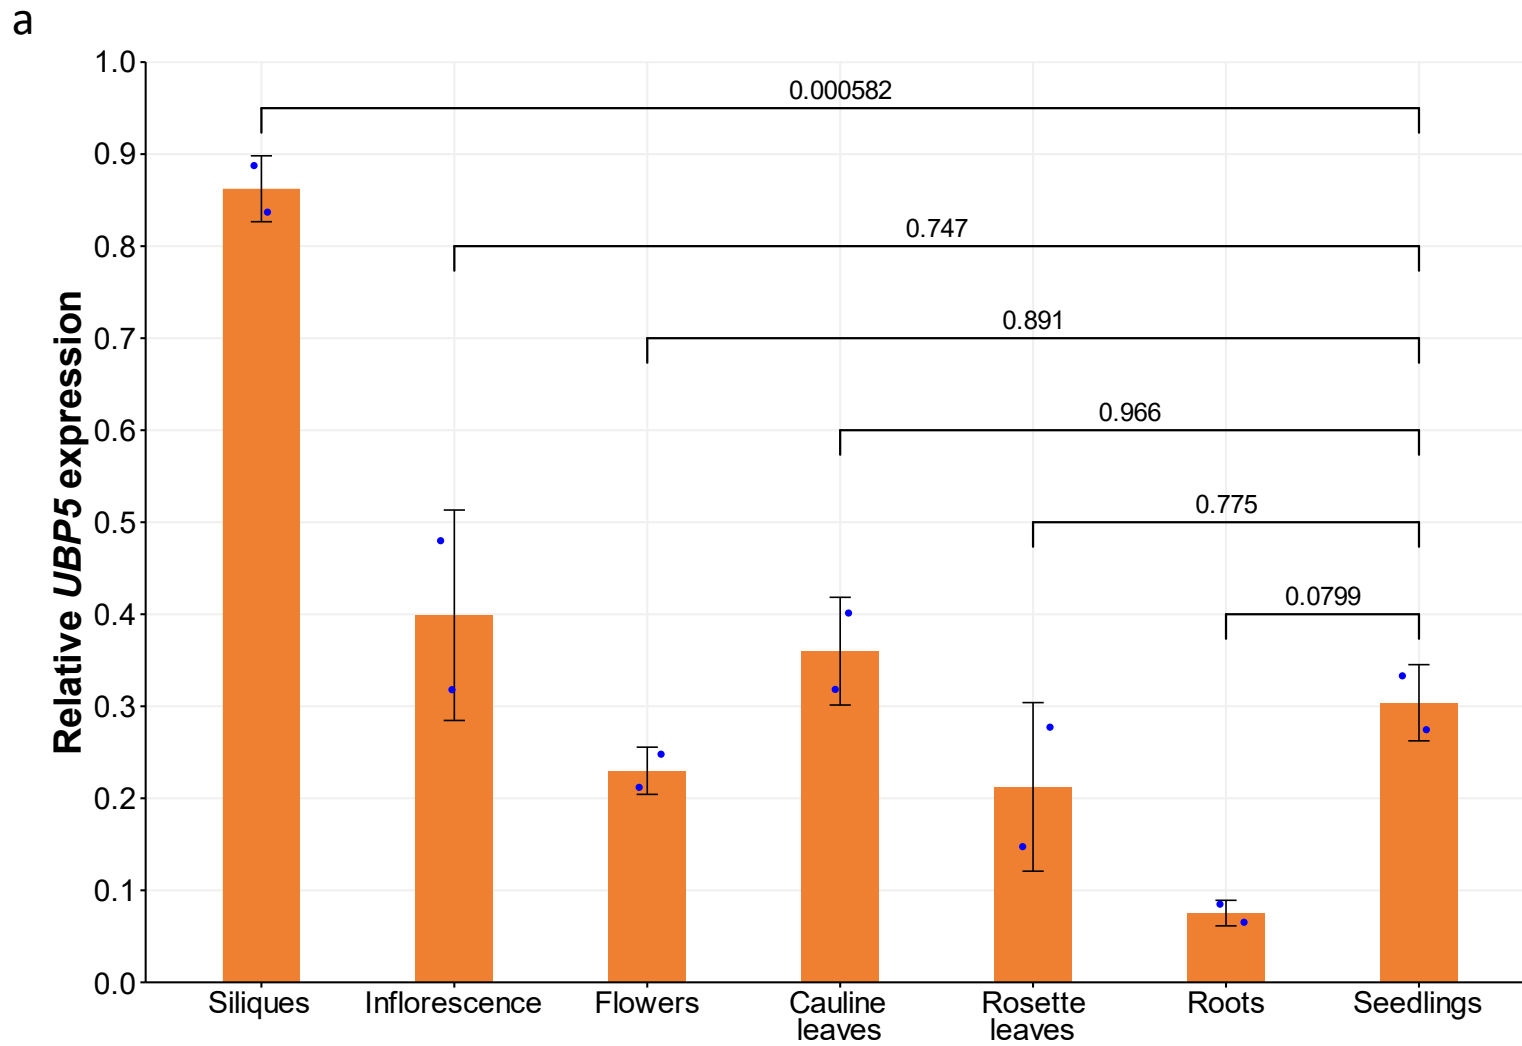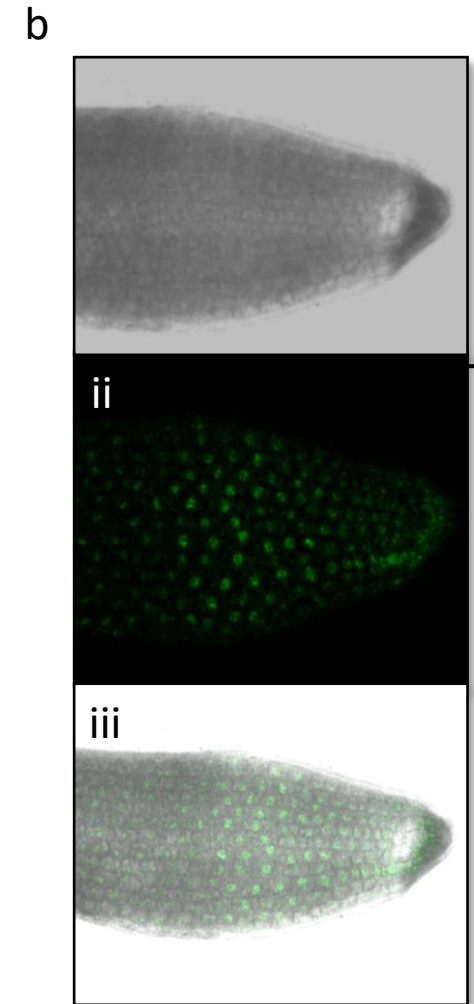

**Supplementary Figure 2. *UBP5* expression in different tissues.** a, Relative expression analysis of *UBP5* in Col-0 siliques, inflorescences, flowers, cauline leaves, rosette leaves, roots and seedlings. Two biological replicates were used for this experiment. Significant differences were determined by the one-way ANOVA with post hoc Tukey's multiple comparison test. Different letters indicate significant differences of expression at  $P < 0.05$  level. b, *UBP5*-GFP localisation in root nuclei from 5-day-old seedlings. *UBP5pro::gUBP5-GFP;ubp5* was used for this analysis (i, brightfield; ii, GFP channel; iii, overlay). Scale units (10.5  $\mu\text{m}$ ).

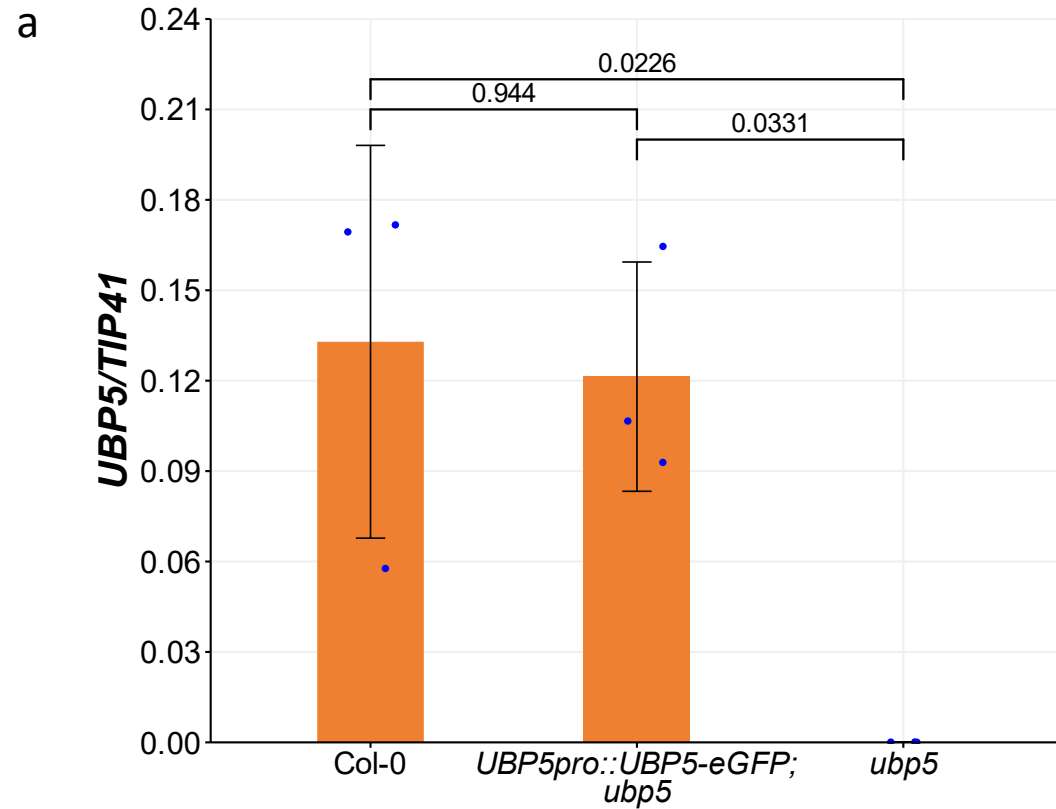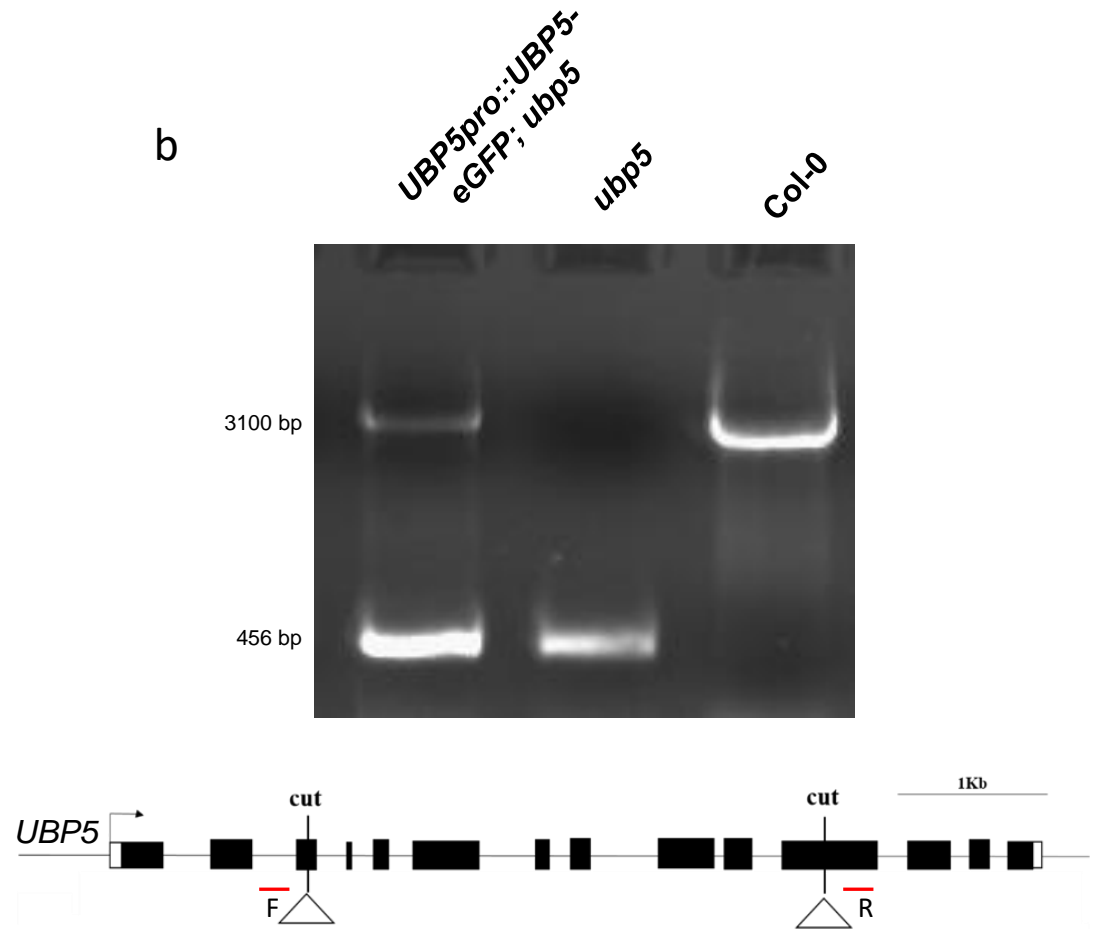

**Supplementary Figure 3. Complementation of the *ubp5* mutant by *UB5pro::gUB5-eGFP*.** a, RT-qPCR analysis of *UB5* expression in Col-0, *UB5pro::gUB5-eGFP;ubp5* and *ubp5*. Error bars indicate standard deviation (SD) of three biological replicates (n=3), grown and harvested independently. Significance tests were done using ANOVA with post hoc Tukey's test and p-values are indicated above plot. b, Genotyping results using forward (F) and reverse (R) primers showing that the complementing line *UB5pro::gUB5-eGFP;ubp5* contains both wild type (upper band) and *ubp5* (lower band) alleles.

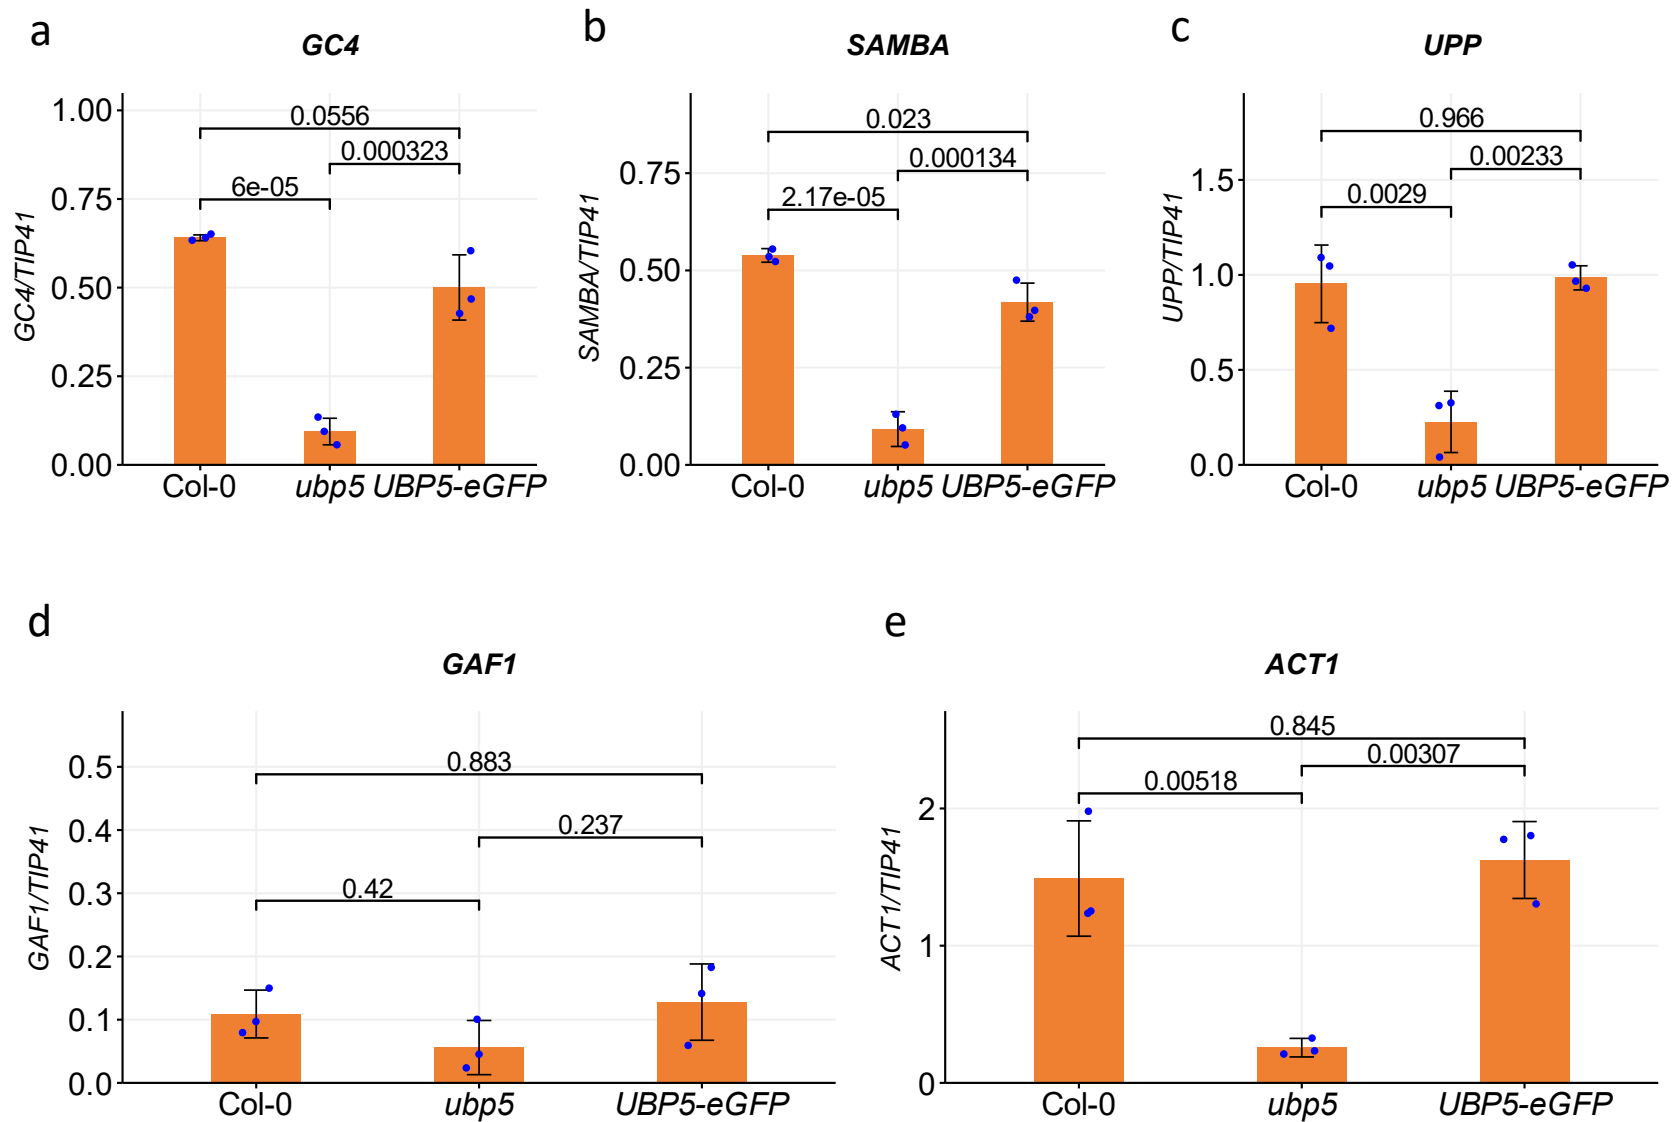

**Supplementary Figure 4. Expression analyses of developmental target genes in *ubp5* and *UBP5pro::gUBP5-eGFP;ubp5* (*UBP5-GFP*).** a-e, RT-qPCR analyses showing the expression of *UBP5* target genes which showed increased H2Aub and H3K27me3 levels in *ubp5*: a, *GOLGI CANDIDATE 4* (*GC4*); b, *SAMBA*; c, *URACIL PHOSPHORIBOSYLTRANSFERASE* (*UPP*); d, *GAMETOPHYTE DEFECTIVE* (*GAF1*); e, *ACTIN 1* (*ACT1*). Error bars indicate SD, N= 3 biological replicates, grown and harvested independently. Significance tests were done using ANOVA with post hoc Tukey's test and p-values are indicated above plot.

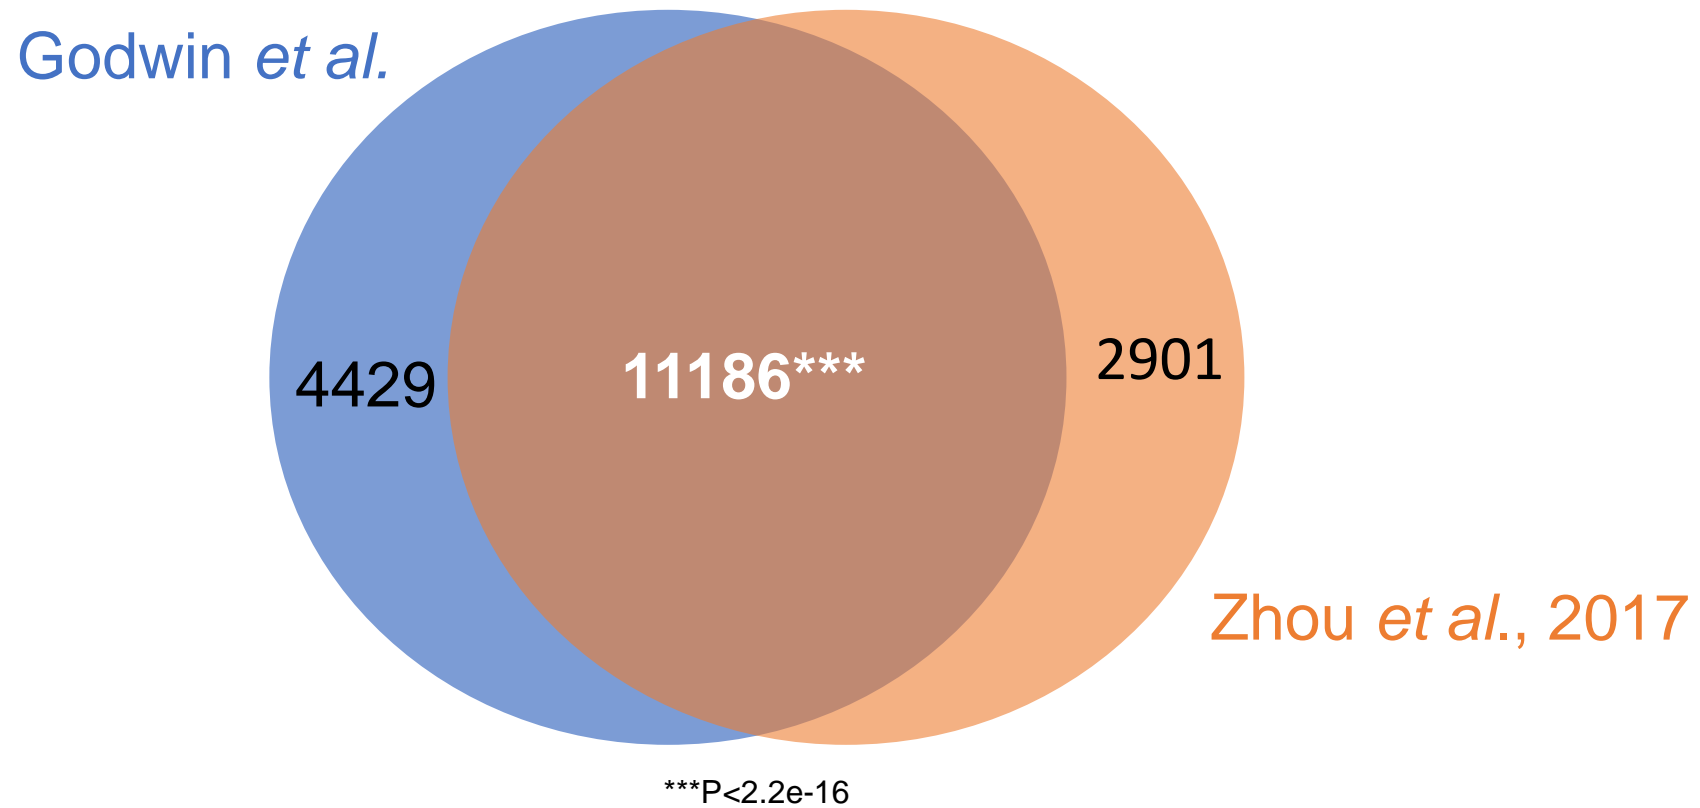

**Supplementary Figure 5. H2Aub marked genes between different datasets in Col-0 seedlings.** Venn diagram representing the high overlap of H2Aub marked genes in Col-0 between our dataset and Zhou *et al.*, 2017 dataset.

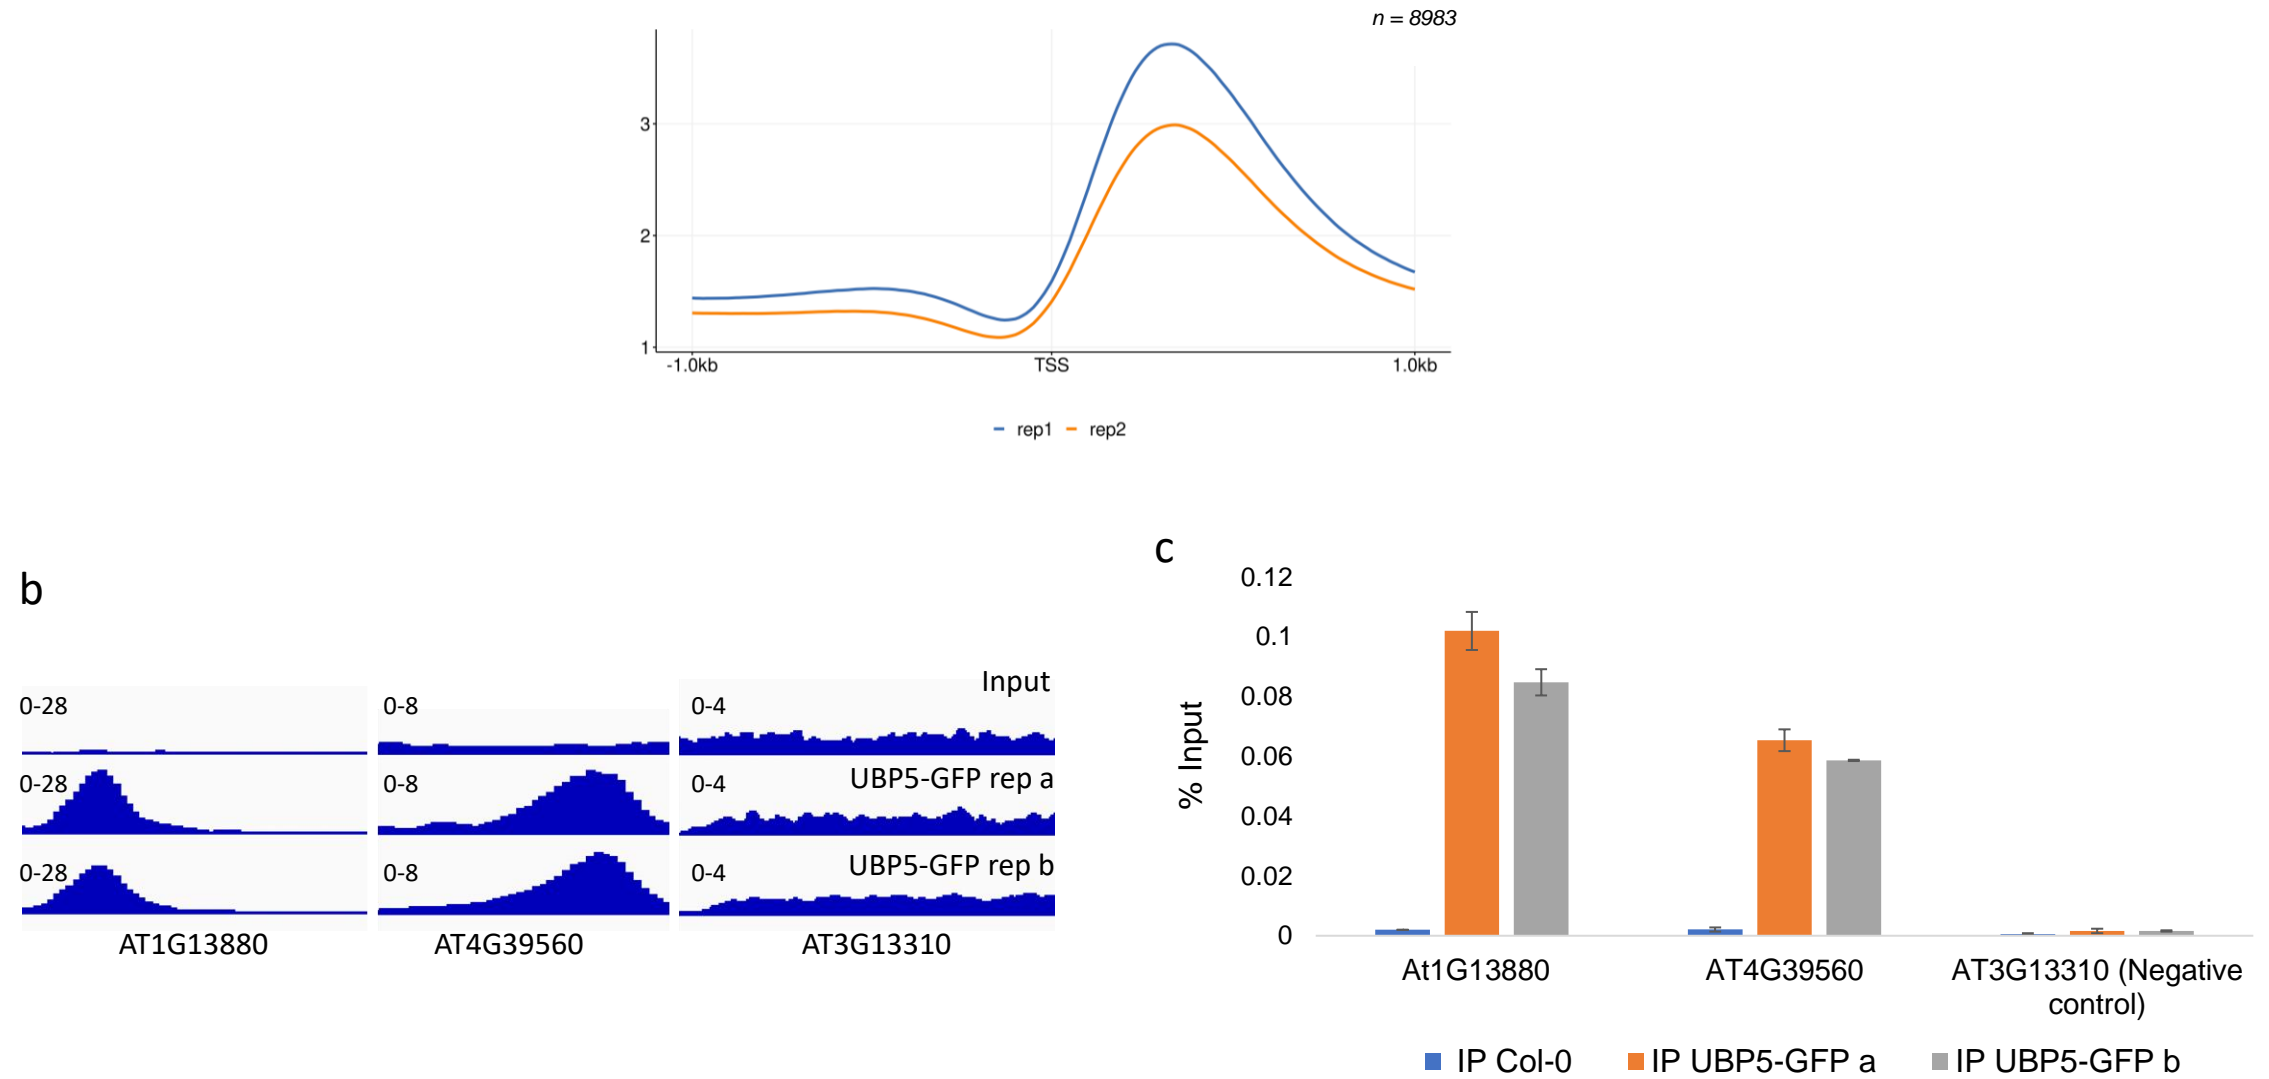

**Supplementary Figure 6. UBP5 enrichment at representative loci.** a, Metagene plot showing that individual biological replicates of UBP5 ChIP-seq. b, IGV browser view of UBP5 peaks from immunoprecipitated samples of *UBP5pro::gUBP5-eGFP;ubp5* (UBP5-GFP) from two biological independent replicates a and b compared to input. c, ChIP-qPCR results for UBP5 target loci AT1G13880 and AT4G39560 in biological replicates a and b measured as % of input. AT3G13310 was selected as a negative control where no peak was observed in the IGV browser. N=2 biological replicates. Error bars indicate SD.

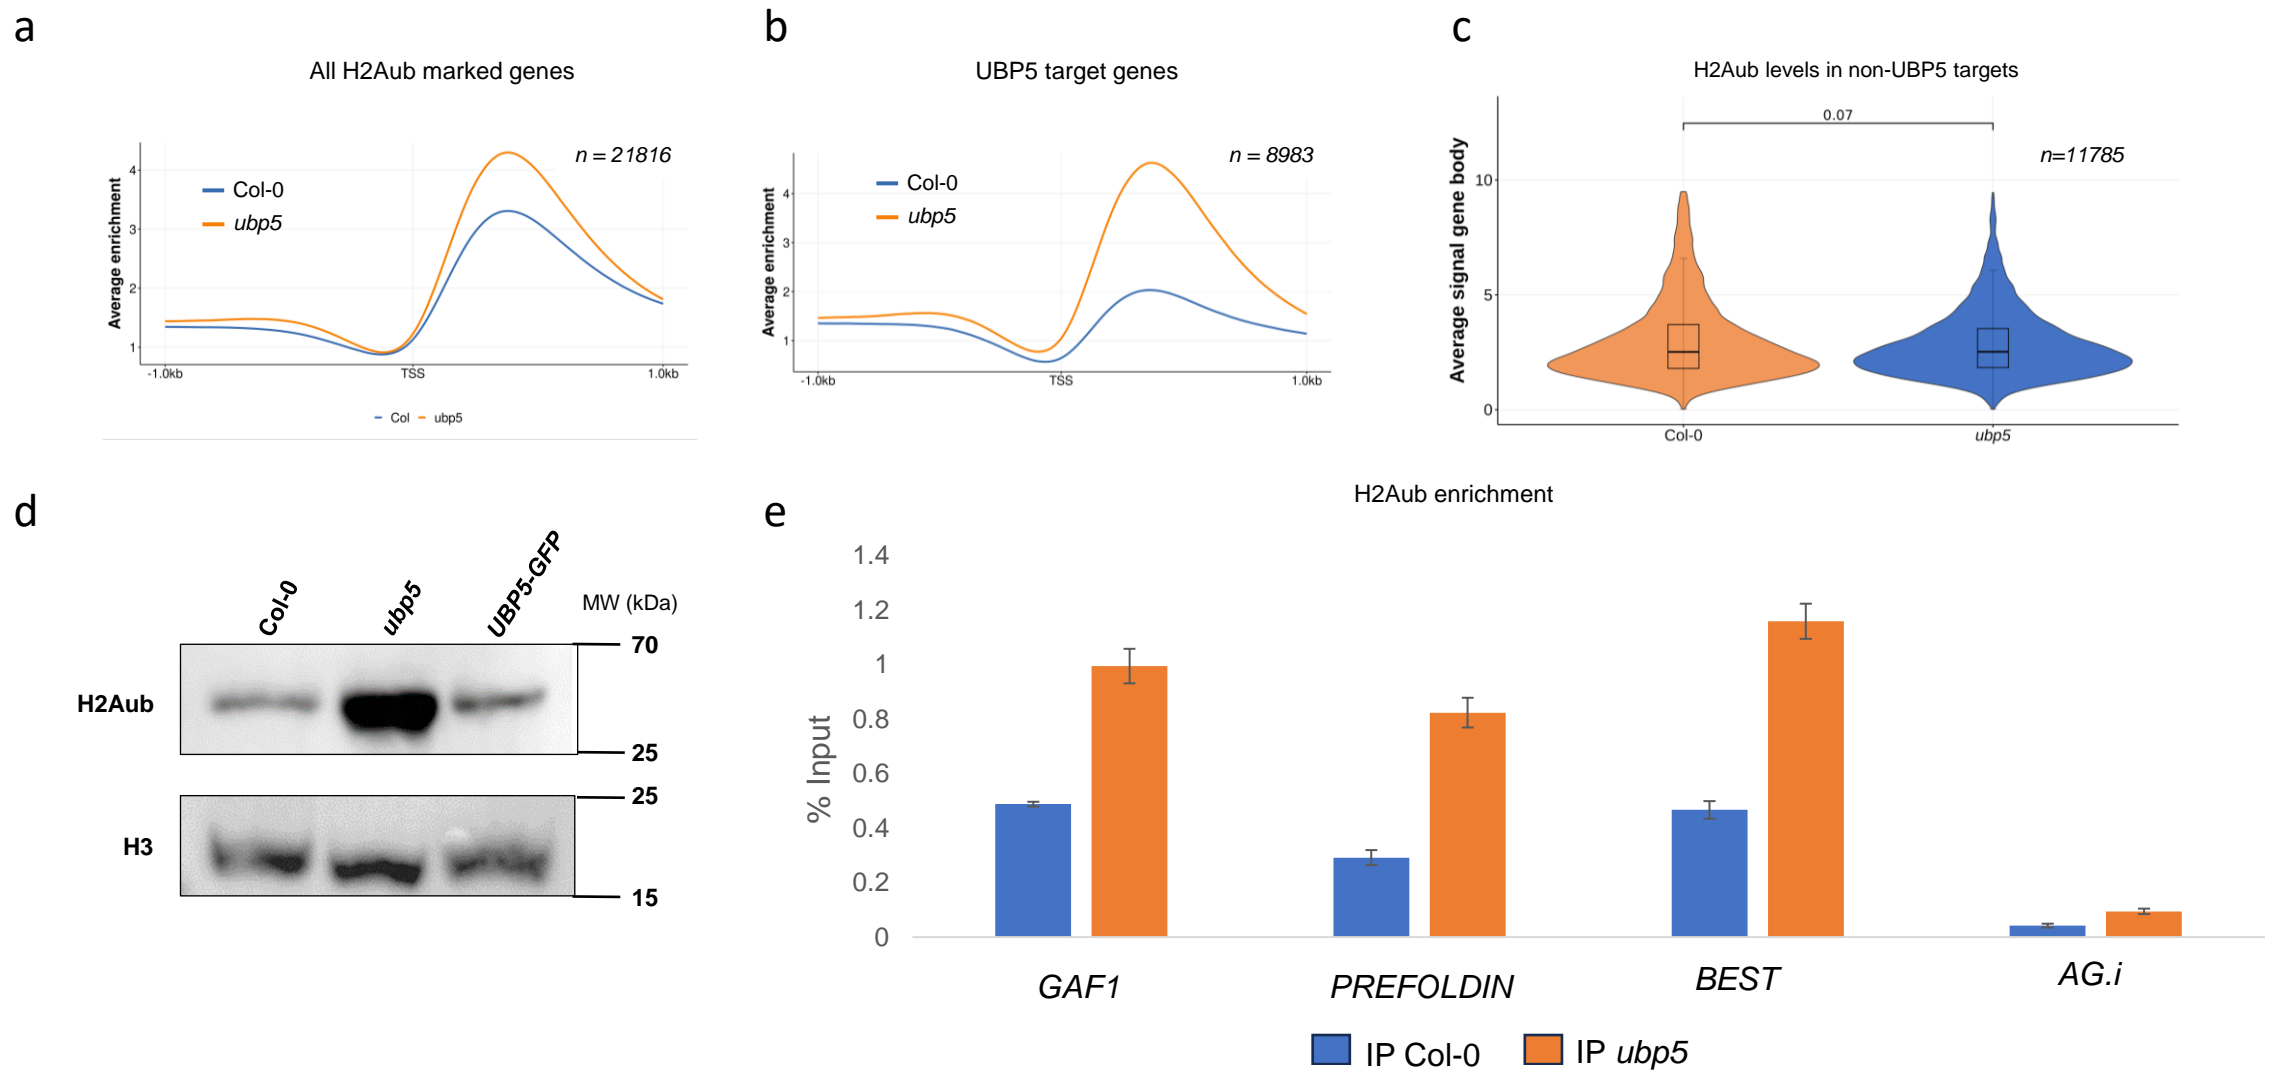

**Supplementary Figure 7. UB5 binding overlaps with the gain on H2Aub in *ubp5*.** a-b, Metagene plot of H2Aub distribution in (a) all H2Aub marked genes and (b) UB5 targets genes. c, Average signal of H2Aub at gene body for non-UB5 targets in Col-0 and *ubp5*. Statistical significance is tested according to one-sided Wilcoxon rank sum test, p-values are indicated above the plot. The violin plots show the distribution pattern of data and are overlaid with boxplots. For box and whiskers plot the middle line represents the median; the upper and lower lines are the first and third quartile (Q1 and Q3); the whiskers indicate the upper and lower limits of data spread by subtracting 1.5\* interquartile range (IQR) from Q1 and adding 1.5\* IQR to Q3. d, H2A deubiquitination assay in *N. benthamiana* cells. H2Aub levels from seedlings of Col-0, *ubp5* and *UB5pro::gUB5-eGFP*. Histone H3 is used as a loading control. e, ChIP-qPCR validation of H2Aub hyper-marking in *ubp5*. Selected loci (*GAI ASSOCIATED FACTOR 1* (*GAF1* - AT5G59980), *PREFOLDIN* - AT1G03760 and *BESTROPHIN-LIKE PROTEIN* (*BEST* - AT3G61320)) were among the 207 UB5 targets downregulated in *ubp5*. An intergenic region (*AG.i*) which is not H2Aub enriched was selected as negative control. ChIP-qPCR results shown as % of input DNA. This data is a representation of one biological replicate. Error bars indicate SD of two technical replicates.

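*PREFOLDIN* (AT1G03760, chromosome 1, 941062 to 943377) fell from 12.4 ± 1.12 CPM in Col-0 to 3.63 ± 0.131 CPM in *ubp5* (SD, n = 4), a log2 fold change of -1.75 (standard error 0.22, adjusted p = 0.000386 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *BEST* (AT3G61320, chromosome 3, 22693421 to 22695754) fell from 8.19 ± 1.86 to 3.85 ± 0.941 CPM, a log2 fold change of -1.11 (standard error 0.28, adjusted p = 0.0266 from the same edgeR test). With DESeq2 the adjusted p of *BEST* was 0.0893, above the threshold of 0.05, and *BEST* lost its call in 4 of the 8 edgeR fits that each left out 1 library.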

a

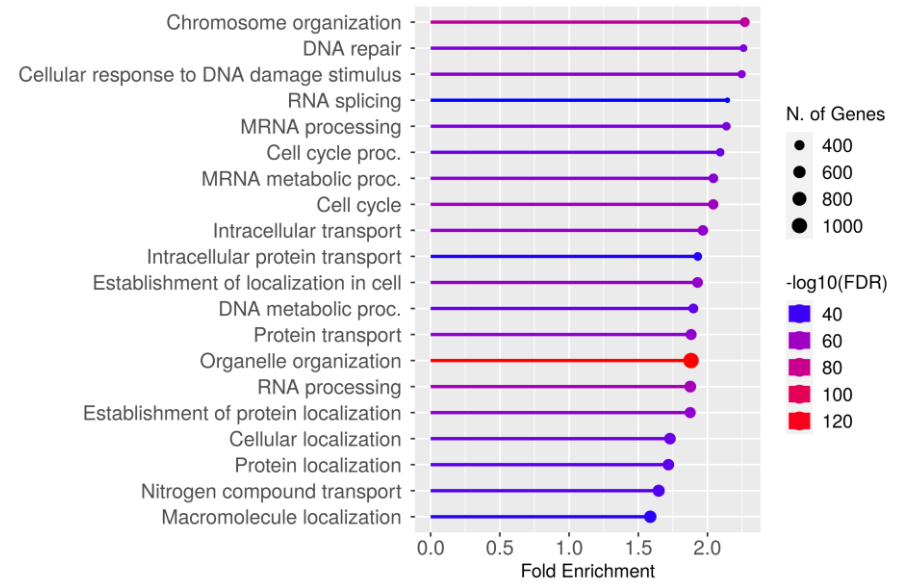

b

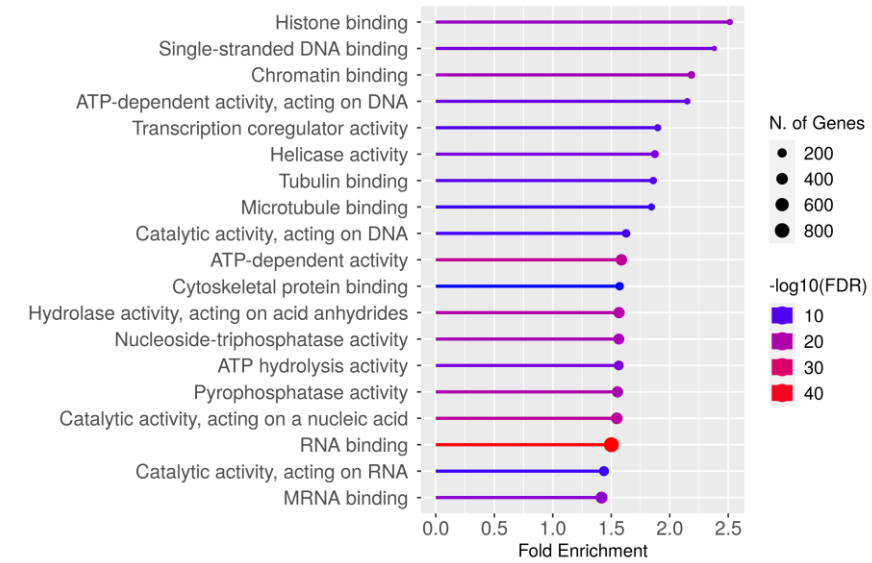

c

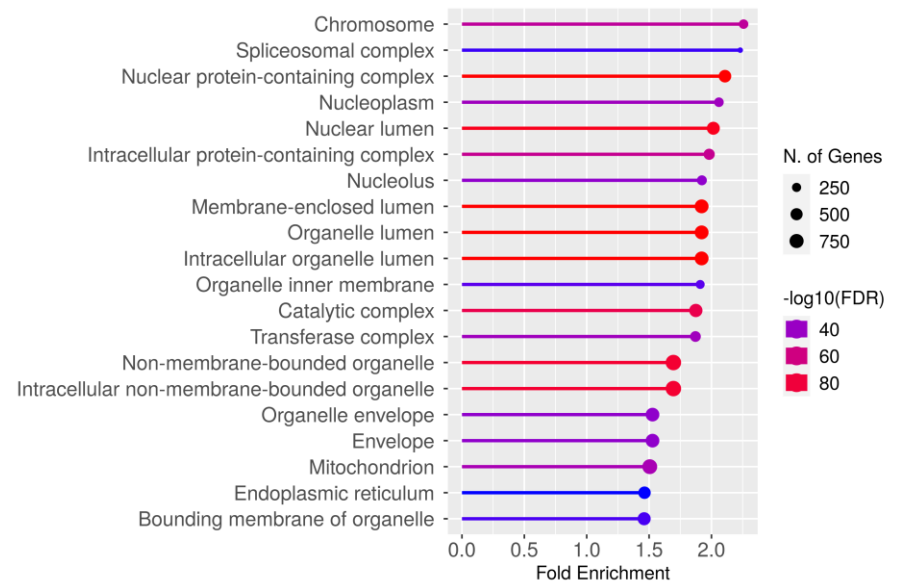

d

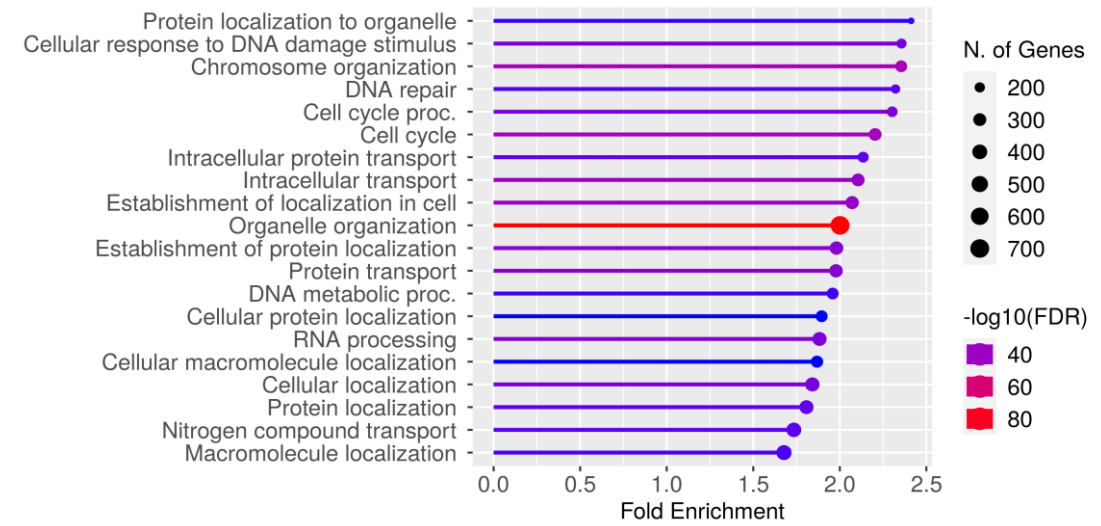

**Supplementary Figure 8. Functional categorisation of UBP5 target genes in ShinyGO analysis.** a-b, GO analysis of all UBP5 target genes based on a) biological process; b) molecular function; and c) cellular component. d, GO analysis of UBP5 targets which gained H2Aub in ubp5 based on biological process. False Discovery Rate (FDR) < 0.05.

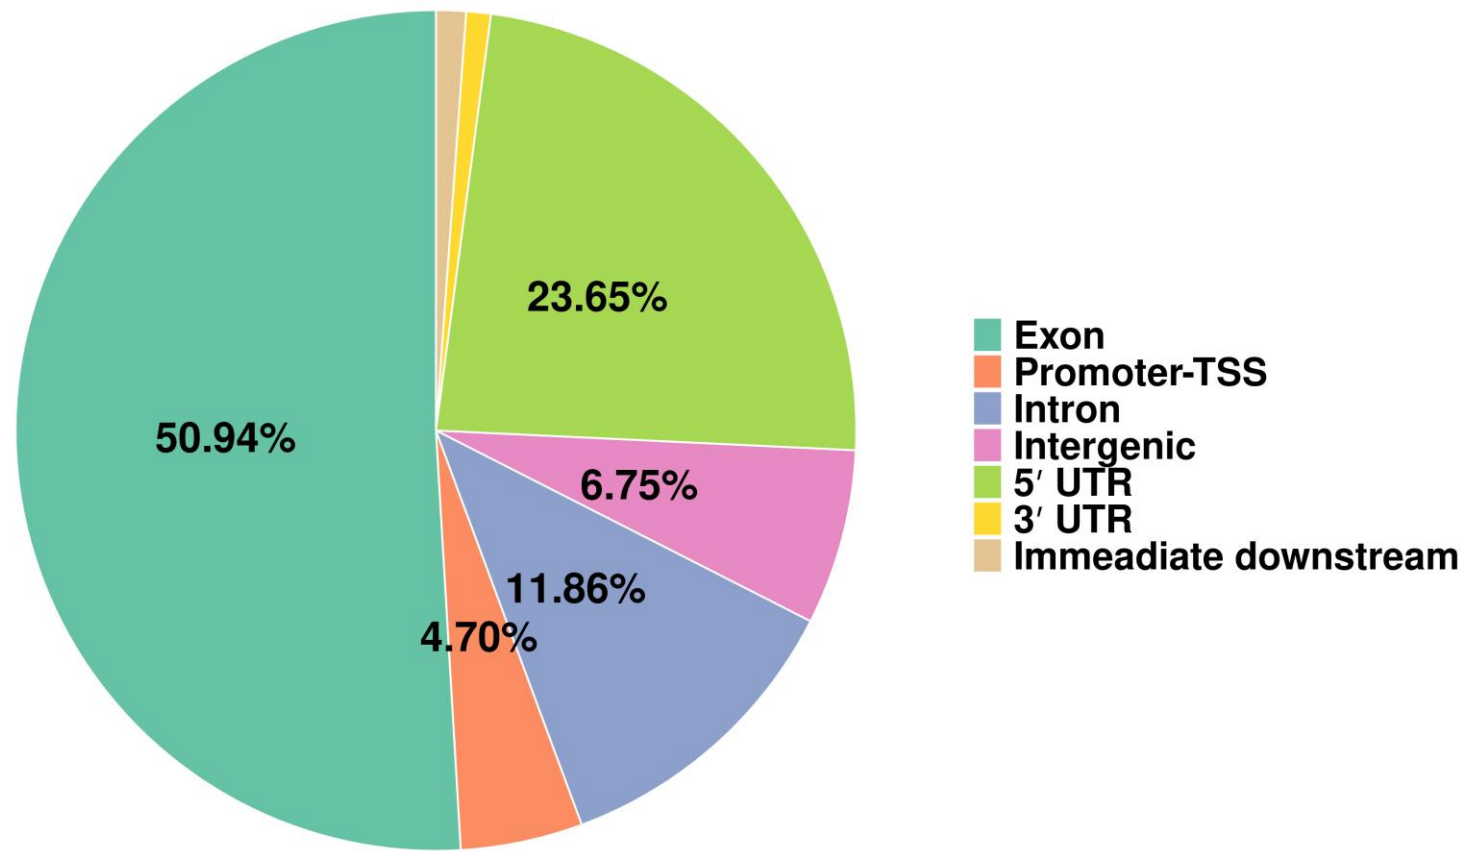

**Supplementary Figure 9. UBP5 majorly targets protein coding regions.** Pie-chart showing the distribution of annotated genic and intergenic regions in the UBP5 binding peaks.

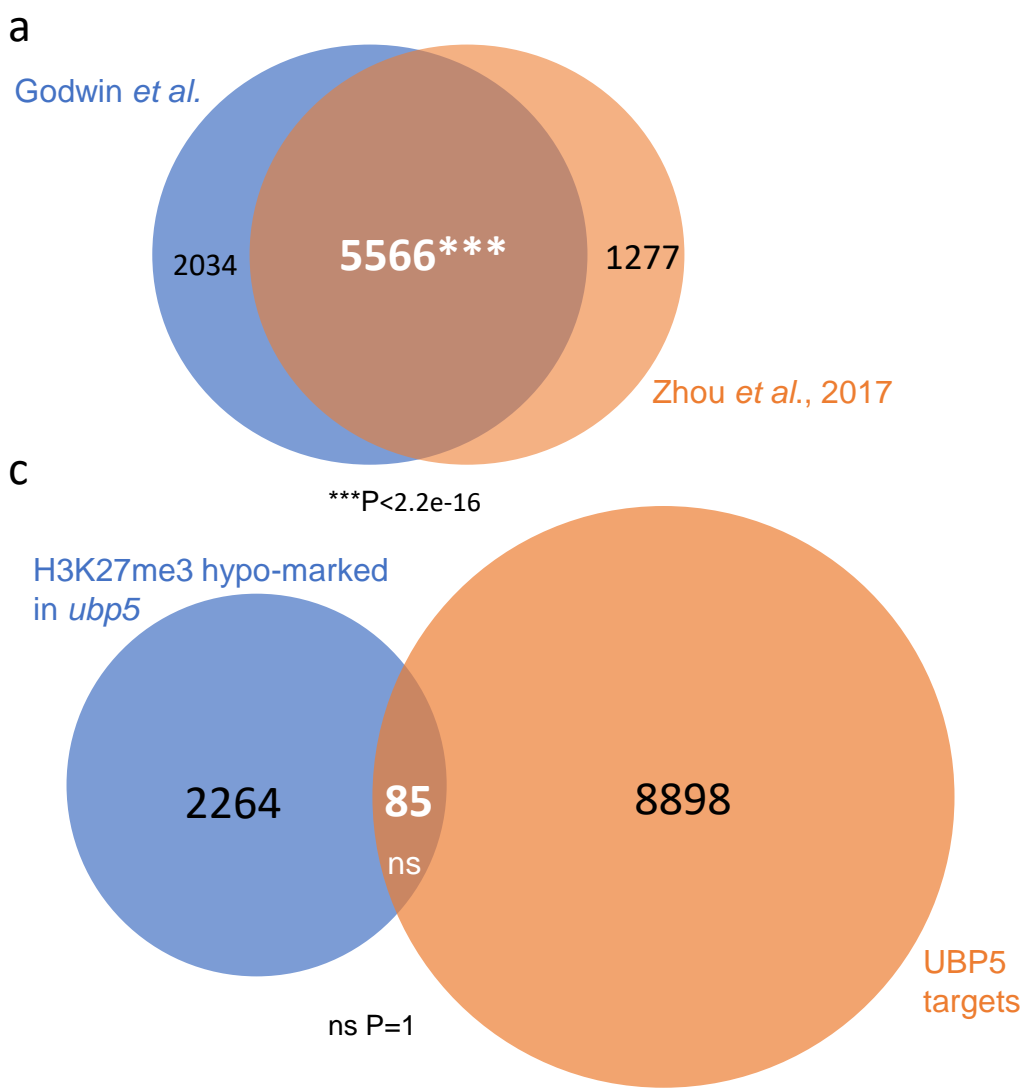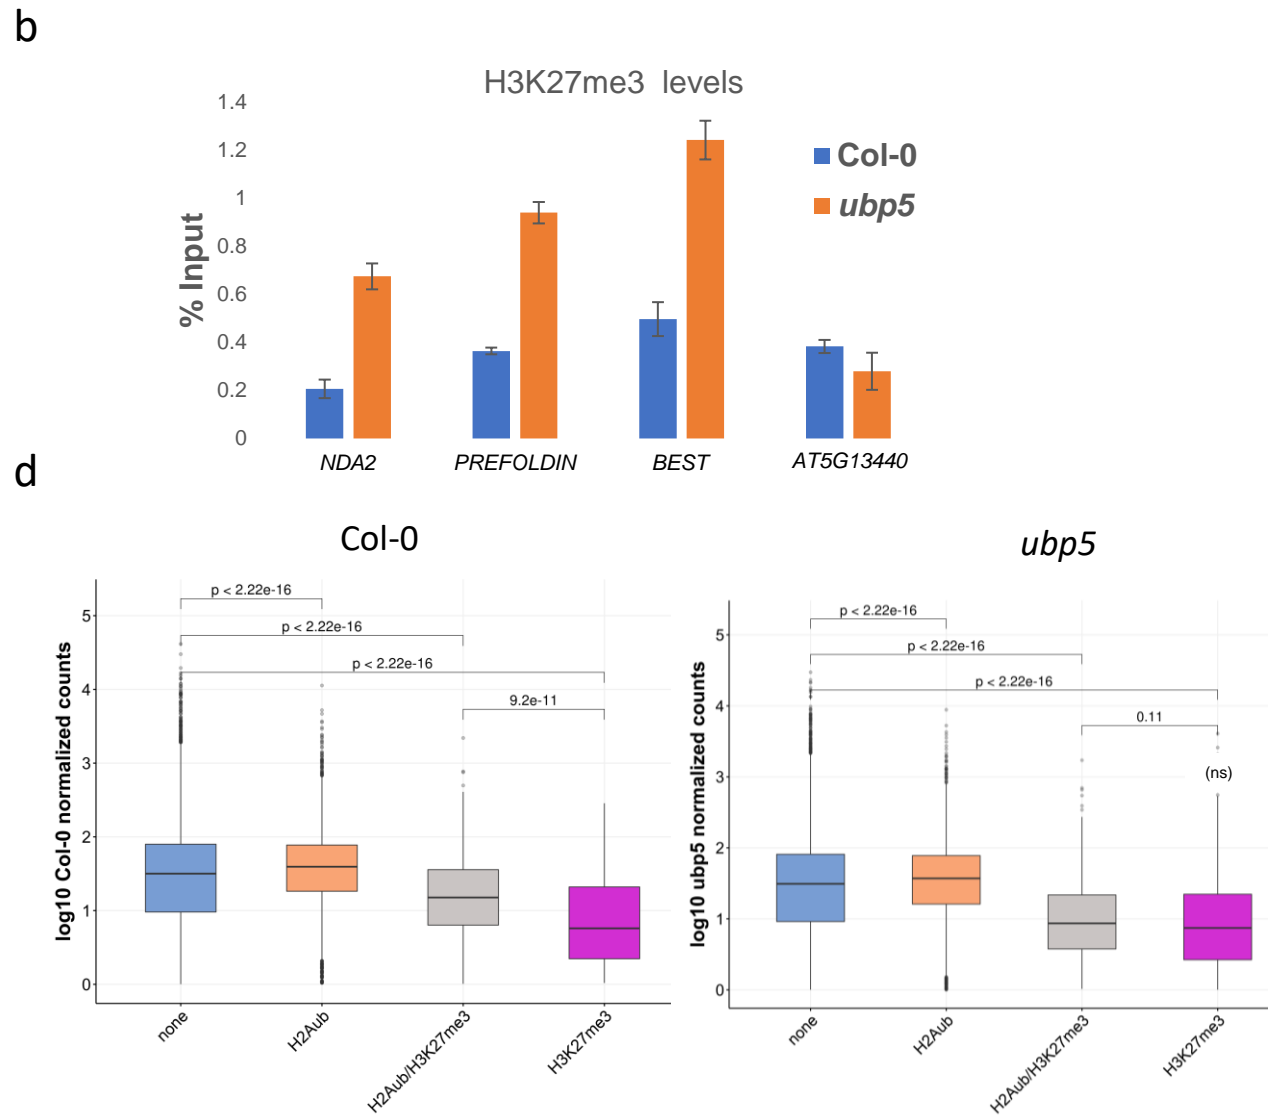

**Supplementary Figure 10. H2K27me3 changes in *ubp5* influences transcription.** a, Venn diagram representing the overlap of H3K27me3 marked genes in Col-0 seedlings between our dataset and Zhou *et al.*, 2017. Super exact test was performed (\*\*\* represents significant overlap,  $p < 2.2e-16$ ). b, ChIP-qPCR validation of H3K27me3 gained genes in *ubp5*. Selected loci *ALTERNATIVE NAD(P)H DEHYDROGENASE 2 (NDA2 - AT2G29990)*, *PREFOLDIN* and *BEST* were among UB5 targets transcriptionally downregulated in *ubp5*. AT5G13440 was selected as negative control. ChIP-qPCR results shown as % of input DNA. This data is a representation of one biological replicate. Error bars indicate SD of two technical replicates. c, Venn diagram representing H3K27me3 hypo-marked genes in *ubp5* and UB5 targets, ns represents non-significant overlap. d, Box plots showing expression levels of only-H2Aub, both H2Aub/H3K27me3 and only-H3K27me3 marked genes of Col-0 (left graph) and *ubp5* (right graph). “None” represents those genes lacking H2Aub and H3K27me3 marks. The statistical significance of the differences was calculated using the Kruskal-Wallis test followed by Dunn's post hoc analysis, p-values are indicated, ns represents non-significant, N=4 biological replicates. For box and whiskers plot the middle line represents the median; the upper and lower lines are the first and third quartile (Q1 and Q3); the whiskers indicate the upper and lower limits of data spread by subtracting 1.5\* interquartile range (IQR) from Q1 and adding 1.5\* IQR to Q3.

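*NDA2* (AT2G29990, chromosome 2, 12793320 to 12796085) had 9.50 ± 4.74 CPM in Col-0 and 4.26 ± 1.42 CPM in *ubp5* (SD, n = 4). Its log2 fold change was -1.08 (standard error 0.38, adjusted p = 0.0893 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so it was not called, and the values of the genotypes overlapped. The Col-0 libraries had 42, 14, 27 and 19 counts of it and the *ubp5* libraries 7, 16, 4 and 10.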

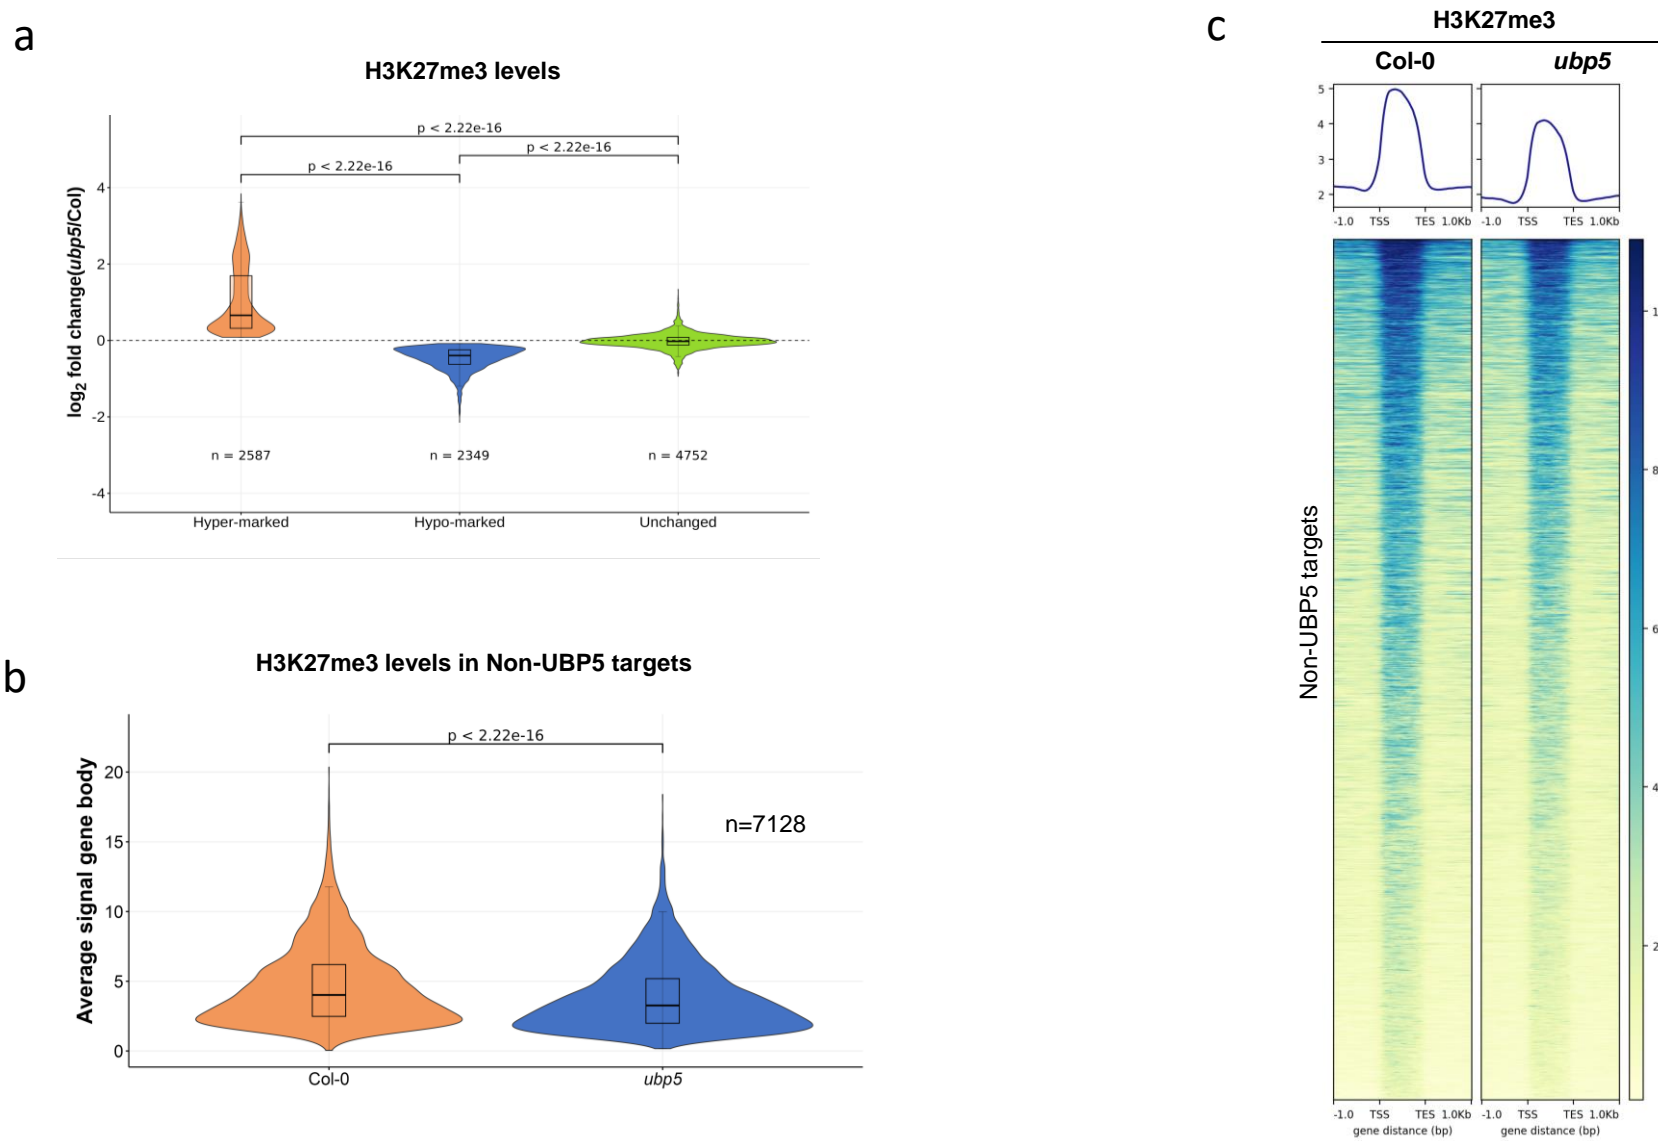

**Supplementary Figure 11. H3K27me3 levels in different categories of genes.** a, Average signal of H3K27me3 at gene body for hyper-marked, hypo-marked and unchanged. Statistical significance is tested using the Kruskal-Wallis test followed by Dunn's post hoc analysis, p values are indicated above the plot. b, H3K27me3 levels in the non-UBP5 targets. Violin cum box plots represents the average signal of H3K27me3 at gene body for non-UBP5 targets in Col-0 and *ubp5*. Statistical significance is tested according to Wilcoxon rank sum test, p-values are indicated above the plot. The violin plots show the distribution pattern of data and are overlaid with boxplots. For box and whiskers plot the middle line represents the median; the upper and lower lines are the first and third quartile (Q1 and Q3); the whiskers indicate the upper and lower limits of data spread by subtracting 1.5\* interquartile range (IQR) from Q1 and adding 1.5\* IQR to Q3. c, Heatmap showing the distribution of H3K27me3 on non-UBP5 targets (n=7,128) for Col-0 and *ubp5*.

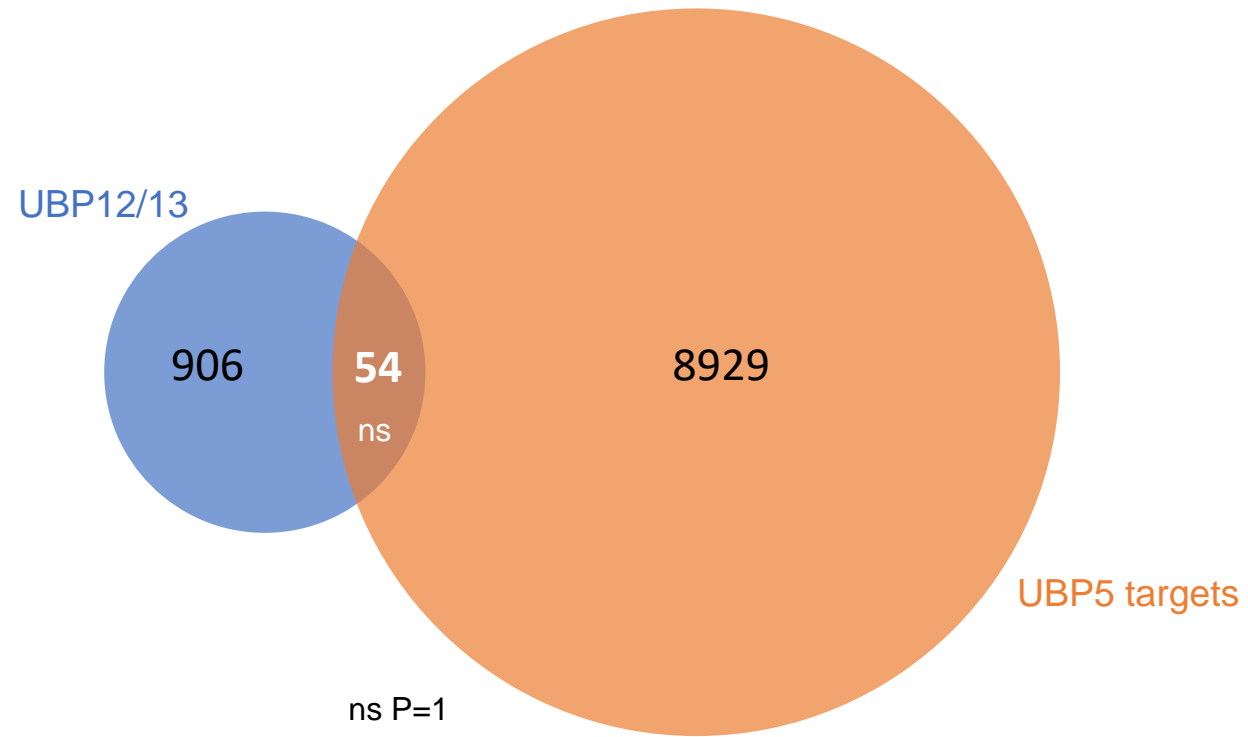

**Supplementary Figure 12. UBP5 shows low overlap with UBP12/13.** Venn diagram showing the overlap between UBP12/13 regulated genes and UBP5 target genes. UBP12/13 regulated genes are defined as protein-coding genes gaining H2Aub and not losing H2Aub in the first 1kb of the gene body in *ubp12/13* mutants. UBP12/13 data from Kraleman et al., 2020. Significance of overlap was tested using Super exact test, ns represents non-significance.

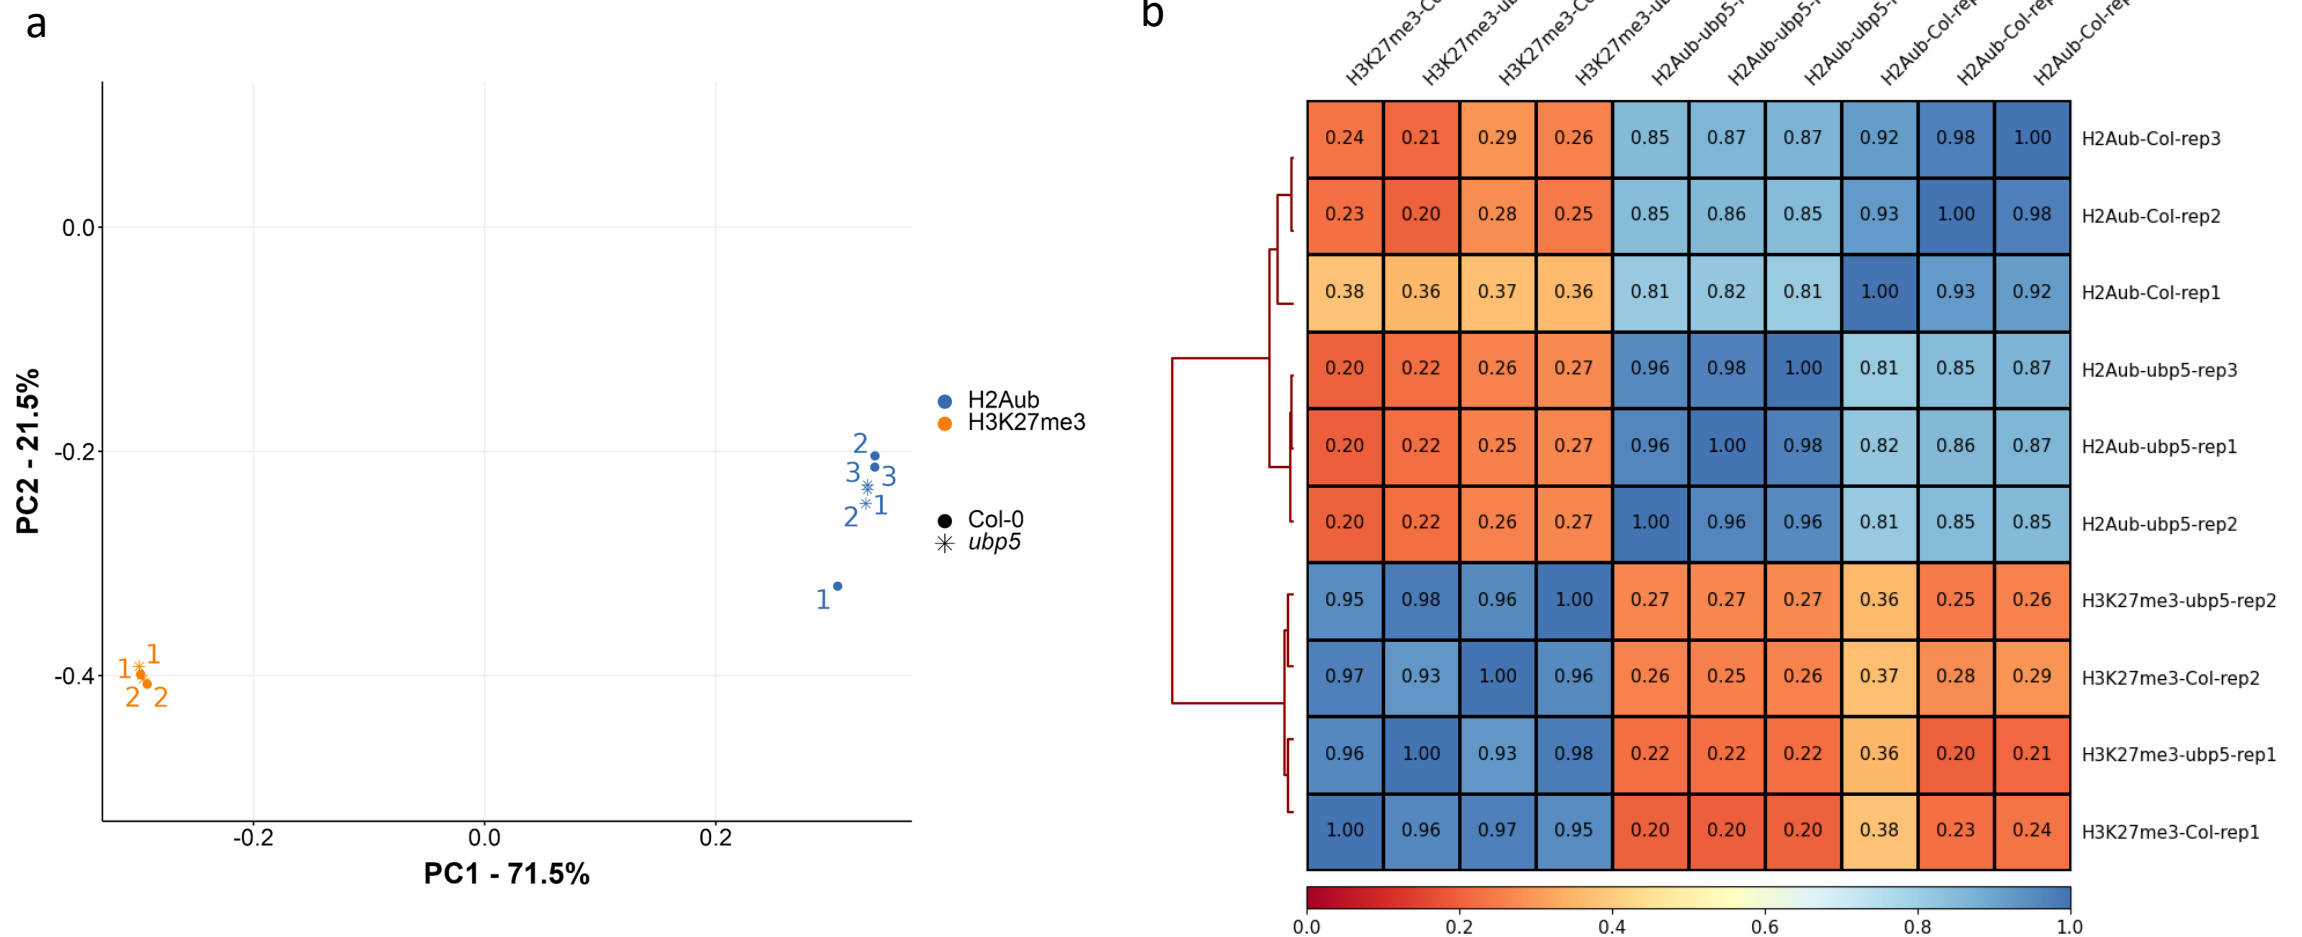

**Supplementary Figure 13. Quality control of ChIP-seq replicates were done using PCA and correlation plots using Deeptools.** a, Principal Component Analysis (PCA) plot showing the similarity/differences between the replicates of H2Aub and H3K27me3. b, Pairwise correlation matrix based on Pearson correlation coefficient for all possible combinations of H2Aub and H3K27me3 replicates in both Col-0 and *ubp5*. Both the analysis was done on binned and RPGC normalised bigwig files.

| Primer name                    | Sequence                                    |
|--------------------------------|---------------------------------------------|
| UBP5 Genotyping_Foward primer  | TCTTTGGTATGTTGGGTCATGT                      |
| UBP5 Genotyping_Reverse primer | AGGCAAACTCTCCAGGCAAG                        |
| UBP5_guide6_Bs_Foward primer   | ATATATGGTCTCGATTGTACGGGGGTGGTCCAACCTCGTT    |
| UBP5_guide6-Forward primer     | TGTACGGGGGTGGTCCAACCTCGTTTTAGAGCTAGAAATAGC  |
| UBP5_guide20-Reverse primer    | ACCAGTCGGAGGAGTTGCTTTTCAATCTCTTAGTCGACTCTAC |
| UBP5_guide20-Bs_Reverse primer | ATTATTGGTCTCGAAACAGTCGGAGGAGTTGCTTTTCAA     |

**Supplementary Table 1:** Primers designed for deletion mutagenesis of *UBP5* by the CRISPR/Cas9 system and primers for genotyping of the *ubp5* mutant.

# Supplementary material for: The UBP5 histone H2A deubiquitinase counteracts PRCs-mediated repression to regulate Arabidopsis development
**Source:** Nat Commun. 2024 Jan 22;15:667. doi: 10.1038/s41467-023-44546-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1** RNA seq seedling\_ubp5 and Col\_0

**Supplementary Data 2** Misregulated genes in ubp5\_Developmental process

**Supplementary Data 3** H2Aub and H3K27me3 marked genes in Col and ubp5 seedlings

**Supplementary Data 4** Differential analysis of H2Aub marked genes in ubp5

**Supplementary Data 5** Different categories of H2Aub marked genes

**Supplementary Data 6** UBP5 target genes

**Supplementary Data 7** Differential analysis of H3K27me3 marked genes in ubp5

# Supplementary material for: The UBP5 histone H2A deubiquitinase counteracts PRCs-mediated repression to regulate Arabidopsis development
**Source:** Nat Commun. 2024 Jan 22;15:667. doi: 10.1038/s41467-023-44546-8
**Supplement:** Supplementary file 11 — Reporting Summary

Last updated by author(s): Dec 7, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software is used for data collection

Data analysis

RNA-seq data analysis: Fastq file for read 55 nt R2 of pooled library was demultiplexed into separate fastq files for each replica using BRBseqTools (v 1.6). Demultiplex with parameters -p UB -UMI 14 -n 1. Read R2 of each library was trimmed to remove potential contamination with poly(A) tail using BRBseqTools (v 1.6) Trim and parameters -polyA 10 -minLength 30. Then mapped using STAR (v 2.7.8a) with parameters --sjdbOverhang 54 --outSAMtype BAM SortedByCoordinate --outFilterMultimapNmax 1. Finally, the deduplicated counts for each gene were obtained using BRBseqTools (v 1.6) CreatedGEMatrix with parameters -p UB -UMI 14 -s yes. Counts were used for differential gene expression analysis using DESeq2 R package.

The custom code used for the analysis has been deposited at [[https://github.com/mohang13/ubp5\\_nat\\_comms](https://github.com/mohang13/ubp5_nat_comms)]

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data supporting the findings of this study are available within the manuscript and its supplementary files. All high-throughput sequencing data generated in this study have been deposited in GEO with accessions codes GSE217614 and GSE209707. Seeds of the *ubp5* CRISPR/Cas9 line are available under request. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                |
|--------------------------------------------------------------------|----------------|
| Reporting on sex and gender                                        | Not applicable |
| Reporting on race, ethnicity, or other socially relevant groupings | Not applicable |
| Population characteristics                                         | Not applicable |
| Recruitment                                                        | Not applicable |
| Ethics oversight                                                   | Not applicable |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For Root and hypocotyl length analysis, we used 20 seedlings for each genotype.<br>For RNA-seq analysis, we used 4 biological replicates for each genotype.<br>For qRT-PCR, we used 3 biological replicates for each genotype.<br>For ChIP-qPCR analysis, we used 2 biological replicates for each genotype.<br>For WBs, we used 3 biological replicates.<br>For co-IP, we used 2 biological replicates.<br>For co-localisation analyses, we used 3 biological replicates.<br>For FRET-APB analyses, we used the following number of nuclei: PWO1-GFP N = 16; UBP5-GFP N = 15; UBP5-GFP+PWO1-mCh N = 7; UBP5-GFP+PWO1-mCh spec N = 14; PWO1-GFP+UBP5-mCh speckles N = 16; PWO1-GFP_mCh N = 15 |
| Data exclusions | We did not exclude any data.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | Experimental findings were reliably reproduced as shown by error bars of independent replicates. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Randomization   | All samples were grouped based on the genotype, such as Col-0 (WT) and <i>ubp5</i> . Plants were placed randomly in the plant growth facility.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Blinding        | In our study blinding was not relevant as it does not affect the behavior of Col-0 or <i>ubp5</i> mutant plants as well as data analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

## Methods

|                          |                                                 |
|--------------------------|-------------------------------------------------|
| n/a                      | Involved in the study                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H2Aub antibody (Cell Signalling Technology D27C4, #8240, Dilution- 1:2000), anti-H2A antibody (Active Motif 91325, Dilution- 1:1000), anti-H3K27me3 antibody (Millipore 07-449, Lot no: 3253330, Dilution- 1:5000), anti-H3 (Abcam ab1791, Dilution- 1:5000), anti-GFP (Roche 11814460001, dilution-1:1000), anti-GFP antibody (Thermo Fisher A11122, 1:2000).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Validation      | <p>Ubiquityl-Histone H2A (Lys119) (Cell Signalling Technology D27C4): Rabbit monoclonal antibody is validated for: W-Western IP-Immunoprecipitation IHC-Immunohistochemistry ChIP-Chromatin Immunoprecipitation</p> <p>Anti-H3K27me3 antibody (Millipore 07-449): This rabbit polyclonal antibody has been independently validated for in WB and ChIP.</p> <p>Anti-H2A antibody (Active Motif 91325): This rabbit polyclonal antibody is validated for western blot (WB) by Active Motif: WB: 2 µg/ml dilution.</p> <p>Anti-H3 (Abcam ab1791): Rabbit polyclonal to Histone H3 - Suitable and validated for: ChIP, IP, WB.</p> <p>Anti-GFP (Roche 11814460001): Monoclonal antibody for detection of both wild-type and mutant forms of GFP or GFP fusions using: IP, WB and Immunostaining.</p> <p>Anti-GFP antibody (Thermo Fisher A11122): Polyclonal antibody is validated for WB, IHC, ChIP, IP.</p> |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Col-0-line seeds used in this study were obtained from Nottingham Arabidopsis Stock Centre (NASC). ubp5 CRISPR-Cas9 deletion mutant and UBPSprom::gUBP5-eGFP;ubp5 (complementation line) were generated in our lab.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Novel plant genotypes | The ubp5 deletion line was generated through Cas9-directed mutagenesis, employing floral dip transformation in A. thaliana. The transformation utilized a novel p3-Cas9-mCherry plasmid vector graciously supplied by the Charles Spillane lab, with comprehensive details on vector construction available in Dupouy et al., 2022. Design of the sgRNAs was facilitated by the CRISPR-P tool, and a double guide RNA was engineered to facilitate the deletion of a 3,361 bp fragment within the UBPS gene. The primer designed for deletion mutagenesis is mentioned in the supplementary table1.                                                                                                                                                    |
| Authentication        | We confirmed the genotype of the homozygous lines using PCR-based genotyping, including appropriate controls, with primer details provided in the supplementary table 1. Validation of the ubp5 CRISPR-Cas9 line was achieved by complementing this mutant with an UBPSprom::gUBP5-eGFP construct (a 1,708-kb-upstream fragment and gene-body regions of UBPS without stop codon amplified from genomic DNA of Col-0 and fused to GFP by cloning the UBPS genomic fragment within the pGKGWG vector). Our RT-qPCR analysis revealed no significant differences in UBPS gene expression between the UBPS complementation line and Col-0. This observation was further corroborated by phenotypic analysis, reinforcing the consistency of our findings. |

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
May remain private before publication. <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217614>

Files in database submission

ChIP-seq raw data

hIP-seq raw data

H2Aub-Col-rep1

H2Aub-Col-rep2

H2Aub-Col-rep3  
H2Aub-ubp5-rep1  
H2Aub-ubp5-rep2  
H2Aub-ubp5-rep3  
H3K27me3-Col-rep1  
H3K27me3-Col-rep2  
H3K27me3-ubp5-rep1  
H3K27me3-ubp5-rep2  
Input-Col-rep1  
Input-Col-rep2  
Input-Col-rep3  
Input-ubp5-rep1  
Input-ubp5-rep2  
Input-ubp5-rep3

UBP-GFP-rep1  
UBP-GFP-rep2  
Input

#### ChIP-seq processed data

H2Aub-Col-rep1.cov.RPGConly.bw  
H2Aub-Col-rep2.cov.RPGConly.bw  
H2Aub-Col-rep3.cov.RPGConly.bw  
H2Aub-ubp5-rep1.cov.RPGConly.bw  
H2Aub-ubp5-rep2.cov.RPGConly.bw  
H2Aub-ubp5-rep3.cov.RPGConly.bw  
H3K27-Col-rep1.cov.RPGConly.bw  
H3K27-Col-rep2.cov.RPGConly.bw  
H3K27-ubp5-rep1.cov.RPGConly.bw  
H3K27-ubp5-rep2.cov.RPGConly.bw  
Input-Col-rep1.cov.RPGConly.bw  
Input-Col-rep2.cov.RPGConly.bw  
Input-Col-rep3.cov.RPGConly.bw  
Input-ubp5-rep1.cov.RPGConly.bw  
Input-ubp5-rep2.cov.RPGConly.bw  
Input-ubp5-rep3.cov.RPGConly.bw

H2Aub-Col-rep1\_peaks.broadPeak  
H2Aub-Col-rep2\_peaks.broadPeak  
H2Aub-Col-rep3\_peaks.broadPeak  
H2Aub-ubp5-rep1\_peaks.broadPeak  
H2Aub-ubp5-rep2\_peaks.broadPeak  
H2Aub-ubp5-rep3\_peaks.broadPeak  
H3K27-Col-rep1\_peaks.broadPeak  
H3K27-Col-rep2\_peaks.broadPeak  
H3K27-ubp5-rep1\_peaks.broadPeak  
H3K27-ubp5-rep2\_peaks.broadPeak

UBP5-GFP-rep1.bw  
UBP5-GFP-rep2.bw  
Input-GFP.bw  
UBP5\_rep1\_peaks.narrowPeak  
UBP5\_rep2\_peaks.narrowPeak

Not applicable

## Methodology

### Replicates

We used two biological replicates for H3K27me3, three biological replicates for H2Aub and two biological replicates for UBP5-GFP ChIP-seq.

### Sequencing depth

All libraries are sequenced as paired-end.

| library         | raw_reads | uniquely-mapped_reads |
|-----------------|-----------|-----------------------|
| H2Aub-Col-rep1  | 64454814  | 17459312              |
| H2Aub-Col-rep2  | 87811678  | 19056892              |
| H2Aub-Col-rep3  | 72100112  | 32305726              |
| H2Aub-ubp5-rep1 | 63078438  | 20830962              |
| H2Aub-ubp5-rep2 | 60474880  | 7211785               |
| H2Aub-ubp5-rep3 | 89345678  | 52388274              |
| H3K27-Col-rep1  | 64735358  | 25300141              |
| H3K27-Col-rep2  | 85071198  | 25971019              |
| H3K27-Col-rep3  | 55360296  | 10719280              |
| H3K27-ubp5-rep1 | 65672826  | 28760690              |
| H3K27-ubp5-rep2 | 64395640  | 24363510              |
| H3K27-ubp5-rep3 | 45100326  | 17310561              |
| Input-Col-rep1  | 24645668  | 12790260              |
| Input-Col-rep2  | 68273690  | 39653714              |
| Input-Col-rep3  | 141803052 | 77976888              |
| Input-ubp5-rep1 | 24745166  | 13457398              |
| Input-ubp5-rep2 | 73033368  | 39718329              |
| Input-ubp5-rep3 | 105567682 | 51628738              |
| UBP5-GFP-Input  | 62231578  | 57281205              |
| UBP5-GFP-rep1   | 97480944  | 82435999              |
| UBP5-GFP-rep2   | 855820454 | 738130222             |

### Antibodies

H2Aub antibody (Cell Signalling Technology D27C4), anti-H3K27me3 antibody (Millipore 07-449), anti-GFP antibody (Thermo Fisher A11122).

### Peak calling parameters

For UBP5-GFP ChIP

Read mapping:

```
bowtie2 -p 64 -x $REF_GENOME -1 $CHIP_FILE_1 -2 $CHIP_FILE_2 | samtools view -bS - > $ALIGNED_BAM
```

Peak calling:

```
macs3 callpeak -f BAMPE -B -c $ALIGNED_BAM_INPUT -t $ALIGNED_BAM_IP -g 110e6 -q 0.01 --outdir $OUT_DIR
```

For Histone marks ChIP-seq

Read mapping:

```
STAR --runThreadN 20 --genomeDir $REF_GENOME --outSAMtype BAM SortedByCoordinate --readFilesIn $CHIP_FILE_1 $CHIP_FILE_2 --alignIntronMax 1 --outFileNamePrefix $ALIGNED_BAM --alignEndsType EndToEnd --readFilesCommand zcat --outFilterMultimapNmax 1000 --outMultimapperOrder Random --outFilterMismatchNmax 2 --outFilterScoreMinOverLread 0 --outFilterMatchNminOverLread 0
```

Peak calling:

```
macs3 callpeak -f BAMPE -B -c $ALIGNED_BAM_INPUT -t $ALIGNED_BAM_IP -g 110e6 --broad --broad-cutoff 0.1 --outdir $OUT_DIR
```

### Data quality

Peaks were determined using parameters independently for each replicate. Only peaks present in two replicates were considered.

### Software

The custom code used for the analysis has been deposited and available public at [[https://github.com/mohang13/ubp5\\_nat\\_comms](https://github.com/mohang13/ubp5_nat_comms)]

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                       |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <i>Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.</i>                                                                                                                            |
| Instrument                | <i>Identify the instrument used for data collection, specifying make and model number.</i>                                                                                                                                                            |
| Software                  | <i>Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.</i>                                                                     |
| Cell population abundance | <i>Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.</i>                                                                                  |
| Gating strategy           | <i>Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.</i> |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                                   |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | <i>Indicate task or resting state; event-related or block design.</i>                                                                                                                                                                                             |
| Design specifications           | <i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>                                                                  |
| Behavioral performance measures | <i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i> |

### Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input checked="" type="checkbox"/> Not used                                                                                                                |

### Preprocessing

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>                                                                       |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

### Statistical modeling & inference

|                         |                                                                                                                                                                                                                         |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested        | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

*Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.*

(See [Eklund et al. 2016](#))

Correction

*Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).*

## Models & analysis

| n/a                                 | Involvement in the study                                              |
|-------------------------------------|-----------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

How the deposited data were processed for this re-analysis (not part of the article)

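The data are RNA-seq counts from 12-day-old *Arabidopsis thaliana* seedlings of the wild type Col-0 and of the *ubp5* deletion line, with 4 biological replicates of each. The authors made the counts from 3' RNA-seq reads: they demultiplexed and trimmed the reads with BRBseqTools, mapped them with STAR to TAIR10 with the Araport11 annotation, kept reads with a single mapping position, and deposited the counts of distinct molecular identifiers per gene on the sense strand, without normalization and without pooling replicates. Counts deduplicated by molecular identifier are close to counts of molecules, and low counts carry large counting error. Reads of near-identical gene copies are lost or assigned by chance differences in sequence, so values of gene families are uncertain. The genotype and replicate number of each library come from the sample labels and the number of replicates from the paper's methods. The pairing of replicates by number comes from the labels alone, and nothing in the paper says that same-numbered Col-0 and *ubp5* libraries were grown or prepared together.

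Library totals ranged from 1440510 to 2997743 counts, and 3 counts was taken as the smallest count that shows a transcript. Folds against a group at or under this floor are given as lower bounds. Gene symbols and positions come from the RefSeq annotation of TAIR10.1, while the paper names TAIR10. The counts hold gene identifiers and no positions, and 37051 of the 37336 identifiers matched the annotation.

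The main test was edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr with its defaults) in R 4.3.3, comparing 4 *ubp5* with 4 Col-0 libraries without covariates. P-values were adjusted by the Benjamini-Hochberg method over the 15649 tested genes, the common dispersion was 0.0266, and genes were called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Standard errors of log2 fold changes were computed from the fold change and the F statistic. Gene sets were compared with Fisher's exact test and with the camera test of limma 3.58.1 (inter-gene correlation 0.01). Gene lists of UBP5 targets and of genes with changed H2Aub or H3K27me3 are the paper's, from its supplementary data and source data, and only the parts that could be read were used. Tests on targets were limited to the chromosome 1 span that the list covers. Figures were drawn with Python 3.11.15. The procedure was tested on simulated counts with 200 changed genes: edgeR recovered all 200 and called 3 unchanged genes, with 15648 genes tested, and DESeq2 recovered all 200 and called 0 unchanged genes, with 16170 tested. Every changed gene was given a 4-fold change and was drawn from genes above a count minimum in the smallest library. All simulated genes shared the common dispersion. The recovery therefore says nothing about genes with few counts, smaller changes or larger dispersion.

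The genes named in the text were fixed by a rule set before the data were examined, as were the main tests and the alternatives. Tests chosen later are marked as such where they are given. The rule takes every gene the paper names for its RNA-seq results and the 5 higher and 5 lower genes with the smallest p among called genes whose groups do not overlap. Genes outside this rule are marked as chosen after their values were seen. The alternatives were DESeq2 1.42.0 (the paper's tool), DESeq2's size factors in edgeR, no filter on low counts, a mean of at least 10 counts, the replicate number as a block, no organelle genes, an adjusted p under 0.01, no fold-change threshold, each library left out in turn, strata of expression, an estimated inter-gene correlation, and other pseudocounts, library sizes and gene lists for the comparison of mark classes.

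A test of transposable element genes was left out because the annotation used has no such class. The transcript of *BMI1B* was not analysed here, because the paper's text does not give its gene identifier and the annotation used does not list the symbol. Enrichment of GO terms was not recomputed. ChIP-seq signals were not analysed here.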

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

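The tests in this part were chosen only after the values had been seen. In each group of 4 libraries, the gap between the highest or lowest library and the nearest of the others was divided by the whole range of the group, and the values that pass Dixon's critical value at the 95% level are given here. About 1 in 20 groups does so by chance, which is 4.35 of the 87 groups compared, and 16 did.

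The number of genes detected in Col-0 replicate 4 (21580, against 21324 to 21358 in the other Col-0 libraries) had a gap of 0.867 of the range. The same library has the largest total among the 8. Among the genes the paper discusses, *ACT1* in *ubp5* replicate 4 (10.4 CPM against 5.10 to 5.64) had a gap of 0.900, and *FIE* in Col-0 replicate 2 (17.9 CPM against 11.8 to 12.7) a gap of 0.845.

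Among the genes labelled in the volcano plots and those with the smallest p-values, AT5G05060 in Col-0 replicate 3 was the lowest (20.3 CPM against 48.8 to 51.6, a gap of 0.911), and AT1G66100 in the same library was the highest (33.1 CPM against 0.759 to 5.16, a gap of 0.864). *JAL23* in *ubp5* replicate 2 (19.1 CPM against 9.86 to 10.2) had a gap of 0.963, AT1G06993 in *ubp5* replicate 4 (6.79 CPM against 4.08 to 4.23) of 0.947, *AGO5* in *ubp5* replicate 4 (9.50 CPM against 5.10 to 5.64) of 0.879 and AT4G22490 in *ubp5* replicate 3 (20.4 CPM against 17.9 to 18.1) of 0.905. A gap of 1 arises whenever the other 3 libraries are at 0, however few counts the remaining library has. It was found for AT5G05060 (1.15 CPM), AT1G76960 and AT3G21360 (0.382 CPM each) in *ubp5* replicate 2, *HSD2* (0.453 CPM) in *ubp5* replicate 4, *AGO5* (0.376 CPM) in Col-0 replicate 3, *AGO9* (0.334 CPM) in Col-0 replicate 4 and *SDC* (0.397 CPM) in Col-0 replicate 2.

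Low counts are one technical explanation, since a few counts can set a library apart. Of the groups with a mean under 10 counts 7 of 20 passed, and of those with 10 or more 8 of 53 (odds ratio 2.98, Fisher's exact test, two-sided, p = 0.101). All 7 are groups in which the other 3 libraries are at 0, where the gap is 1 by arithmetic, so low counts account for these 7 and the comparison of shares adds nothing. The 8 groups with 10 or more counts are also above 1 in 20. Counting error was not tested in them, and some lie near the cut, such as AT1G06993 in *ubp5* with 6 to 15 counts. Low counts are therefore not excluded there. A library that stands apart in many measures is another, and the most such groups for a single library was 4, reached by *ubp5* replicate 2 and by *ubp5* replicate 4, so no single library accounts for the 16. No biological explanation was tested, since the libraries of a group differ only in their replicate number.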

How the results depend on the processing

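None of the alternatives was chosen after the results were seen. With an adjusted p under 0.01, 184 genes were called higher and 279 lower in *ubp5*, and with no fold-change threshold 719 and 992. Across the 8 fits that each left out 1 library, the number of higher genes ranged from 249 to 465 and the number of lower genes from 402 to 493. The 465 were reached without Col-0 replicate 1, where lower genes were 50.4% of those called, against 60.6% with all libraries; the cause was not tested. In all 8 of these fits, 191 of the 299 higher and 283 of the 459 lower genes were called. The other settings gave 345 higher and 478 lower genes with DESeq2, 305 and 445 with DESeq2's size factors in edgeR, 445 and 665 with no filter, 267 and 445 with a mean of at least 10 counts, and 299 and 461 without organelle genes. No gene called with all libraries was called in the opposite direction in any of these fits, and the largest shift of the median log2 fold change in them was 0.0117.

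Of *SAMBA*, *UPP*, *GAF1*, *GC4* and *ACT1*, from 3 to 5 were called with 1 library left out, with 3 without *ubp5* replicate 2. The log2 fold change of *CLF* ranged from -0.0821 to 0.189 in these fits, was -0.0821 without Col-0 replicate 1 and -0.0177 without *ubp5* replicate 1, and did not pass the threshold in any of them. Apart from *CLF*, 14 results of single named genes changed when counted by gene and setting: 13 weaker and 1 stronger. They belong to *ACT1*, *GAF1*, *BEST* and AT3G02400, so some are also behind the range of 3 to 5 above. The cause was not tested.

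The difference between H2Aub/H3K27me3 genes and genes with H3K27me3 alone changed by -0.06 between the genotypes with all libraries and by -0.121 to 0.0775 with 1 library left out. It was 0.0775 without *ubp5* replicate 3, whose median gene with both marks has 0 counts, and 0.14 for genes with a mean of at least 10 counts, of which only 10 in Col-0 and 7 in *ubp5* have H3K27me3 alone. With 1 library left out, 0.0571 is the smallest exact permutation p that 3 against 4 libraries allow, so those fits could not pass a threshold of 0.05. With mark lists of a single genotype for both, the value was the same as with each genotype's own lists, because the medians stand at 0 or 1 count in every library and cannot follow the list; this shows no stability.

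The *UBP5* transcript and the tests of gene sets kept their direction and their side of the threshold under every alternative run for them. With 1 library left out, the log2 fold change of *UBP5* ranged from -1.67 to -1.39, the odds ratio for targets among lower genes from 1.61 to 2.31 and among higher genes from 0.0621 to 0.126, that for targets that gained H2Aub among lower genes from 2.07 to 3.06, that for the direction of calls from 30.3 to 146.2 for H2Aub and from 185.0 to 656.2 for H3K27me3, and that for targets with both marks gained from 19.7 to 29.4.

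With the replicate number as a block, 269 genes were called higher and 396 lower, of which 254 and 385 were also called without it. The log2 fold change of *UBP5* was -1.56, the odds ratio for targets among lower genes 1.63 (Fisher's exact test, two-sided, p = 0.0166), and 4 of the 5 developmental genes were called. Same-numbered libraries did not vary together: the mean correlation of their deviations from the genotype means was -0.04 for same-numbered and 0.01 for differently numbered libraries. The cause of the differences was not tested.

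Depth limits the classes with H3K27me3, whose medians are at 0 or 1 count. The alternatives for transposable element genes were not run, because the annotation used has no such class. For the mark classes, all marked genes as an alternative coincides with the setting used.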

Differences from the paper's values

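With edgeR, 299 genes were called higher and 459 lower in *ubp5*, against the paper's 345 and 478. DESeq2, the tool named in the paper's methods and an alternative set before the data were examined, called 345 and 478 genes, and all of them are on the paper's list. The largest difference between its log2 fold changes and those of the source data of Fig. 2c was 4.97e-06 over 1096 genes. Without the filter on low counts, edgeR called 339 of the paper's higher and 477 of its lower genes.

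Legends of the paper describe *BEST* and *NDA2* as targets with lower transcript levels in *ubp5*, and neither is on its list of misregulated genes. *BEST* was called lower with edgeR (log2 fold change -1.11, adjusted p = 0.0266) and not with DESeq2 (adjusted p = 0.0893). Over the 6 settings other than leaving out a library, its adjusted p ranged from 0.0264 to 0.0893 in edgeR and DESeq2. It lost its call in 2 of the 6, so not with DESeq2 alone. *NDA2* was not called with edgeR (log2 fold change -1.08, adjusted p = 0.0893) or under any setting run, where its adjusted p ranged from 0.0539 to 0.190 in edgeR and DESeq2.

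Of the genes labelled in the paper's volcano plots, 9 did not pass the expression filter and were not called here. Both edgeR without the filter and DESeq2 called all 9.

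The paper states that a difference in transcript level between H2Aub/H3K27me3 genes and genes with H3K27me3 alone, seen in Col-0 among genes that gained H2Aub, is lost in *ubp5*. Here, over all marked genes of the readable span, the difference of the medians was 0.46 in Col-0 and 0.40 in *ubp5* (exact permutation test, two-sided, p = 0.971), with medians at 0 or 1 count. In *ubp5*, at least 1 count was found for 48.8 to 55.8% of the H2Aub/H3K27me3 genes per library and for 12.9 to 14.6% of the genes with H3K27me3 alone, so a loss of the difference was not seen in this span.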

Other observations

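The tests of targets by their H3K27me3 gain, of neighbouring genes, of pseudogenes and of small nucleolar RNA genes were chosen only after the result was seen.

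More genes were called lower than higher in *ubp5*, at a ratio of 1.54, and the *ubp5* libraries were on the whole shallower. With every library thinned at random to 1440510 counts, 13673 genes were tested, and 224 were called higher and 318 lower, a ratio of 1.42. The difference in depth therefore does not account for the direction. The ratio does depend on Col-0 replicate 1, without which 465 genes were called higher and 472 lower.

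The 8 libraries can be split into groups of 4 in 35 ways, of which 8 part all 4 same-numbered pairs, as the split by genotype does, and 27 part fewer. Only the split by genotype, 1 of these 8 and 1 of all 35, gave a result as large, for each of 10 results: the numbers of genes higher and lower, UBP5 targets among lower and among higher genes, the log2 fold change of targets, targets that gained H2Aub, the direction of calls among listed H2Aub and among listed H3K27me3 genes, the log2 fold change of H3K27me3 hyper-marked genes, and targets with both marks gained. With the 8 splits alone the share cannot fall under 0.05, so they decide nothing. Over all 35 the share is 0.0286, with the reservation that the 27 others part fewer pairs. Of the 34 other splits, 32 called 0 genes (247 to 1343 genes had an unadjusted p under 0.05 in each) and 2 called 1, so the tests on called genes had nothing to work on there. The log2 fold changes of H3K27me3 hyper-marked genes and of targets are tested over called and uncalled genes alike. The 16 splits with 3 libraries of a genotype in a group gave p-values from 3.79e-16 to 9.67e-10 for the hyper-marked genes and from 0.00173 to 0.279 for the targets (limma's camera test with an inter-gene correlation of 0.01), and the 18 splits with 2 of each gave 0.140 to 0.964 and 0.0874 to 0.885. The split by genotype gave 3.44e-34 and 0.000895 in the same limma test, so for the targets the margin to the other splits is narrow.

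UBP5 targets were called lower more often than non-targets in the readable span (odds ratio 1.74). A difference in expression level is a technical explanation for this, and within 10 strata of expression the common odds ratio was 1.83, so expression level does not account for it. Among the targets, those that gained H2Aub were called lower more often than the others (odds ratio 2.15, Fisher's exact test, two-sided, p = 0.0106, not adjusted), in line with the hypothesis that a gain of H2Aub marks the targets whose transcript falls. A gain of H3K27me3 at the same targets is another explanation: of the targets on the part of the H3K27me3 hyper-marked list that was read, 37.1% of those that gained H2Aub and 47.6% of the 21 that did not were called lower. With these left out, 2.55% of the 824 targets that gained H2Aub and 0.748% of the 535 others were called lower (odds ratio 3.47, Fisher's exact test, two-sided, p = 0.0211, not adjusted). This rests on 21 lower genes against 4. The part of the H3K27me3 list that was read therefore does not account for the difference between targets with and without a gain of H2Aub. The share of lower genes was nevertheless highest where a gain of H3K27me3 was listed. Targets further down that list than was read may be among the 824 and the 535, so a gain of H3K27me3 there is not excluded. Expression level was not tested within the targets, and the order of the changes cannot be read from these data.

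Genes called lower lay next to one another more often than random placement among the tested genes gives: 32 neighbouring pairs against a mean of 13.5 over 10000 placements (permutation test, p = 0.0001, the smallest they can give). Reads shared by overlapping genes do not account for this, since all 32 pairs have spans that do not overlap, against a mean of 12.0 (permutation test, p = 0.0001). Genes called higher formed 31 pairs against 5.49, and 28 against 5.34 among protein-coding genes (permutation test, p = 0.0001 each). Tandem duplicates with similar sequences were not tested and remain an explanation.

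Of 37 tested genes annotated as pseudogenes, which include loci like transposons, 2 were called higher (*SADHU7-1* and AT4G04293) and 3 lower (AT4G16870, AT5G23955 and AT5G55896), all named after their values were seen. The shares among higher and lower genes did not differ (odds ratio 1.02, Fisher's exact test, two-sided, p = 1). The expression filter removes loci with too few counts, and some that are near 0 in Col-0 are among them. One is AT1G36630, a pseudogene labelled in the paper's volcano plots. It had 0 counts in every Col-0 library and 7 to 14 in the *ubp5* libraries. Without the filter, 10 of 294 pseudogenes were called higher and 15 lower (odds ratio of higher against lower 0.996, Fisher's exact test, two-sided, p = 1). Against all other genes tested without the filter, the odds ratio was 1.92 for higher (Fisher's exact test, two-sided, p = 0.0725) and 1.94 for lower genes (Fisher's exact test, two-sided, p = 0.0181, not adjusted). A release of some pseudogenes in *ubp5* is neither shown nor excluded by these tests. Genes annotated as transcribed pseudogenes are a separate class and were not part of them.

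Of 11 tested small nucleolar RNA genes, 6 were called higher and 0 lower in *ubp5*, and all 11 had a log2 fold change above 0 (odds ratio 62.7, Fisher's exact test, two-sided, p = 1.97e-08, not adjusted). The method primes poly(A) ends, so which form of these RNAs was counted is not known, and a change in the mature RNAs is not shown. Fisher's test treats the 11 genes as independent, which was not checked. The paper does not report on this class.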
